# Transcriptomic analysis of polysaccharide utilization loci reveals substrate preferences in ruminal generalists *Segatella bryantii* TF1-3 and *Xylanibacter ruminicola* KHP1

**DOI:** 10.1186/s12864-024-10421-z

**Published:** 2024-05-20

**Authors:** Urška Murovec, Tomaž Accetto

**Keywords:** *Segatella*, *Xylanibacter*, *Prevotella*, Transcriptomics, Polysaccharide utilization locus, Rumen

## Abstract

Bacteria of the genera *Xylanibacter* and *Segatella* are among the most dominant groups in the rumen microbiota. They are characterized by the ability to utilize different hemicelluloses and pectin of plant cell-wall as well as plant energy storage polysaccharides. The degradation is possible with the use of cell envelope bound multiprotein apparatuses coded in polysaccharide utilization loci (PULs), which have been shown to be substrate specific. The knowledge of PUL presence in rumen *Xylanibacter* and *Segatella* based on bioinformatic analyses is already established and transcriptomic and genetic approaches confirmed predicted PULs for a limited number of substrates. In this study, we transcriptomically identified additional different PULs in *Xylanibacter ruminicola* KHP1 and *Segatella bryantii* TF1-3. We also identified substrate preferences and found that specific growth rate and extent of growth impacted the choice of substrates preferentially used for degradation. These preferred substrates were used by both strains simultaneously as judged by their PUL upregulation. Lastly, β-glucan and xyloglucan were used by these strains in the absence of bioinformatically and transcriptomically identifiable PUL systems.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10421-z.

## Background

Ruminal members of genus *Prevotella* were recently reclassified into genera *Xylanibacter* and *Segatella* [1]*.* The majority of them belong to *Xylanibacter* while *Segatella,* which includes also important human gut species *Segatella copri*, is rarer in the rumen [2]. They seem to be the dominant bacterial component of the rumen microbiome as judged by cultivation, amplicon NGS-based and quantitative transcriptomics studies [3–5]. They are established in the rumen early in life and kept stably for the lifespan of the animal [6]. Their main function appears to be in the breakdown of hemicelluloses and pectin of plant cell-wall as well as plant energy storage polysaccharides [2]. In this, the rumen *Xylanibacter* and *Segatella*, like the vast majority of studied *Bacteroidetes*, rely on polysaccharide utilization loci (PULs), which are inducible clusters of coregulated genes that encode sensing, binding, transport and depolymerization proteins targeted to the outer and inner membrane or periplasm, depending on their exact function [7]. PULs are typically directed at single glycan substrates [8]. The seminal transcriptomic and gene inactivation studies of human gut dwelling *Bacteroides thetaiotaomicron* and *Bacteroides ovatus* identified the targets of their PULs [9, 10] and led to major research efforts which investigated many of these PULs and their products in great genetic and biochemical detail [8]. On the other hand, the delineation of PULs in *Bacteroides* proved very useful for functional annotation of PULs observed in *Xylanibacter* and *Segatella*, which are their close relatives [11]. Distinct complements of PULs and Carbohydrate Acting Enzymes (CAZymes) were found in variety of *Prevotella, Xylanibacter, Segatella, Hallela, Hoylesella* and *Leyella* (all previously *Prevotella*) species inhabiting oral cavity, urogenital tract, gut and rumen [11]. Their predicted targets corresponded closely to the available polysaccharide substrates in these habitats [11]. PULs were then studied in more detail in rumen species [12]. This study revealed their generalist/specialist strategies, diversity of PULs targeting the same broad substrate class (e.g. xylan) in different lineages and good agreement between predicted PULs and growth on various substrates [12]. It was however felt that the latter was rather indirect and clearer evidence confirming the PUL targets was needed. *Segatella bryantii* xylan PUL, whose components were already characterized in early studies [13] has already been confirmed using transcriptomic approach [14] and studied also in *S. copri* [15]. Recently also the arabinan, pectic galactan and inulin targeting PULs were confirmed in *S. copri* using transcriptomics and a genetic inactivation system specifically developed for this species [16]. We also recently obtained a naturally occurring rumen *Prevotella communis* mutant strain unable to use inulin, as opposed to other closely related strains, with deletions in homologous inulin PUL, which further confirms its target [17]. Here, we firstly present the transcriptomic identification of further hemicellulose and pectin targeting PULs using two species from *Xylanibacter* and *Segatella* genera to cover some of the PUL diversity. Since the chosen strains are generalists, we identify substrate preferences and evaluate whether the specific growth rate and extent of growth are its main driving force. Thirdly, we describe the use of β-glucan and xyloglucan in these strains in the absence of bioinformatically and transcriptomically identifiable PUL systems.

## Results

### Confirmation of predicted PULs using transcriptomics in *S. bryantii* TF1-3 and *X. ruminicola* KHP1

Our study focused on *S. bryantii* TF1-3 and *X. ruminicola* KHP1 as representative models. While previous studies predicted PULs in *X. ruminicola* KHP1 strain, the genome of *S. bryantii* TF1-3 was not examined [12]. We firstly investigated the presence of PULs previously found in other *S. bryantii* strains within the *S. bryantii* TF1-3 genome. Our analysis confirmed high similarity in PUL complement across all *S. bryantii* strains as observed earlier [12]. Table 1 provides an overview of the predicted PULs in both studied strains. Both strains showed large complements of predicted PULs targeting all major energy storage, hemicellulose and pectin polysaccharides found in the rumen or mammalian hindgut. For some substrates there were even two or more predicted PULs. They grew with most predicted substrates successfully ([12], Fig. 1). However, growth was also present in both strains with β-glucan (BG) and xyloglucan (XG), even though the PUL for β-glucan degradation was not predicted in *S. bryantii* TF1-3 and xyloglucan PUL was missing in *X. ruminicola* KHP1 (Table 1). Many other rumen *Xylanibacter* strains also lacked XG PUL but grew successfully on this substrate which was the only major false negative prediction of previous study [12].

**Table 1:** Overview of PULs and their associated CAZymes in *X. ruminicola* KHP1 and *S. bryantii* TF1-3. PULs relevant to this study are presented. For a full list, please see Tables S3-5 in [12]. Numbers indicate how many PULs were predicted for each substrate. Beside are the predicted CAZymes of these PULs. The information of genome size and number of CAZymes is also presented. Substrates: galacto/glucomannan (GalM/GlcM), arabinogalactan (AG), homogalacturonan (HG), rhamnogalacturonan (RG)

	Genome size	CAZymes (per Mb)	GalM/GlcM		β-glucan		Xyloglucan		AG		Arabinan		Starch		HG		RG		Xylan	
***X. ruminicola* KHP1**	3.41	198 (58.1)	0		3	GH3, GH5, GH16, GH36, CBM4, CBM48, CE1	0		1	GH43, GH105, PL12	2	GH2, GH30, GH35, GH43, CBM32	1	GH13, GH53, GH77, GH97, CBM20, CBM26	2	GH28, GH105, GH106, CE8, CE10, PL1	1	GH2, GH28, GH105, GH116, CE3, CE8, CE10, CE12, PL1, PL11	3	GH10, GH43, GH115, CBM4, CBM13, CBM6, CE1, CE6
***S. bryantii* TF1-3**	3.39	173 (51)	1	GH5, GH26, GH76, GH130, CE7	0		1	GH2, GH5, GH31	1		2		1		2		5		3

**Fig. 1:**
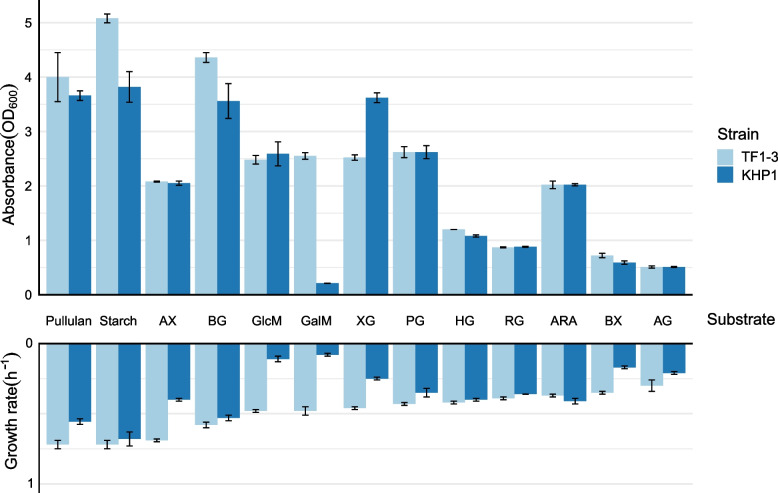
Maximum OD_600_ and specific growth rate values of *S. bryantii* TF1-3 and *X. ruminicola* KHP1 grown in different hemicelluloses, energy storage polysaccharides and pectin substrates. Upper part of the figure represents maximal density of *S. bryantii* TF1-3 (light blue) and *X. ruminicola* KHP1 (dark blue) cultures, respectively. Specific growth rates are represented on the bottom part with light blue and dark blue bars for *S. bryantii* TF1-3 and *X. ruminicola* KHP1, respectively. Data are averages and standard errors of four replicates. Polysaccharides used are indicated in the middle. The growth medium contained 0.5 % of either pullulan, starch, arabinoxylan (AX), β-glucan (BG), homogalacturonan (HG), pectic galactan (PG), glucomannan (Glum), galactomannan (Galm), xyloglucan (XG), rhamnogalacturonan (RG), arabinan, beechwood xylan (BX) or arabinogalactan (AG)

Here, we examined the utilization of 13 distinct substrates by the above two strains. Firstly, we reassessed the growth extent and specific growth rates using these substrates. Notably, we could not use the minimal medium designed for *S. bryantii* [18] in experiments since *X. ruminicola* KHP1 showed no growth in it. We opted instead for a modified DSMZ medium 330 used earlier [12] (please see methods) that in the absence of sugar substrate does not support any growth of ruminal *Xylanibacter* or *Segatella* strains. The growth characteristics for examined strains are in the Fig. 1. Based on data presented in Fig. 1 and defined cut-offs in the methods section, both bacteria excelled in growth on energy storage polysaccharides and β-glucan. *S. bryantii* TF1-3 grew well on several hemicelluloses (arabinoxylan, glucomannan, galactomannan and xyloglucan), while *X. ruminicola* KHP1 displayed lower growth rates on these substrates, but reached similar population densities, with exception of galactomannan. The growth of *X. ruminicola* KHP1 on this particular substrate was the worst of all the studied polysaccharides. On three out of five pectin substrates (homogalacturonan, rhamnogalacturonan, arabinogalactan) and on beechwood xylan the growth of both bacteria was poor. There is an interesting difference in growth on arabinoxylan and beechwood xylan. Recently, two PULs for xylan degradation were characterized in *S. copri* [19]. One of them is probably responsible for arabinoxylan degradation and was also found in *S. bryantii* TF1-3 (Additional file 1A; RG252_13075-13140) and *X. ruminicola* KHP1 (Additional file 1B; SAMN04487826_1268-88). 

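Counts of this PUL come from RNA of cultures grown on glucose or on 1 of 11 polysaccharides, with 3 cultures per carbon source, none of them on arabinoxylan or another xylan. The authors deposited unnormalized counts per gene, from which log2FC against glucose and counts scaled by library size (CPM) were computed with edgeR's TMM normalization and quasi-likelihood test. In TF1-3 the susC-like gene RG252_13120 lies on contig 17 from 26043 to 28811. Its log2FC was largest on rhamnogalacturonan, at 3.19 (standard error 0.446, adjusted p = 1.25e-07), with 16.3 ± 7.75 CPM there and 1.76 ± 0.147 CPM on glucose (SD, n = 3 cultures). Without rhamnogalacturonan replicate 3 this log2FC was 2.81. On the other substrates the log2FC of RG252_13120 was between -0.03 on arabinogalactan and 2.53 on pectic galactan. In KHP1 the susC-like gene SAMN04487826_1280 lies on contig 12 from 56827 to 59628 and had a log2FC of 4.19 on rhamnogalacturonan (standard error 0.427, adjusted p = 3.19e-10), with 27.6 ± 12.7 CPM against 1.50 ± 1.02 CPM on glucose. Its log2FC elsewhere was between -0.60 on galactomannan and 1.71 on β-glucan. The background of genes of low counts was then subtracted from the rhamnogalacturonan and pectic galactan libraries. The values on rhamnogalacturonan became -1.95 for RG252_13120 and 2.39 for SAMN04487826_1280. On pectic galactan that of RG252_13120 became -2.13. The mean level of RG252_13120 lay below that background on both substrates, so the sizes of its negative values are not measured decreases. That of SAMN04487826_1280, 27.6 CPM over 2802 bases, lay near the background on rhamnogalacturonan in KHP1, which had a median of 9.19 CPM per kb. Its value of 2.39 therefore does not establish an induction.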

The other PUL codes for GH10 that hydrolyzes glucuronosylated xylan polymers to xylooligosaccharides, thus may be important for beechwood xylan degradation [19]. 

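The susC-like gene RG252_12240 of TF1-3 lies on contig 14 from 17853 to 20963, next to RG252_12245. Relative to glucose, where it had 10.4 ± 2.46 CPM, its log2FC was above 3 on 9 of the 11 polysaccharides, with the highest value on arabinogalactan (5.50, standard error 0.155, adjusted p = 4.29e-25, 473 ± 21.3 CPM). The lowest values were 2.32 on starch and 2.72 on pullulan. The susC-like gene SAMN04487826_1586 of KHP1, on contig 12 from 488456 to 491551, had a log2FC of 3.39 on glucomannan (adjusted p = 1.17e-15) and 3.30 on galactomannan (adjusted p = 1.78e-15). On pectic galactan its value lay at the limit of 3, at 3.00, and was above 3 without glucose replicate 2 (3.02), glucose replicate 3 (3.07), pectic galactan replicate 1 (3.09) or pectic galactan replicate 3 (3.03). On rhamnogalacturonan SAMN04487826_1586 had a log2FC of 0.79, which became -4.45 with the background of genes of low counts subtracted. Its mean level there lay below that background, so the size of the negative value is set by the subtraction and is not a measured decrease. Cultures on beechwood xylan were not sequenced.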

*SusCD*-like genes of this PUL are present in *S. bryantii* TF1-3 (Additional file 1A; RG252_12240-45) and *X. ruminicola* KHP1 (Additional file 1B; SAMN04487826_1586-7) strains, but there are no CAZymes colocalized. In the case of *S. bryantii* TF1-3 most CAZymes from this PUL are present in arabinoxylan PUL, while in *X. ruminicola* KHP1 two of them are found in different places in genome.

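Transcriptomes were read from 78 RNA-seq libraries, of which 36 are from TF1-3 in M330 medium, 36 from KHP1 in M330 medium and 6 from TF1-3 in minimal medium. In M330 medium each strain was grown on glucose and on xyloglucan, galactomannan, glucomannan, pullulan, starch, β-glucan, homogalacturonan, rhamnogalacturonan, pectic galactan, arabinan or arabinogalactan, with 3 cultures per carbon source. The authors trimmed the reads with Trimmomatic, aligned them with BWA, sorted them with samtools and counted them per gene with featureCounts. The deposited values are these counts, without normalization. The paper's text does not name the strand, pair or multi-mapping options of the counting. The numbers of reads per sample in the methods are sequenced reads, whereas the values given here rest on counts assigned to genes. These summed to between 3368321 and 5299945 per TF1-3 library in M330 medium (median 3969813) and between 2438190 and 11507803 per KHP1 library (median 4861552). All counts of a strain were fitted together with edgeR, with library sizes normalized by TMM, genes of low counts removed by filterByExpr, and a quasi-likelihood test for each polysaccharide against glucose. The fit held 2612 of 2662 genes of TF1-3 and 2753 of 2828 genes of KHP1. P values were adjusted over all genes of a comparison by the method of Benjamini and Hochberg. A gene is called past the threshold where its log2FC was above 3 or below -3 with an adjusted p under 0.05. Values in CPM use the TMM-normalized library sizes and are means ± SD of 3 libraries, and the standard error of a log2FC was taken from its size and the F statistic of the test. The count files name genes by identifiers other than the locus tags of the paper, so each tag was paired to a file entry by its values. For TF1-3 this used the TPM values of Additional file 1, of which 1998 genes were held and 501 lie beyond the part held, and all 1998 were paired, with a largest log2 difference of 0.0528. For KHP1 869 genes were held in that table and paired, and 1929 lie beyond it. The KHP1 pairs were less close, with a largest log2 difference of 0.2099, a smallest log2 difference of a second best pair of 0.2092, and 558 of the 869 pairs within 0.05 on every carbon source. The genes of Additional files 2 and 4 (357 of TF1-3 and 670 of KHP1) were also paired through their log2FC, and 294 and 209 of these were paired through TPM too, to the same entries. For genes paired through log2FC alone, a match of log2FC with the paper's is therefore not independent evidence, and these include every KHP1 susC-like gene named here except SAMN04487826_0840, which was paired through TPM with a log2 difference of 0.0232 (second best 0.950). All TF1-3 libraries in M330 medium were sequenced by Novogene. Of the KHP1 libraries, 21 were sequenced by Microsynth (glucose, pullulan, β-glucan, galactomannan, glucomannan, xyloglucan and arabinan) and 15 by Novogene (starch, homogalacturonan, rhamnogalacturonan, arabinogalactan and pectic galactan). For the latter 5 substrates the provider and the substrate cannot be told apart in a comparison with glucose.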

Transcriptome analysis was then performed and a table specifying differentially expressed genes across distinct growth substrates was generated for both bacterial strains using the glucose dataset as reference. The complete log_2_-fold change (log_2_FC) values for genes surpassing a threshold of log_2_FC >3 and log_2_FC <-3 for at least one of the eleven substrates are presented in “Additional file 2” for *S. bryantii* TF1-3 and *X. ruminicola* KHP1. 

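In TF1-3, 368 genes were past the threshold on at least 1 of the 11 substrates, and in KHP1 627 genes. The paper's reported numbers, in Additional file 2, are 349 and 659. Omission of the filter on low counts moved these numbers most among the alternatives set in advance, to 388 and 671. Per substrate, TF1-3 had between 64 genes on starch (48 higher and 16 lower than on glucose) and 239 on arabinogalactan (152 higher and 87 lower). KHP1 had between 35 on pullulan (26 higher and 9 lower) and 401 on galactomannan (257 higher and 144 lower). With 1 library left out at a time, the number on at least 1 substrate was between 368 and 377 in TF1-3 and between 619 and 655 in KHP1. The median log2FC over all genes tested was within 0.0829 of 0 on each substrate in both strains. In counts simulated without any change for glucose and all 11 substrates, 0 genes passed on 1 or more substrates by edgeR. Of 200 changes simulated on xyloglucan alone, edgeR recovered 199 in TF1-3 and 200 in KHP1 with 0 false calls. All of these changes were set well past the threshold, and genes of a low mean level were left out. The recovery therefore does not test calls near the threshold or from few counts.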

To facilitate a more effective visualization of the upregulated gene clusters, a heatmap was made with predicted PULs for each strain [12]. In Figs. 2 and 3 we present genes that exhibited the highest activation upon growth on their presumptive substrates for *S. bryantii* TF1-3 and *X. ruminicola* KHP1, respectively. The structures of these PULs are in ”Additional file 3”.

**Fig. 2:**
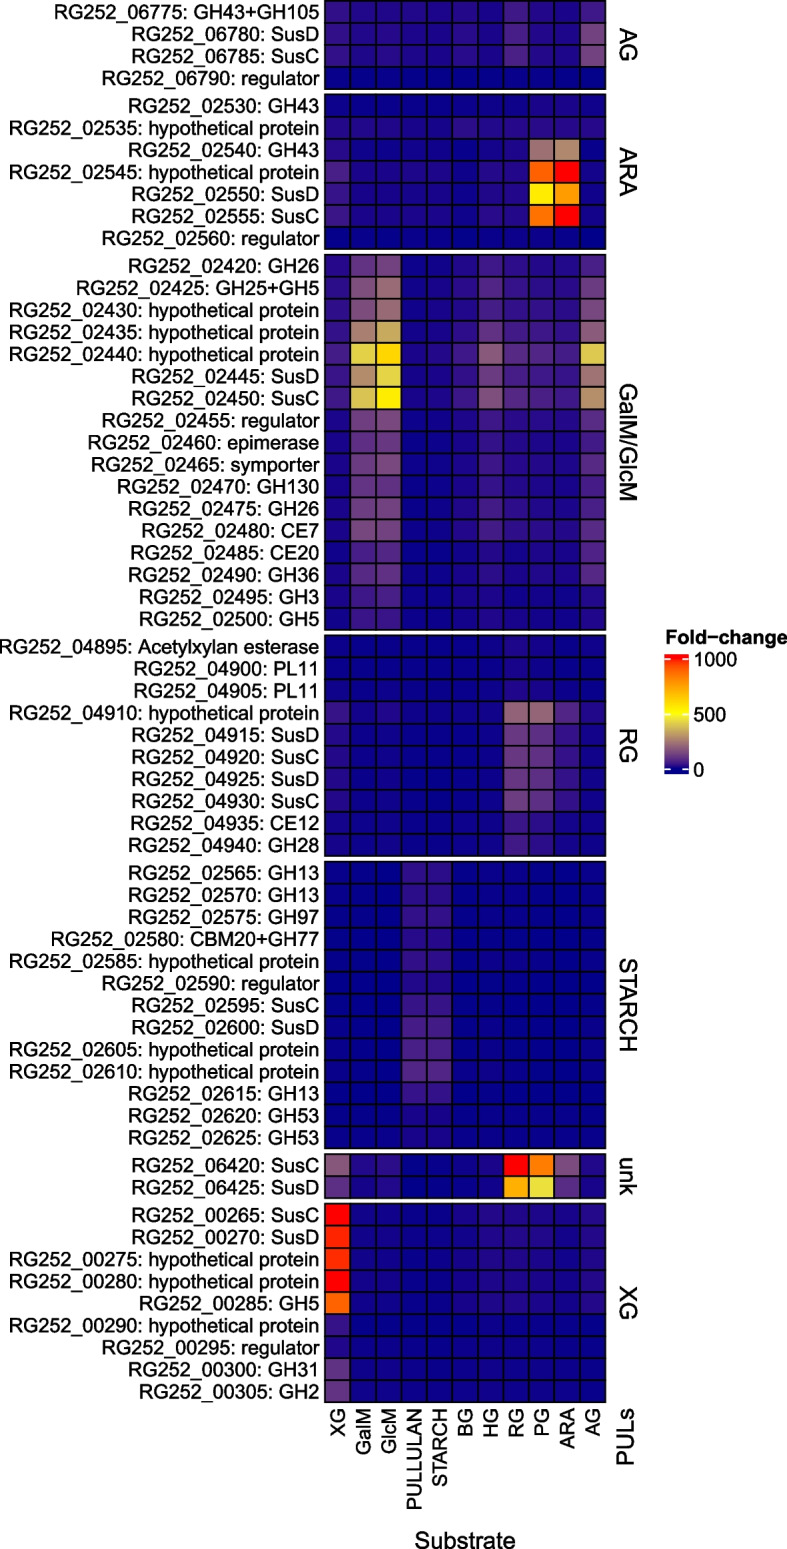
*S. bryantii* TF1-3 predicted PULs that were expressed in response to various polysaccharides. A heatmap showing PUL induction by hemicelluloses, energy storage polysaccharides and pectin substrates. Each rectangle represents fold-change (relative to glucose) of a gene in designated PUL (written at right side) and amounts to the values seen in the legend at the far-right side. Individual PULs are separated by white horizontal breaks. One PUL is named unk and represents a PUL that was not predicted by earlier bioinformatic analysis. On the left side are presented locus tags and products. Substrates used: xyloglucan (XG), galactomannan (GalM), glucomannan (GlcM), pullulan, starch, β -glucan (BG), homogalacturonan (HG), rhamnogalacturonan (RG), pectic galactan (PG), arabinan (ARA), arabinogalactan (AG)

**Fig. 3:**
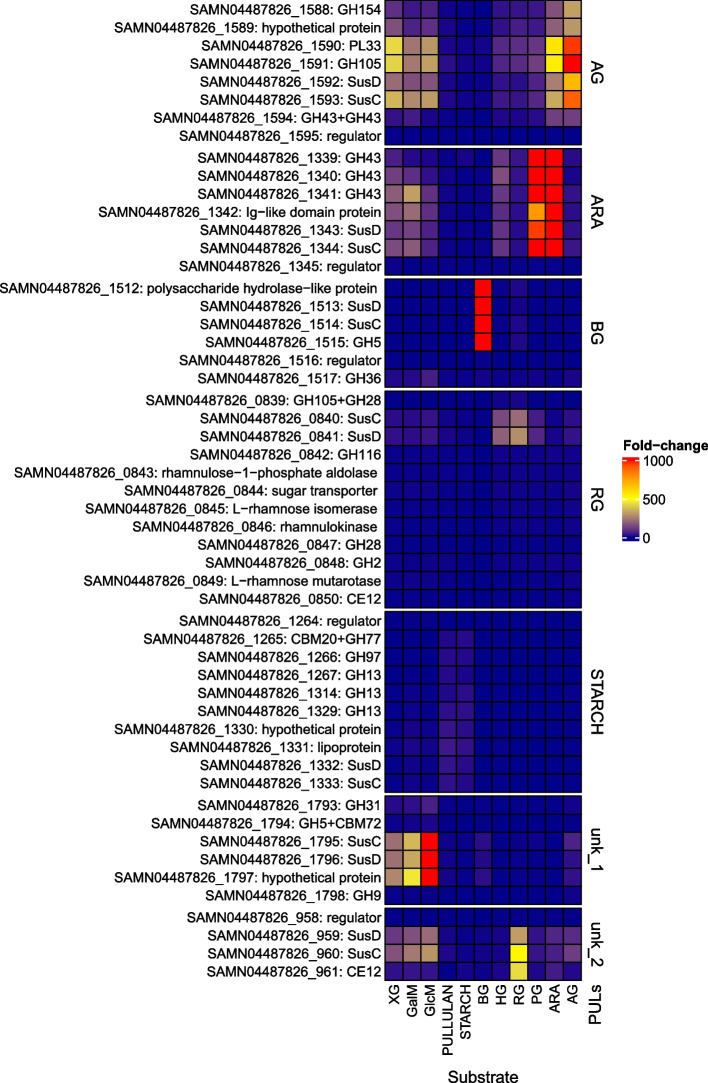
*X. ruminicola* KHP1 predicted PULs expressed in response to various polysaccharides. A heatmap showing PUL induction by hemicelluloses, energy storage polysaccharides and pectin substrates. Each rectangle represents fold-change (relative to glucose) of gene in designated PUL (written at right side) and amounts to the values seen in the legend at the far-right side. Individual PULs are separated by white horizontal breaks. Two PULs are named unk_1 and unk_2 respectively and represent PULs that were not predicted by earlier bioinformatic analysis. On the left side are presented locus tags and products. Substrates used are the same as in Fig. 2

### Induction of predicted PULs in *S. bryantii* TF1-3

Some PULs (e.g. targeting starch and xyloglucan) were upregulated only by their targeted substrate, but others showed strong induction on several substrates (Fig. 2). This was the case of arabinan PUL that was strongly activated also by the pectic galactan. 

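RG252_00265, the susC-like gene of the xyloglucan PUL, lies on contig 1 of the TF1-3 assembly from 65359 to 68517. Its log2FC on xyloglucan was 10.06 (standard error 0.137, adjusted p = 7.58e-33), and use of RLE factors in place of TMM moved it most, to 10.05. It was also past the threshold on arabinogalactan (4.03), homogalacturonan (3.97), rhamnogalacturonan (3.71) and pectic galactan (3.58). Of the 9 genes of this PUL, 9 were past the threshold on xyloglucan and 5 on each of these other 4 substrates. Its log2FC was 2.98 on β-glucan, but 3.00 without β-glucan replicate 2, 3.10 without glucose replicate 1 and 3.04 without glucose replicate 2. On arabinan it was 2.94, but 3.06 without glucose replicate 1 and 3.00 without glucose replicate 2. In a direct contrast RG252_00265 was higher on xyloglucan (6304 ± 299 CPM) than on arabinogalactan (96.6 ± 13.9 CPM), with a log2FC of 6.03 (standard error 0.102, adjusted p = 6.25e-30). RG252_02595, the susC-like gene of the starch/pullulan PUL, lies on contig 2 from 66030 to 69122. Its log2FC was 5.06 on starch (standard error 0.168, adjusted p = 2.10e-22) and 5.08 on pullulan (standard error 0.168, adjusted p = 2.14e-22). On the remaining 9 substrates it was between -1.09 on glucomannan and 0.86 on arabinogalactan. Of the 13 genes of the starch/pullulan PUL, 11 were past the threshold on starch, 12 on pullulan and 0 on β-glucan or homogalacturonan by edgeR.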

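RG252_02555, the susC-like gene of the arabinan PUL, lies on contig 2 from 47804 to 51013. It had 7520 ± 520.2 CPM on arabinan, a log2FC of 10.23 (standard error 0.227, adjusted p = 8.28e-27), and 5555 ± 1222 CPM on pectic galactan, a log2FC of 9.79 (standard error 0.225, adjusted p = 5.73e-27). It was higher in a direct contrast on arabinan than on pectic galactan by a log2FC of 0.44 (standard error 0.133, adjusted p = 0.0086). This difference was not past the adjusted p of 0.05 when only the libraries of both carbon sources were fitted (0.39, adjusted p = 0.0758), the largest p over the alternatives, which otherwise gave an adjusted p between 0.0019 and 0.0286. Nor was it without pectic galactan replicate 3 (0.27, adjusted p = 0.0889). Of the 6 genes of the arabinan PUL, 6 were past the threshold on each of both substrates, with a median log2FC of 8.76 on arabinan and 8.43 on pectic galactan.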

A similar phenomenon was also documented in the seminal PUL study in *Bacteroides* [10]. Moreover, these substrates also activated the rhamnogalacturonan PUL and previously unknown PUL (unk) which displayed highest activity on rhamnogalacturonan. 

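The rhamnogalacturonan PUL holds the susC-like genes RG252_04920 (contig 3, 210380 to 213250) and RG252_04930 (contig 3, 215619 to 218933), and unk holds RG252_06420 (contig 5, 19627 to 22752). On rhamnogalacturonan their log2FC was 6.75, 6.89 and 10.08, with adjusted p of 1.86e-27, 1.21e-27 and 9.60e-26. On pectic galactan it was 6.54, 6.46 and 9.32, and on arabinan 4.94, 4.83 and 6.78. RG252_06420 had 2117 ± 219 CPM on rhamnogalacturonan and 1256 ± 306 CPM on pectic galactan, a log2FC of 0.75 in a direct contrast (standard error 0.137, adjusted p = 4.40e-05). The same contrast gave 0.43 for RG252_04930 (standard error 0.108, adjusted p = 0.0016). Xyloglucan also took all 3 genes past the threshold, with 3.98, 3.96 and 7.02. RG252_06420 was further past it on glucomannan (4.09), galactomannan (3.48) and arabinogalactan (3.38). Without glucose replicate 3 its values on galactomannan and arabinogalactan fell to 2.97 and 2.87, and without glucose replicate 2 its value on homogalacturonan rose from 2.81 to 3.50. By limma-voom the value of RG252_06420 on homogalacturonan was 3.23. In the rhamnogalacturonan PUL, 9 of 10 genes were past the threshold on rhamnogalacturonan, 7 on pectic galactan and 5 on arabinan, and in unk 5 of 5 on each.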

Cross activation of rhamnogalacturonan PULs is in accordance with [10] and the fact that these substrates are both parts of rhamnogalacturonans. 

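RG252_02450, the susC-like gene of the galacto/glucomannan PUL of TF1-3, lies on contig 2 from 13741 to 17022. It had 16027 ± 2783 CPM on glucomannan, a log2FC of 9.12 (standard error 0.177, adjusted p = 8.59e-29), and 11263 ± 1090.5 CPM on galactomannan, a log2FC of 8.61 (standard error 0.174, adjusted p = 2.17e-28). It was past the threshold on all of the remaining 9 substrates, with the highest value on arabinogalactan (8.16, 8259 ± 226 CPM) and the lowest on pullulan (3.05, and 2.95 without pullulan replicate 1). In direct contrasts with arabinogalactan, RG252_02450 was higher on glucomannan by a log2FC of 0.96 (adjusted p = 1.37e-08) and on galactomannan by 0.45 (adjusted p = 0.0010). On rhamnogalacturonan, pectic galactan and arabinan its log2FC was 6.21, 5.86 and 5.38. The 17 genes of this PUL were all past the threshold on glucomannan, galactomannan, arabinogalactan and homogalacturonan by edgeR.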

In the case of galacto/glucomannan PUL, where we also observed cross activation mainly by pectin substrates, explanation may not be straightforward. However this cross activation behavior is known in *Segatella* as the *S. copri* arabinoxylan PUL was activated efficiently also by other substrates [16]. The starch/pullulan PUL exhibited clear, but lower induction relative to other substrates implying that it was somewhat active even when growing bacteria on glucose in our system (Additional file 1A). 

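On glucose RG252_02595 had 405 ± 22.2 CPM, whereas the susC-like genes of the other PULs with a target in TF1-3 had between 1.93 ± 1.59 CPM (RG252_06420) and 34.1 ± 3.52 CPM (RG252_04930). On starch RG252_02595 rose to 13497 ± 1346 CPM and on pullulan to 13673 ± 402 CPM. Its level on both substrates was above that on arabinogalactan, the highest of the other substrates at 735 ± 18.0 CPM, by a log2FC of 4.20 and 4.22 (adjusted p = 3.67e-21 and 3.47e-21). Starch and pullulan differed from each other past the threshold in 19 genes, 18 of them higher on starch, and 214 genes differed at an adjusted p under 0.05 whatever the size. The median log2FC over the genes of the starch/pullulan PUL was 4.56 on starch and 4.76 on pullulan.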

Generally, the induction of *susCD*-like genes tended to surpass that of other PUL genes (Fig. 2). 

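On the target substrate, the mean log2FC of the susC- and susD-like genes minus the median of the other genes of the PUL was above 0 in 7 of 7 PULs of TF1-3. This difference was 0.78 for starch/pullulan, 1.73 for galacto/glucomannan, 2.37 for rhamnogalacturonan, 3.40 for xyloglucan, 3.75 for arabinan, 4.21 for arabinogalactan and 5.45 for unk. Its mean was 3.10 (exact two-sided sign-flip permutation test over the 7 PULs, p = 0.0156, the smallest p that 7 PULs allow). The lists of PUL genes are those of the supplementary files, restricted to genes that could be paired with an entry of the count files.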

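RG252_04800, the susC-like gene of this predicted homogalacturonan PUL, lies on contig 3 from 168474 to 171719. It had 2915 ± 89.6 CPM on homogalacturonan and 169 ± 2.52 CPM on glucose, a log2FC of 4.11 (standard error 0.122, adjusted p = 3.91e-24). It was also past the threshold on arabinogalactan (3.37), and reached 2.78 on rhamnogalacturonan. In a direct contrast it was higher on homogalacturonan than on arabinogalactan by a log2FC of 0.74 (standard error 0.106, adjusted p = 2.11e-07). All 6 genes of RG252_04785 to RG252_04810 were past the threshold on homogalacturonan by edgeR, with log2FC between 3.48 and 4.47, as were 4 of 6 on arabinogalactan.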

One of the predicted homogalacturonan PULs was induced to the greatest level when TF1-3 grew on homogalacturonan (Additional file 2A; RG252_04785-4810). However, the level of induction was modest and other PULs were activated to comparable level, thus its role in homogalacturonan degradation is inconclusive. On the other hand, the second predicted homogalacturonan PUL (Additional file 2A; RG252_05415-30) displayed low-level activity across most substrates further complicating drawing conclusions. Thus, in summary, seven PULs were confirmed using transcriptomics as most probable candidates for specific substrate degradation in *S. bryantii* TF1-3.

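On homogalacturonan the median log2FC over the genes of this PUL was 4.19. The corresponding median was 5.41 for the 17 genes of the galacto/glucomannan PUL, 4.89 for the 4 genes of the second predicted homogalacturonan PUL, 3.74 for the 6 genes of the arabinan PUL and 3.58 for the 9 genes of the xyloglucan PUL. Among single susC-like genes, RG252_02450 reached 7.27 and RG252_10305, of a fructan PUL, 6.08. Differences between genes on the same substrate were not tested.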

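RG252_05430, the susC-like gene of this second PUL, lies on contig 4 from 28719 to 31982 and had 75.4 ± 2.75 CPM on glucose. On 9 of the 11 substrates it was past the threshold, with log2FC between 3.30 on arabinan and 5.31 on galactomannan (standard error 0.107, adjusted p = 2.09e-28). On starch and pullulan its log2FC was 2.59 and 2.80. On homogalacturonan it was 4.40 (1595 ± 36.9 CPM).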

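The direct contrast of the target substrate with the highest other substrate was computed for the 8 susC-like genes of these PULs, 10 contrasts in all since galactomannan and glucomannan, and starch and pullulan, are separate targets. The gene was higher on the target in 9 of 10 contrasts at an adjusted p under 0.05. The exception was RG252_04920, for which rhamnogalacturonan (2484 ± 142 CPM) and pectic galactan (2139.7 ± 324 CPM) gave a log2FC of 0.22 (standard error 0.106, adjusted p = 0.0988). Limma-voom gave 10 of 10 contrasts (RG252_04920 at 0.22, adjusted p = 0.0458), and a fit of only both carbon sources gave 8, with adjusted p for RG252_04920 between 0.0458 and 0.135 over all alternatives. Without pectic galactan replicate 2 this contrast was 0.33 (adjusted p = 0.0196). All 8 susC-like genes were past the threshold against glucose on their targets, both over all genes tested and adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The susC-like gene of the arabinogalactan PUL, RG252_06785 (contig 5, 142286 to 145561), had 885 ± 66.2 CPM on arabinogalactan, a log2FC of 7.01 (standard error 0.149, adjusted p = 2.57e-28). It was past the threshold on the remaining 10 substrates as well, between 3.20 on starch and 5.90 on rhamnogalacturonan, and was higher on arabinogalactan than on rhamnogalacturonan by a log2FC of 1.10 (standard error 0.0962, adjusted p = 6.43e-12). From the induction of each PUL on its presumptive substrate, relative to glucose and to the other substrates, the paper concludes that 7 PULs are the most probable candidates for degradation of specific substrates in TF1-3.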

### Induction of predicted PULs in *X. ruminicola* KHP1

Illustrated in Fig. 3 is the induction of the predicted PULs in *X. ruminicola* KHP1. 

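In the coordinates of the KHP1 count files, SAMN04487826_1265, SAMN04487826_1266 and SAMN04487826_1267 lie on contig 12 from 29843 to 36643 on the forward strand, and code for a 4-alpha-glucanotransferase, a glucan 1,4-alpha-glucosidase and a pullulanase. SAMN04487826_1329 to SAMN04487826_1333, which include the susC- and susD-like genes, lie on the same contig from 151287 to 160324 on the reverse strand. The end of SAMN04487826_1267 and the start of SAMN04487826_1329 are separated by 114643 bases. SAMN04487826_1314, annotated as a second pullulanase, lies between them from 124163 to 126094.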

Starch PUL in *X. ruminicola* KHP1 is split by the 114,6 kb insertion (Additional file 3). Despite this, there is a moderate but exclusive induction of the whole PUL, quite similar to the one seen in *S. bryantii* TF1-3 upon growth on starch. 

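The susC-like gene SAMN04487826_1333 (contig 12, 157295 to 160324) had a log2FC of 3.94 on starch (standard error 0.137, adjusted p = 3.80e-21) and 4.72 on pullulan (standard error 0.142, adjusted p = 1.27e-22). Omission of the 10 genes of the largest share of counts moved the value on starch most, to 3.99. On glucose it had 324 ± 32.7 CPM, on starch 4971 ± 289 CPM and on pullulan 8527 ± 319 CPM. Of the other substrates, galactomannan came nearest, at 2.28 (1576 ± 47.2 CPM), and SAMN04487826_1333 was higher than there by a log2FC of 1.66 on starch (adjusted p = 1.43e-13) and 2.44 on pullulan (adjusted p = 2.49e-17). On arabinan it was lower than on glucose, with a log2FC of -3.64. Starch was sequenced by the provider that did not sequence glucose, and pullulan by the same provider as glucose. Against the mean of the other substrates of its own provider, the log2FC was 5.17 on starch (standard error 0.0846, adjusted p = 1.78e-30) and 4.98 on pullulan (standard error 0.0784, adjusted p = 4.27e-31). The 3 genes upstream of the insertion had log2FC on starch of 4.12, 3.92 and 3.23. Of the 9 genes of the starch PUL, 9 were past the threshold on starch and 9 on pullulan, and 1, SAMN04487826_1331 (3.37), on galactomannan. The median over the 9 genes was 4.31 on starch and 4.57 on pullulan.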

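SAMN04487826_1514, the susC-like gene of the predicted β-glucan PUL of KHP1 (contig 12, 398399 to 401578), had 4186 ± 263 CPM on β-glucan and 1.72 ± 0.658 CPM on glucose, a log2FC of 11.21 (standard error 0.285, adjusted p = 2.47e-24). On rhamnogalacturonan it was also past the threshold, at 3.65 with 22.0 ± 9.21 CPM (standard error 0.280, adjusted p = 5.57e-13), as were 3 of the 4 genes of this PUL. With the background of genes of low counts subtracted from the rhamnogalacturonan libraries, this value of SAMN04487826_1514 was -6.33. Its mean level there, 22.0 CPM over 3180 bases, lay below that background, which had a median of 9.19 CPM per kb. The size of the negative value is therefore set by the subtraction and is not a measured decrease. On the remaining 9 substrates the log2FC of SAMN04487826_1514 was between -1.22 on starch and 0.94 on homogalacturonan. In direct contrasts SAMN04487826_1514 was higher on β-glucan than on rhamnogalacturonan by a log2FC of 7.56 (standard error 0.236, adjusted p = 1.58e-22), and than the mean of the other substrates of the same provider by 11.07 (standard error 0.144, adjusted p = 3.98e-33).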

The prediction of β-glucan PUL was also confirmed, as the PUL exhibited strong and exclusive activity when the bacterium was cultured on this particular substrate (Additional file 2B). 

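SAMN04487826_1795, the susC-like gene of unk_1 in KHP1, lies on contig 12 from 740398 to 743604. Its log2FC was 10.20 on glucomannan (standard error 0.222, adjusted p = 7.42e-27) and 8.54 on galactomannan (standard error 0.208, adjusted p = 5.03e-26). Past the threshold it also was on xyloglucan (7.80), arabinogalactan (5.98) and β-glucan (4.55). Of the 5 genes of unk_1, 5 were past the threshold on glucomannan and 4 on galactomannan.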

We have found a pronounced activity of PUL, that was previously uncharacterized while growing *X. ruminicola* KHP1 on glucomannan and galactomannan substrates (Fig. 3, unk_1). 

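In KHP1, 132 genes were higher past the threshold on xyloglucan than on glucose. Of these, 128 were also higher past the threshold on glucomannan, 121 on galactomannan and 119 on both. In all, 199 genes were higher on glucomannan and 257 on galactomannan. The 3 comparisons share the glucose libraries, and in counts simulated without change for glucose and all 11 substrates, 0 genes passed on 2 or more substrates by edgeR. No test of the overlap was made.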

Growth on these substrates activated most of the genes that were also active on xyloglucan containing growth medium. But the induction of this specific unknown PUL was so pronounced on glucomannan and galactomannan that its importance for growth on these substrates could be vital. 

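SAMN04487826_1795 had 52136 ± 15267 CPM on glucomannan, 16506 ± 93.0 CPM on galactomannan and 9916 ± 1156 CPM on xyloglucan. In direct contrasts with xyloglucan, the highest of the other substrates, it was higher on glucomannan by a log2FC of 2.39 (standard error 0.156, adjusted p = 1.17e-13) and on galactomannan by 0.74 (standard error 0.149, adjusted p = 6.87e-05). All 3 were sequenced by the provider that sequenced glucose. Against the mean of the other substrates of that provider, it was higher by a log2FC of 5.69 on glucomannan and 3.69 on galactomannan (adjusted p = 5.75e-30 and 1.88e-25).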

Normally we would expect the presence of glycoside hydrolases from family 26 and 36 in galacto/glucomannan PUL, but it seems that this PUL is distinct to the one found in *Bacteroides* genus [20] and the one in *S. bryantii* TF1-3. Further examination revealed that the previously predicted rhamnogalacturonan PUL does indeed exhibit its highest activity when the bacterium is grown on rhamnogalacturonan, with somewhat lower levels of induction observed on other pectin substrates. 

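The susC-like gene of this PUL, SAMN04487826_0840 (contig 11, 955982 to 959002), had 11.8 ± 1.09 CPM on glucose and 2569 ± 386 CPM on rhamnogalacturonan, a log2FC of 7.76 (standard error 0.198, adjusted p = 9.52e-25). Among the other pectin substrates its log2FC was 7.18 on homogalacturonan, 5.72 on pectic galactan, 4.59 on arabinogalactan and 2.35 on arabinan. Glucomannan (5.03), xyloglucan (4.37) and galactomannan (4.32) also took it past the threshold. Compared directly within 1 provider, it was higher on rhamnogalacturonan than on homogalacturonan by a log2FC of 0.58 (standard error 0.144, adjusted p = 0.0016). Of the 8 genes of the PUL, 3 were past the threshold on rhamnogalacturonan, where the median log2FC of the 6 genes other than the susC- and susD-like genes was 2.02.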

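SAMN04487826_960, the susC-like gene of unk_2 in KHP1, lies on contig 11 from 1112308 to 1115436. On rhamnogalacturonan it had 83.5 ± 14.2 CPM, a log2FC of 8.86 (standard error 0.414, adjusted p = 4.22e-18). The reference is low, with 0.152 ± 0.139 CPM on glucose and 0 counts in 1 glucose library, so the size of its log2FC is uncertain. On 7 other substrates it was past the threshold, among them glucomannan (8.15), galactomannan (7.76), xyloglucan (7.16), arabinogalactan (6.71), arabinan (5.63) and pectic galactan (4.95). The seventh was pullulan (3.44, and 2.98 without glucose replicate 1). On β-glucan its log2FC was 2.58 but 3.17 without glucose replicate 3, and on homogalacturonan 2.72 but 3.29 without glucose replicate 3 and 3.07 without homogalacturonan replicate 2. In a direct contrast SAMN04487826_960 was higher on rhamnogalacturonan than on glucomannan (51.5 ± 17.8 CPM) by a log2FC of 0.71 (standard error 0.233, adjusted p = 0.0067). With the background of genes of low counts subtracted this contrast was 0.43 (adjusted p = 0.0973). These 2 substrates came from different providers, and against the mean of the other substrates of the provider of rhamnogalacturonan the log2FC was 4.71 (standard error 0.199, adjusted p = 6.55e-19).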

Even higher activation of genes while growing *X. ruminicola* KHP1 on rhamnogalacturonan appeared in previously unknown PUL (Fig. 3, unk_2), which again displayed lower levels of induction on other substrates. Both, arabinan and pectic galactan strongly induced the predicted arabinan PUL, mirroring the behavior observed in *S. bryantii* TF1-3. 

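SAMN04487826_1344, the susC-like gene of the KHP1 arabinan PUL (contig 12, 176568 to 179783), had 3.60 ± 1.77 CPM on glucose, 4299 ± 331 CPM on arabinan and 4569.5 ± 1096 CPM on pectic galactan. Its log2FC was 10.19 on arabinan (standard error 0.296, adjusted p = 1.33e-23) and 10.28 on pectic galactan (standard error 0.297, adjusted p = 1.55e-23). The direct contrast of arabinan with pectic galactan gave -0.09 (standard error 0.189, adjusted p = 0.712), with both substrates sequenced by different providers. Against the mean of the other substrates of its own provider, SAMN04487826_1344 was higher on arabinan by a log2FC of 5.53 (standard error 0.125, adjusted p = 1.12e-26). All 6 genes of the PUL were past the threshold on both substrates by edgeR, with medians of 10.83 on arabinan and 10.23 on pectic galactan.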

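Besides arabinan and pectic galactan, SAMN04487826_1344 was past the threshold on galactomannan (7.37), xyloglucan (7.11), homogalacturonan (6.54, 342 ± 40.8 CPM), glucomannan (5.88), arabinogalactan (5.08) and rhamnogalacturonan (4.24). The adjusted p of these values was 3.17e-15 or lower. On pullulan, β-glucan and starch its log2FC was 1.79, 1.16 and 0.80. All 6 genes of the arabinan PUL were past the threshold on homogalacturonan by edgeR, with log2FC between 6.28 and 7.35.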

Arabinan PUL was also activated at lower levels while growing on homogalacturonan and several other substrates. This was not observed in TF1-3 reflecting possible variations in activation behavior of these otherwise homologous PULs (Additional file 3). 

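In TF1-3 the susC-like gene RG252_02555 was past the threshold on the following 6 substrates besides xyloglucan, arabinan and pectic galactan. Its log2FC was 4.27 on homogalacturonan (121 ± 6.65 CPM, standard error 0.237, adjusted p = 6.76e-17), 3.94 on rhamnogalacturonan, 3.37 on pullulan, 3.32 on starch, 3.31 on galactomannan and 3.26 on glucomannan. It was 2.62 on arabinogalactan and 2.16 on β-glucan. Of the 6 genes of the TF1-3 arabinan PUL, 4 were past the threshold on homogalacturonan. The strains were sequenced and fitted apart, and the difference between them was not tested.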

The predicted arabinogalactan PUL was surprisingly active on all substrates, except on starch/pullulan and β-glucan, yet showed the highest response on arabinogalactan substrate. 

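The susC-like gene of this PUL, SAMN04487826_1593 (contig 12, 501059 to 504340), had 1.99 ± 1.27 CPM on glucose and 1664 ± 229 CPM on arabinogalactan, a log2FC of 9.67 (standard error 0.230, adjusted p = 6.76e-26). On xyloglucan, arabinan, glucomannan and galactomannan its log2FC was 8.34, 8.26, 8.14 and 7.97, and on pectic galactan, homogalacturonan and rhamnogalacturonan 6.06, 5.21 and 4.93. It was also past the threshold on pullulan (3.50, standard error 0.219, adjusted p = 1.42e-14), as were 4 of the 7 genes of the PUL. On starch and β-glucan its log2FC was 2.15 and 1.73. Compared with xyloglucan directly (663 ± 57.9 CPM), sequenced by the other provider, it was higher on arabinogalactan by a log2FC of 1.33 (standard error 0.148, adjusted p = 2.99e-09). Against the mean of the other substrates of its own provider, the log2FC on arabinogalactan was 5.08 (standard error 0.105, adjusted p = 8.75e-28).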

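SAMN04487826_965, the susC-like gene of the first predicted homogalacturonan PUL of KHP1, lies on contig 11 from 1123080 to 1126307. It had 479.9 ± 35.2 CPM on glucose and 5231 ± 182 CPM on homogalacturonan, a log2FC of 3.45 (standard error 0.175, adjusted p = 3.41e-17). On rhamnogalacturonan it had 7984 ± 1728 CPM, a log2FC of 4.06 (standard error 0.180, adjusted p = 1.24e-18). SAMN04487826_1420, the susC-like gene of the second predicted homogalacturonan PUL, lies on contig 12 from 276535 to 279534 and had a log2FC of 1.26 on homogalacturonan (standard error 0.141, adjusted p = 3.07e-09). It was past the threshold on xyloglucan (3.54), glucomannan (3.52) and arabinogalactan (3.14).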

Similar to what we observed in TF1-3, predicted homogalacturonan PUL was slightly induced on homogalacturonan substrate, while the other was induced at low levels by different substrates (Additional file 2B; SAMN04487826_00962-69 and SAMN04487826_01419-20 respectively). 

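On homogalacturonan the median log2FC was 2.65 over the 7 genes of the PUL of SAMN04487826_965 and 1.71 over the 2 genes of the PUL of SAMN04487826_1420. It was 6.71 over the 6 genes of the arabinan PUL and 4.96 over the 7 genes of the arabinogalactan PUL. The susC- and susD-like genes of the rhamnogalacturonan PUL of KHP1 had a mean log2FC of 7.38 on homogalacturonan. The genes behind these medians were paired through the log2FC of Additional file 2, so the medians hold only genes listed there, whereas the genes of the rhamnogalacturonan PUL were paired through TPM.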

Since the induction of other PULs when bacteria were growing on homogalacturonan was higher, the importance of this latter PUL is questionable.

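For the 7 susC-like genes of the KHP1 PULs with a presumptive target, 9 contrasts of the target with the highest other substrate were computed, since starch and pullulan, and glucomannan and galactomannan, are separate targets. The gene was higher on the target in 8 of 9 contrasts at an adjusted p under 0.05, with SAMN04487826_1344 on arabinan as the exception. The alternatives set beforehand all gave 8, and subtraction of the background of genes of low counts gave 7, with SAMN04487826_960 as the further exception. Where the target was compared with the mean of the other substrates of the same provider, the gene was higher on the target in 9 of 9 contrasts. A mean is a lower bar than the highest other substrate. For SAMN04487826_1344 it also leaves out pectic galactan, sequenced by the other provider, so the exception on arabinan is not resolved. Each of the 7 genes was past the threshold against glucose on its target, also adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Provider and substrate are confounded for 5 of the 11 comparisons with glucose. Starch and pullulan differed past the threshold in 64 genes of KHP1, which had different providers, and in fewer genes of TF1-3, which had a single provider. Growth rates also differed in KHP1, with 0.68 on starch and 0.5 on pullulan, whereas TF1-3 had 0.72 on both. The larger number in KHP1 can therefore not be assigned to the provider. From the higher induction of predicted PULs on their presumptive targets than on glucose, the paper concludes that a significant number of the predictions had been upregulated where their targets were available.

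**Figure D1:**
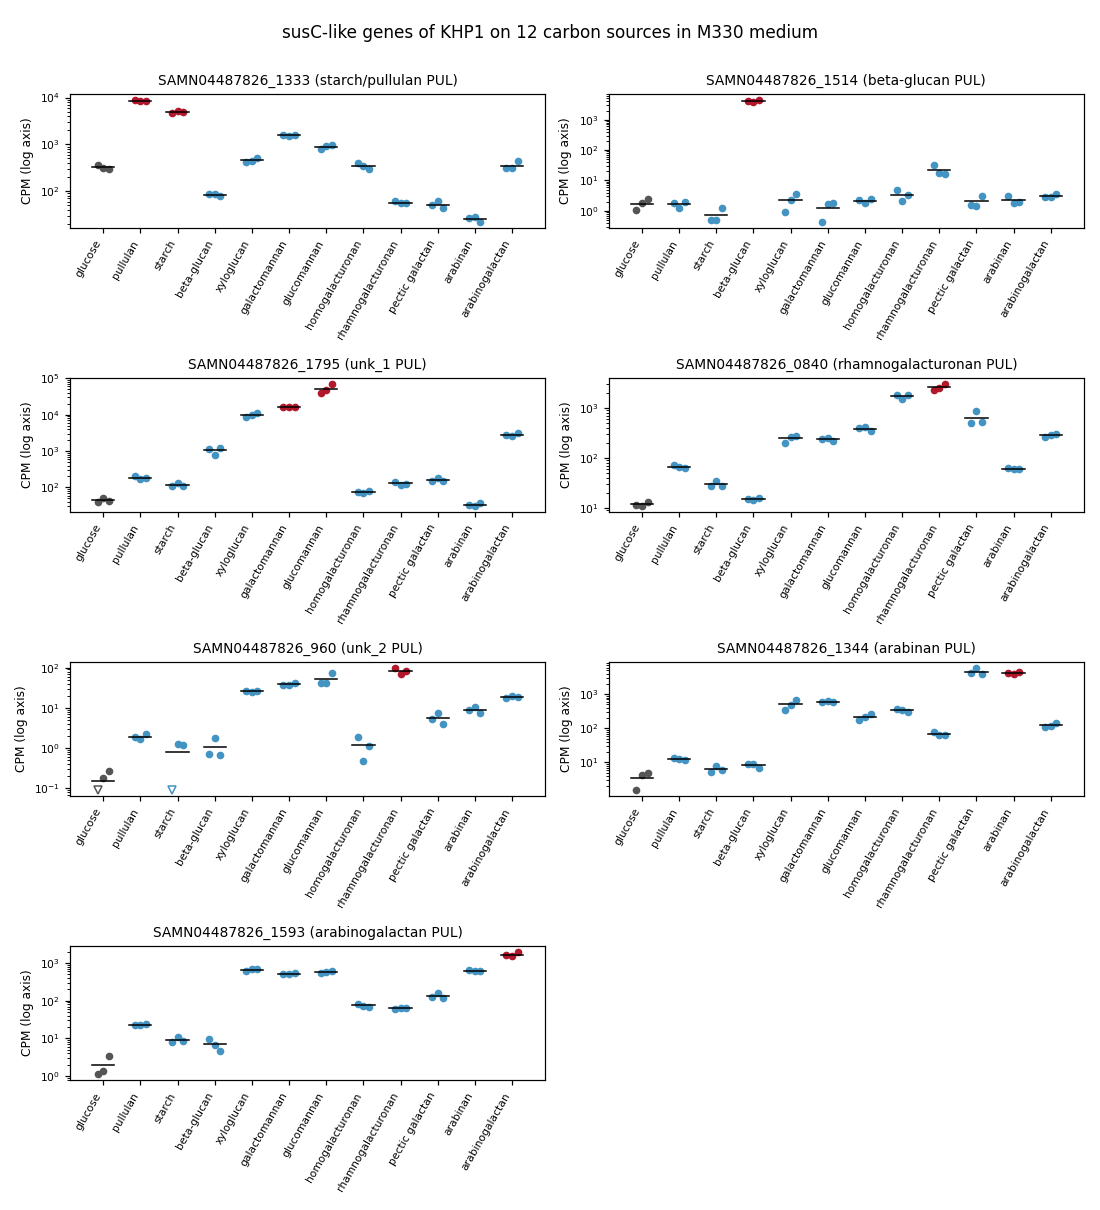
Levels in CPM, on a log axis, of the susC-like genes of the KHP1 PULs in each library, by carbon source. Points are the 3 libraries of a carbon source, bars their means, target substrates are red, glucose grey and other substrates blue, and open triangles at the bottom mark libraries with 0 counts.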

A significant number of the previously predicted PULs [12] have thus been upregulated when their presumptive targets were available. However, for some substrates, there were two or more PULs putatively involved in their degradation by the earlier study [12]. In the case of arabinan PUL, two were predicted in both strains, but just one was strongly induced in our experimental conditions (Additional file 4). 

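The susC-like gene of the second predicted arabinan PUL of TF1-3, RG252_06475 (contig 5, 36774 to 39806), had 98.4 ± 8.92 CPM on arabinan and 32.3 ± 2.04 CPM on glucose, a log2FC of 1.60 (standard error 0.147, adjusted p = 2.70e-11). Arabinogalactan alone took it past the threshold (4.61, 789 ± 38.8 CPM), and its log2FC on arabinan was lower than there by 3.00 (standard error 0.126, adjusted p = 4.23e-20). The susC-like gene of the second predicted arabinan PUL of KHP1, SAMN04487826_954 (contig 11, 1095031 to 1098009), had a log2FC of -1.17 on arabinan (standard error 0.197, adjusted p = 6.25e-06), with 17.9 ± 5.78 CPM against 39.6 ± 8.17 CPM on glucose. On the 11 substrates SAMN04487826_954 was past the threshold on none by edgeR, with its highest value, 2.50, on galactomannan. At an adjusted p under 0.05 without a limit on size it was higher on galactomannan, glucomannan, xyloglucan, pullulan and arabinogalactan. With the background of genes of low counts subtracted, its value on rhamnogalacturonan moved from -1.04 to -6.30. The mean level of SAMN04487826_954 there lay below that background, so the size of the second value is set by the subtraction.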

A similar situation arose with predicted rhamnogalacturonan PULs. Some of them remained inert in their activity or exhibited low induction across various substrates. In addition to highly responsive β-glucan PUL in KHP1, two others were predicted but did not exhibit such activation when exposed to β-glucan substrate.

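In TF1-3 the second predicted rhamnogalacturonan PUL has the susC-like gene RG252_00100 (contig 1, 23035 to 26355) and the third RG252_04890 (contig 3, 193974 to 197018). RG252_00100 had 425 ± 29.2 CPM on glucose and was past the threshold on 10 of the 11 substrates, with its highest log2FC on homogalacturonan (4.39) and 3.62 on rhamnogalacturonan (standard error 0.0905, adjusted p = 4.25e-26). On arabinan it was 2.93. On starch it was 3.00, and fell under 3 without glucose replicate 2 (2.96), glucose replicate 3 (2.99) or starch replicate 1 (2.95), and in a fit of only both carbon sources (2.96). RG252_00100 was lower on rhamnogalacturonan than on homogalacturonan by a log2FC of -0.77 (standard error 0.0811, adjusted p = 2.59e-09). The median log2FC of the 5 genes of its PUL other than the susC- and susD-like genes was 1.17 on rhamnogalacturonan. RG252_04890 had a log2FC of 1.51 on rhamnogalacturonan (standard error 0.180, adjusted p = 5.78e-09) and 1.50 on homogalacturonan, and lay between -0.92 and 1.02 on the remaining substrates. Its contrast of rhamnogalacturonan with homogalacturonan was 0.01 (adjusted p = 0.980), and -0.47 (adjusted p = 0.0197) with the background of genes of low counts subtracted.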

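The susC-like gene SAMN04487826_1316 of the second predicted β-glucan PUL (contig 12, 130479 to 133526) had 0.338 ± 0.141 CPM on β-glucan and 0.222 ± 0.139 CPM on glucose, and a difference was not detectable at this depth (log2FC 0.53, standard error 0.954, adjusted p = 0.618). On rhamnogalacturonan it had 9.75 ± 4.91 CPM over 3048 bases and a log2FC of 5.33 (standard error 0.529, adjusted p = 7.05e-10). The median of the 200 lowest genes there was 9.19 CPM per kb, and with that background subtracted the gene fell under the filter on low counts and had no value, so an induction was not established. Without glucose replicate 2 its values on glucomannan and arabinogalactan, both 2.67, rose to 3.18 and 3.21. SAMN04487826_2439 of the third predicted β-glucan PUL (contig 14, 243025 to 246216) was lower on β-glucan (4.86 ± 1.01 CPM) than on glucose (153 ± 32.1 CPM), with a log2FC of -4.99 (standard error 0.226, adjusted p = 4.68e-18). It was also lower past the threshold on arabinan (-4.45), homogalacturonan (-4.18), starch (-3.97) and pectic galactan (-3.29), so the decrease was not particular to β-glucan. On rhamnogalacturonan its log2FC was -3.12, and -2.93 without glucose replicate 3 or -2.94 without rhamnogalacturonan replicate 2. The 7 listed genes of this PUL had log2FC on β-glucan between -5.59 and -4.68, and those of the second PUL between -0.83 and 1.31.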

### Polysaccharide utilization in the absence of clear PULs.

There were two cases where both, bioinformatic analysis and transcriptomics failed to identify PULs involved in polysaccharide degradation and growth using its products. As mentioned above, *S. bryantii* TF1-3 achieved high growth rates and final population densities on β-glucan but no obvious PULs for its degradation could be predicted [12]. Thus, we expected to uncover a highly activated PUL for β-glucan utilization, which would differ drastically from the ones found in *Bacteroides.* Surprisingly, there was no such a PUL but some of other predicted PULs in *S. bryantii* TF1-3 were slightly activated, a background commonly seen in other substrates that strongly activated their respective PULs. 

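On β-glucan in M330 medium, 137 genes of TF1-3 were past the threshold, 84 of them higher and 53 lower than on glucose. Among the named susC-like genes, the largest log2FC on β-glucan was that of RG252_11675 (contig 12, 79311 to 82574), at 5.66 with 444 ± 66.2 CPM against 8.78 ± 1.99 CPM on glucose (standard error 0.154, adjusted p = 5.36e-25). It stood at 5.62 on arabinogalactan, and its contrast of β-glucan with arabinogalactan was 0.04 (standard error 0.103, adjusted p = 0.757). RG252_11675 was past the threshold on pullulan at 3.05 but at 2.90 without glucose replicate 1, and on arabinan it was at 2.90 but at 3.07 without glucose replicate 3. Next came RG252_02450 with a log2FC of 5.30 on β-glucan, RG252_12240 5.17, RG252_06785 4.29, RG252_05430 4.16, RG252_00100 3.67 and RG252_10305 3.37. Each of these 6 genes was higher on at least 1 other substrate than on β-glucan. The largest log2FC of any gene that met the rule for named genes was 6.79, for RG252_06870, a hypothetical protein of contig 5 (standard error 0.225). RG252_08885, annotated as cellobiose phosphorylase, had 1204 ± 85.2 CPM on β-glucan against 151 ± 14.1 CPM, a log2FC of 3.00 that was just under the limit and above it without β-glucan replicate 2 (3.01), β-glucan replicate 3 (3.04) or glucose replicate 1 (3.08).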

Initially we reasoned that this was an artifact arising from yeast extract, used at 0.05 % in the growth medium as yeast cell wall contains some β-glucan. Thus, we conducted experiments utilizing minimal medium, which supports the growth of *S. bryantii* TF1-3, supplemented with glucose (reference medium) or β-glucan. 

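The 6 libraries of this experiment are from TF1-3 in minimal medium, 3 cultures on glucose and 3 on β-glucan. Their counts on genes, deposited by the authors without normalization, summed to between 3648754 and 3801350 per library. They were fitted apart from the M330 libraries with the same model and filter, which held 2544 genes. To ask whether the effect of β-glucan differed between media, the 12 libraries with glucose or β-glucan in both media were fitted together (2571 genes) and the effect in minimal medium minus that in M330 medium was tested. Both effects have their own glucose libraries. Additional file 6E lists no sequencing provider for these 6 libraries. The table of TPM values in minimal medium was held for 1998 genes, with 584 beyond the part held, and of the 41 genes of Additional file 5A 36 could be paired to an entry of the count files.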

Interestingly, the transcriptomic data remained consistent with the results obtained in the M330 medium indicating no clearly upregulated PUL (Additional file 5). Additionally, the β-glucan PUL was strongly induced in *X. ruminicola* KHP1 implying that yeast extract presence in the medium may not interfere drastically, at least for some PULs.

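In minimal medium 42 genes were past the threshold on β-glucan, 38 of them higher and 4 lower than on glucose. The paper's reported number, in Additional file 5A, is 41. The alternatives gave 42 to 44, with 44 in a fit of all 42 libraries of both media, and leaving out 1 library gave 41 to 45. In both media 25 genes were higher past the threshold, and 4 genes were among the 10 largest increases in each. The largest increase was that of RG252_11675, with 298 ± 44.8 CPM on β-glucan and 6.28 ± 1.85 CPM on glucose, a log2FC of 5.56 (standard error 0.196, adjusted p = 5.83e-08). It was followed by RG252_02445 (4.97), RG252_00265 (4.93), RG252_05420 of the second homogalacturonan PUL (4.86) and RG252_11670 (4.86). After these came RG252_02435 (4.77), RG252_02440 (4.68), RG252_02450 (4.63), RG252_08885 (4.53) and RG252_00090 (4.50). Of these, RG252_02435, RG252_02440, RG252_02445 and RG252_02450 belong to the galacto/glucomannan PUL. Among susC-like genes of PULs with a target, the log2FC in minimal medium was largest for RG252_00265 of the xyloglucan PUL, at 4.93. The value of RG252_00265 in M330 medium was 2.98. In minimal medium the others had 4.63 (RG252_02450), 3.21 (RG252_06785), 2.73 (RG252_02555), 2.04 (RG252_06420), 1.42 (RG252_04930), 1.27 (RG252_04920) and 0.22 (RG252_02595, adjusted p = 0.157). The effect of β-glucan differed between the media past the threshold in 52 genes, with 42 higher and 10 lower in minimal medium, and in 1452 genes at an adjusted p under 0.05 whatever the size. The alternatives gave 51 to 53 genes past the threshold and leaving out 1 library 45 to 54. A higher difference is not always a stronger induction, since it also arises where a gene fell in M330 medium. There 53 genes were lower past the threshold on β-glucan, against 4 in minimal medium. From the similar results in both media, the paper concludes that no PUL was clearly upregulated on β-glucan in TF1-3 without yeast extract either.

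**Figure D2:**
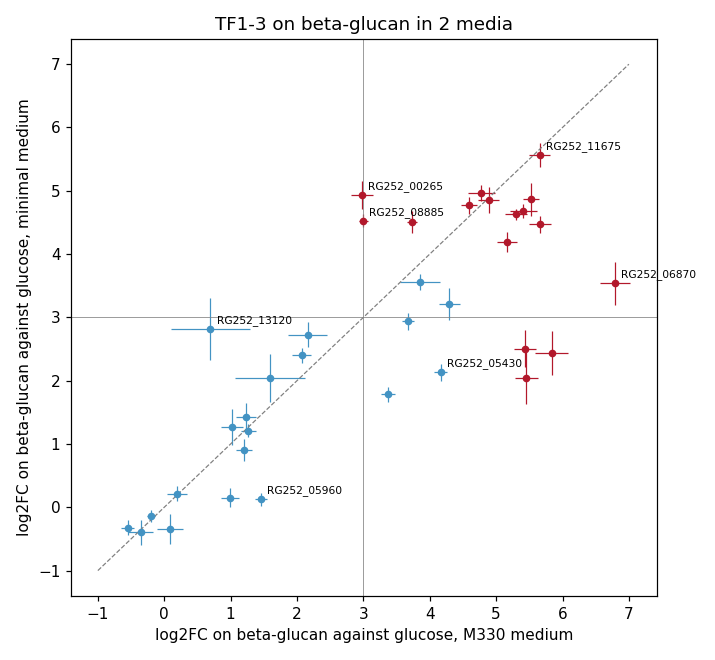
Log2FC on β-glucan against glucose of the named TF1-3 genes, with M330 medium on the horizontal and minimal medium on the vertical axis. Bars are standard errors, red points are genes among the 10 largest increases in either medium, the dashed line marks equal values and the thin lines a log2FC of 3; RG252_11675 lies near the dashed line and RG252_06870 far under it.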

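In M330 medium KHP1 had 71 genes past the threshold on β-glucan, 36 higher and 35 lower than on glucose. The 4 genes SAMN04487826_1512 to SAMN04487826_1515 had log2FC between 10.31 and 11.21 there. Both carbon sources were sequenced by the same provider. KHP1 was not sequenced in minimal medium.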

*X. ruminicola* KHP1 demonstrated a slow growth trajectory that resulted in remarkably high densities when grown on xyloglucan. 

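On xyloglucan 24 of 57 paired susC- and susD-like genes of KHP1 were higher past the threshold. Many KHP1 genes were paired only through lists of changed genes, so this share is not that of all such genes. The median log2FC there was 7.80 over the 5 listed genes of unk_1, 7.73 over the 7 of the arabinogalactan PUL, 7.04 over the 6 of the arabinan PUL, 6.03 over the 3 of unk_2 and 1.41 over the 8 of the rhamnogalacturonan PUL. In the last, 2 genes were past the threshold, and the mean of its susC- and susD-like genes was 4.56. Arabinogalactan, galactomannan and glucomannan took 31, 29 and 29 of the same 57 genes past the threshold, and β-glucan 4. Xyloglucan was sequenced by the provider of glucose.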

Interestingly, the transcriptomic analysis revealed strong upregulation of numerous enzymes and *susCD*-like genes across an array of distinct PULs (arabinogalactan, unk_1, unk_2, arabinan and rhamnogalactan PUL) (Fig. 3, Additional file 2B). The notion that enzyme specificity and regulation of certain PULs may not be strictly oriented toward one substrate was already put forward [21]. In this case several PULs might bring about less rapid but thorough degradation of xyloglucan. Additionally, we explored the possibility of the T9SS system’s involvement in degradation of all studied substrates in both bacteria [7]. Recent research has shown the presence of such secretion systems in several *Bacteroides* species [7, 8] and their contribution to polysaccharide degradation. These systems are responsible for the secretion of various large proteins containing TIGR04183 domain. They are not part of PULs and have been found throughout the genome. Many of them encode different glycoside hydrolase and polysaccharide lyase domains and may represent an alternative mechanism for degradation of diverse polysaccharides, distinct from well-known PULs [7, 8]. A search for proteins encompassing the TIGR04183 domain was made (Additional file 6A). Among the genes that code for such proteins we found one (Additional file 1A, RG252_05960) that was upregulated on all polysaccharides and had the highest activity on β-glucan in *S. bryantii* TF1-3. 

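Additional file 6A lists 9 genes of TF1-3 with a TIGR04183 domain, of which 8 could be paired to an entry of the count files, and RG252_13000 is not analysed here. RG252_05960 (contig 4, 157468 to 157785) had 102 ± 10.0 CPM on glucose and was higher on all 11 substrates, with adjusted p of 6.17e-06 or lower by edgeR, but past the threshold on none. Its log2FC was between 0.53 on arabinan and 1.45 on β-glucan (281 ± 36.9 CPM, standard error 0.0918, adjusted p = 1.92e-15). A fit of only both carbon sources moved the value on β-glucan most, to 1.42. In a direct contrast RG252_05960 was higher on β-glucan than on rhamnogalacturonan (234 ± 7.37 CPM) by a log2FC of 0.26 (standard error 0.0866, adjusted p = 0.0109). That difference was not past the adjusted p of 0.05 in a fit of only both carbon sources (0.21, adjusted p = 0.0578), without β-glucan replicate 3 (0.15, adjusted p = 0.150), or with the background of genes of low counts subtracted (0.16, adjusted p = 0.111), and its adjusted p in the other alternatives was between 0.0095 and 0.0198. In minimal medium RG252_05960 had a log2FC of 0.13 on β-glucan (standard error 0.0983, adjusted p = 0.320). RG252_02430, RG252_04905 and RG252_05325 were also higher on all 11 substrates, with log2FC of 2.41 to 7.79, 1.13 to 3.63 and 0.53 to 1.70. Of these, RG252_02430 is listed in the galacto/glucomannan PUL and RG252_04905 in the rhamnogalacturonan PUL. Their induction cannot be told apart from that of these PULs. Past the threshold on at least 1 substrate were 3 of the 8 genes over all genes tested and 3 adjusted over the list alone. These were RG252_02430 on 10 substrates (3.15 on starch, but 2.96 without glucose replicate 1), RG252_04905 on rhamnogalacturonan and RG252_08190 on starch (4.17). RG252_04905 was at 2.98 on pectic galactan, but at 3.02 without glucose replicate 1, 3.01 without pectic galactan replicate 1 and 3.08 without pectic galactan replicate 3, and at 3.01 with the background subtracted. On homogalacturonan RG252_08190 was lower past the threshold (-3.06), but not without glucose replicate 3 (-2.95), homogalacturonan replicate 3 (-2.63) or homogalacturonan replicate 2 (lower by 3.00 after rounding). With the background subtracted it was lower past the threshold on rhamnogalacturonan (-3.92) and pectic galactan (-7.85) too. Its mean level on both lay below that background, so the sizes of these values are set by the subtraction.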

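For KHP1, Additional file 6A lists 3 genes with a TIGR04183 domain, and 1 of them, SAMN04487826_0830 (contig 11, 940739 to 941143), could be paired to an entry of the count files. SAMN04487826_1146 and SAMN04487826_1323 are not analysed here. SAMN04487826_0830 had 106 ± 5.18 CPM on glucose, and its log2FC was between -2.37 on arabinogalactan and -0.17 on β-glucan (adjusted p = 0.314). It was higher on 0 of the 11 substrates by edgeR, also at an unadjusted p under 0.05, and past the threshold on 0 by edgeR, DESeq2 and limma-voom. Adjusted over the list alone the number was 0 as well.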

In *X. ruminicola* KHP1 no genes coding proteins with TIGR04183 domain were activated by the polysaccharide substrates used. Consequently, it appears unlikely that the T9SS system is used for substrate degradation in *X. ruminicola* KHP1, but may be involved in degradation of β-glucan in *S. bryantii* TF1-3.

### Substrate preference

The varied growth characteristics of the two strains using different substrates (Fig. 1) gave us plenty of opportunities to explore their polysaccharide preferences. At first, we thought that preferred substrates would be the ones that enabled growth similar to growth that we predicted based on their monosaccharide content (Additional file 7, please see also methods section). We reasoned that if actual growth parameters were dissimilar this should indicate either lack of PULs or the difficulty of substrate degradation and import by the PUL products. The experiments that we conducted involved cultivation of each bacterium in a mixture of two substrates, present in equal concentrations. This firstly enabled a direct comparison of growth on mixed versus individual substrates. Subsequently, we collected RNA samples at several time points during the exponential growth phase and quantified gene expression of PUL marker genes, usually *susC*-like genes which were identified above. This approach aimed to determine whether maxOD and growth rate would influence the bacteria’s substrate preference as judged by gene activation.

Surprisingly, the transcriptional activation of PULs in *S. bryantii* TF1-3 was consistently observed for both substrates in many cases, maintaining their activation throughout the observation period (Fig. 4). This was the case in most of the mixtures where starch was one of the two substrates. We also observed downregulation of the starch PUL at the final time point, possibly indicating rapid substrate degradation (Fig. 5A, Additional file 8A, B, I). Similarly, the simultaneous activation of both PULs was observed when the glucomannan or galactomannan were mixed with arabinoxylan indicating the importance of these hemicelluloses for bacterium (Fig. 5B, Additional file 8D). In the mixtures of arabinan with other substrates, *S. bryantii* TF1-3 arabinan PUL revealed a distinct pattern. We observed slower induction that reached its maximum only after several hours. At that time the activation of other PUL was sometimes already diminishing or was turned off completely, as in the case of starch PUL (Additional file 8E-G). The exception was the arabinan/xyloglucan mixture, where the induction was already high at the first time point (Additional file 8L). This could be due to arabinan PUL cross induction by xyloglucan, as can be seen in Fig. 2, resulting in a fold-change 4 times higher than on other substrates. 

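On xyloglucan RG252_02555 had 239 ± 70.3 CPM, a log2FC of 5.25 (standard error 0.227, adjusted p = 1.13e-19). Against the mean of the 8 substrates other than xyloglucan, arabinan and pectic galactan, it was higher on xyloglucan by a log2FC of 1.97, a fold change of 3.93 (standard error 0.102 on the log2 scale, adjusted p = 8.35e-17). With 1 library left out at a time this log2FC was between 1.72 and 2.15. These values are from cultures on single substrates, and cultures on mixtures were not sequenced.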

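In the RNA-seq libraries of M330 medium, RG252_02555 of the arabinan PUL had 6.23 ± 0.653 CPM on glucose. The lowest of the 11 polysaccharides, β-glucan, gave 27.9 ± 4.21 CPM (adjusted p = 5.34e-08 against glucose). In minimal medium with glucose it had 7.98 ± 0.858 CPM.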

Low level induction of arabinan PUL at first time-points may be explained by strong repression of arabinan PUL by glucose (Additional file 1A). This is a prerequisite to low levels of effector enzymes and SusCD-like binding proteins in PUL surveillance state and consequently possible slow signal amplification when grown on arabinan substrate. When TF1-3 was grown in mixtures containing beechwood xylan, the PUL for xylan utilization remained inactive or poorly expressed throughout the entire sampling period suggesting its low priority in *S. bryantii* TF1-3 (Fig. 5C, Additional file 8H, J). But when beechwood xylan was mixed with arabinan substrate, both PULs were active (Additional file 8K). This happened reproducibly several hours later than for other substrates tested, which is in line with previous results for arabinan. Interestingly xylan PUL did not remain inactive when *S. bryantii* TF1-3 was growing on mixtures with arabinoxylan, showing the ability to discriminate between these two substrates and indicating the preference for the arabinoxylan. In summary *S. bryantii* TF1-3 has several preferred substrates (starch, galacto/glucomannan, arabinoxylan and xyloglucan) that may be degraded simultaneously and whose PULs dominate in their activation relative the arabinan and beechwood xylan (please see methods section).

**Fig. 4:**
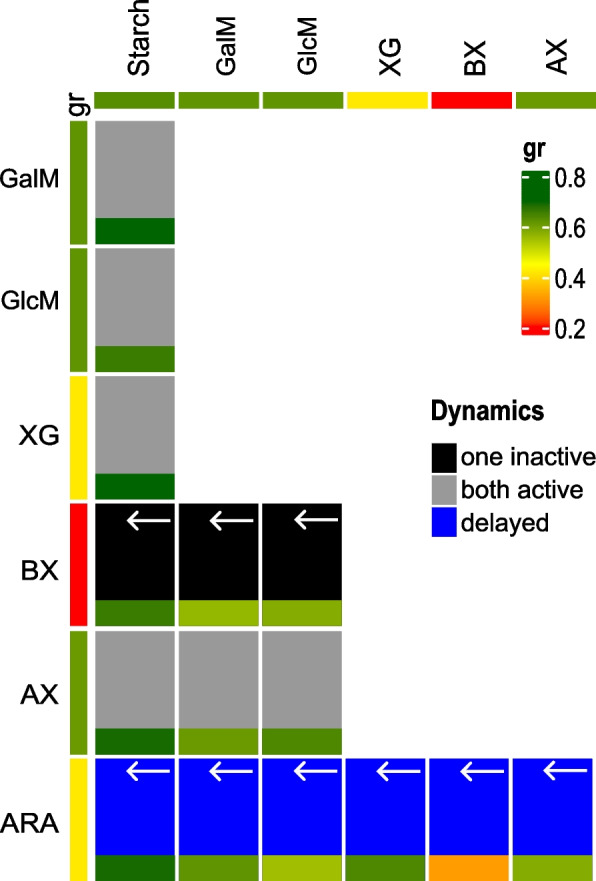
*S. bryantii* TF1-3 substrate preference. Composite heatmap with two values in each field showing PUL activation (dynamic) and growth rate in polysaccharide mixtures. At the side and at the top of the heatmap, the substrates and their respective PULs are indicated. Each heatmap field is separated in two rectangles. Smaller rectangles represent growth rates of bacteria in a mixture of two polysaccharides. Bigger rectangles represent dynamic of PUL induction in these mixtures. Arrows in dynamic rectangle point in the direction of PUL whose expression was delayed or PUL was inactive. Growth rate values are calibrated to the vertical bar (gr) in the legend, dynamic can be seen below it. Substrates used: starch, galactomannan (GalM), glucomannan (GlcM), xyloglucan (XG), beechwood xylan (BX), arabinoxylan (AX), arabinan (ARA)

**Fig. 5:**
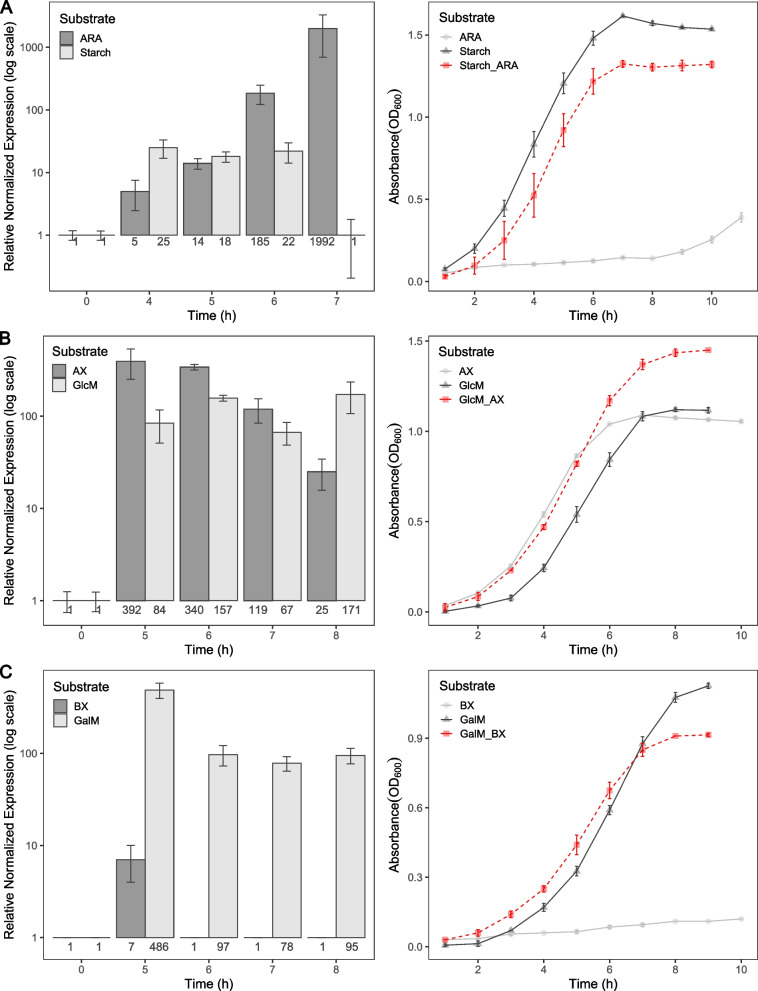
*S. bryantii* TF1-3 dynamics of PULs activation in mixtures of two polysaccharides. The left three graphs show relative normalized expression of *susC*-like genes of designated PULs over time to the quantity of transcripts on glucose (time 0) in the mixture of two polysaccharides present in equal concentrations. Values are written at the bottom of each bar. The expression of *susC*-like genes was measured with qRT-PCR. Right graphs show the growth curves in the mixture of two polysaccharides (0.3% total) and in each of the two (0.15%). Data are averages and standard errors of two biological replicates for growth curves and two technical repetitions with triplicates for RT-qPCR data. In (**A**) the example of “delayed” dynamic is presented. In (**B**) dynamic of “both active” and in (**C**) of “one inactive”. Substrates used: starch, galactomannan (GalM), glucomannan (GlcM), beechwood xylan (BX), arabinoxylan (AX), arabinan (ARA)

Similarly to *S. bryantii* TF1-3, *X. ruminicola* KHP1 growth on mixtures with starch often resulted in activation of both PULs (Fig. 6), but downregulation of starch PUL at final time-points was not observed (Additional file 9B-D, L, M). Both PULs were also active in mixtures of β-glucan with xylans and pectic galactan (Additional file 9H, I, K) and in the mixture of pectic galactan with arabinoxylan (Additional file 9G). Slow activation of arabinan PUL as seen in *S. bryantii* TF1-3 was observed only in the mixture of arabinan and β-glucan for *X. ruminicola* KHP1 (Additional file 9N). In mixtures of arabinan with xylans, both PULs were active (Fig. 6). Besides xylan PUL, which was not active in some mixtures with beechwood xylan like in *S. bryantii* TF1-3 (Additional file 9A, L), also the PUL for arabinogalactan did not activate or displayed delayed activation in *X. ruminicola* KHP1 despite the presence of this substrate in the mixtures (Additional file 9J, M). Thus, the preference list of *X. ruminicola* KHP1 that applies to our experimental conditions (mixture of two polysaccharides) seems to be β-glucan, starch, arabinoxylan, pectic galactan>arabinan>beechwood xylan>arabinogalactan. For both bacteria the preferred substrates were perhaps unsurprisingly the ones on which bacteria displayed good growth and were also in accordance with expected growth that was predicted from monosaccharide usage with the proposition that the depolymerization was not the limiting factor. The less preferred substrates (beechwood xylan, arabinogalactan) displayed poorer growth as we predicted.

**Fig. 6:**
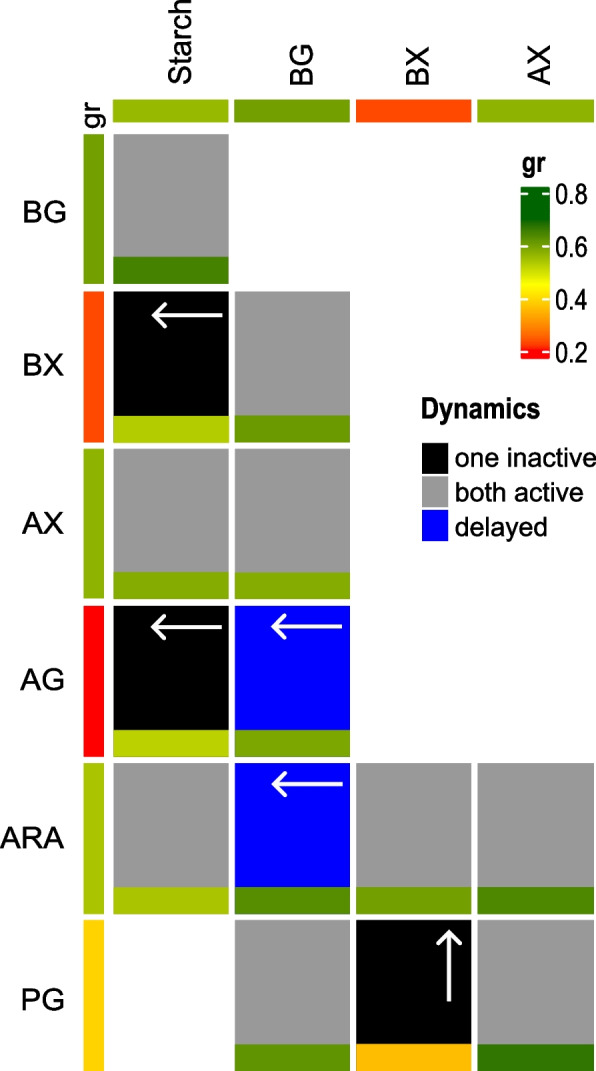
*X. ruminicola* KHP1 substrate preference. Composite heatmap with two values in each field showing PUL activation (dynamic) and growth rate in polysaccharide mixtures. At the side and at the top of the heatmap, the substrates and their respective PULs are indicated. Each heatmap field is separated in two rectangles. Smaller rectangles represent growth rates of bacteria in a mixture of two polysaccharides. Bigger rectangles represent dynamic of PUL induction in these mixtures. Arrows in dynamic rectangle point in the direction of PUL whose expression was delayed or PUL was inactive. Growth rate values are calibrated to the vertical bar (gr) in the legend, dynamic can be seen below it. Substrates used: starch, β -glucan (BG), beechwood xylan (BX), arabinoxylan (AX), arabinogalactan (AG), arabinan (ARA), pectic galactan (PG)

## Discussion

Using transcriptomic approach in *S. bryantii* TF1-3 and *X. ruminicola* KHP1, we have confirmed a diverse array of PULs within their genomes and provided a catalogue of PULs supported both by bioinformatic and transcriptomic evidence. Among the seven predicted PULs in each of the studied bacteria, four of them (arabinan, arabinogalactan, starch/pullulan, unk - RG) exhibited homology of ≥60% in the SusCD-like protein sequences. Considering the gene organization, only the arabinan PUL is conserved in these species (Additional file 3). These differences strongly suggest distinct evolutionary pathways of PULs targeting specific substrates in these two bacterial species. 

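For the predicted homogalacturonan PULs, the contrast of homogalacturonan with the highest other substrate had either sign. In TF1-3 RG252_04800 was higher on homogalacturonan than on arabinogalactan by 0.74 (adjusted p = 2.11e-07). RG252_05430 was lower on homogalacturonan than on galactomannan by a log2FC of -0.90 (standard error 0.0858, adjusted p = 1.24e-10). In KHP1 SAMN04487826_965 was lower on homogalacturonan than on rhamnogalacturonan, from the same provider, by a log2FC of -0.61 (standard error 0.159, adjusted p = 0.0025). Against the mean of the other 4 substrates of that provider SAMN04487826_965 was higher on homogalacturonan by 1.52 (standard error 0.115, adjusted p = 1.39e-12). SAMN04487826_1420 was lower on homogalacturonan than on xyloglucan by a log2FC of -2.27 (standard error 0.145, adjusted p = 7.53e-15) and lower than that mean by -0.60 (adjusted p = 4.54e-05).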

For some substrates examined, e.g. homogalacturonan, the predicted PULs in both studied species were induced only moderately (but specifically) and drawing conclusions regarding the essentiality of these PULs for decomposition and growth has proven challenging. To gain a more certain understanding of such PUL targets, the implementation of genetic tools, as exemplified in the case of gut species *S. copri* [16], becomes essential. While such tools have been developed for *S. copri*, there are none at present for gene inactivation in any other ruminal *Segatella* and *Xylanibacter* species. The barriers toward gene introduction are high as reported in failed transformation attempts of *Prevotella* intermedia [22]. In this species several restriction systems were found to be active at the same time and high diversity of these systems was discovered in different strains. Furthermore, genetic tools would enable the study of the usage of substrates requiring the cooperative action of multiple PULs for degradation (pectic galactan, rhamnogalacturonan) [23] or for which no clear PUL bioinformatic prediction or transcriptomic signal is obtained, e.g. xyloglucan usage of *X. ruminicola* KHP1.

Overall, based on fold-change relative to growth on glucose (Additional file 2) we observed strong induction of *susCD*-like genes within most PULs, while the activation of effector genes was generally less prominent. This seems to not be the case in *Bacteroides* species [10, 24–26]. 

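Over the 14 PULs with a target in both strains, the mean log2FC of the susC- and susD-like genes was above the median of the other genes in 12, by 2.19 on average (exact two-sided sign-flip permutation test, p = 0.00537). Limma-voom moved this mean most, to 2.31. For PULs with a pair of targets the difference was averaged over both. In KHP1 alone it was above 0 in 5 of 7 PULs, with a mean of 1.27 (exact two-sided sign-flip permutation test, p = 0.328). It was 5.94 for the rhamnogalacturonan PUL and 4.07 for unk_1, and below 0 for arabinan (-1.01) and unk_2 (-1.71), which has 1 gene besides its susC- and susD-like genes. For the starch PUL it was 0.21 as an average, with a mean of the susC- and susD-like genes of 4.82 against a median of the others of 4.16 on pullulan, but of 4.12 against 4.36 on starch. Except for the rhamnogalacturonan PUL, the KHP1 genes were paired through Additional file 2, which lists genes that changed. Genes of these PULs without a change are therefore missing from the medians of the other genes, also in the test over both strains.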

Considering all this, the transcriptomic search for highly induced proteins with TIGR04183 domain that could potentially be secreted by the T9SS system is limited. Thus, the possibility for utilization of T9SS system for substrate degradation in this genus remains a subject of debate.

The absence of gene induction of several predicted PULs (Additional file 4) may be attributed to the specificity of PUL activation. It is plausible that the specific glycosidic linkages between monosaccharides within a polysaccharide molecule or various substitutions (methylations, acetylations, sulfation) play a vital role in dictating the activation of particular PULs [10]. This hypothesis suggests that even a slight variance in the molecular structure of substrate might be a critical determinant. To further expand our understanding of the presence and activation dynamics of PULs, a broader array of substrates, and potentially those sourced from natural environments is needed.

Research made in *Bacteroides* proposes that these bacteria possess the ability to prioritize the utilization of polysaccharides [27–29]. This extends also to competitive environment where the preferences of the bacteria for polysaccharides remain the same even if it leads to competition for the same substrate which they both prefer [30]. In some cases the repression of use of several polysaccharides (arabinan, arabinogalactan) by glucose was observed [29] and involvement of sRNAs in substrate prioritization was proposed [31]. While growing *S. bryantii* TF1-3 and *X. ruminicola* KHP1 in mixtures of two hemicelluloses or energy storage polysaccharide both PULs were active in more than half of the cases. The simultaneous degradation could allow these bacteria to obtain substrates that are cross-linked and release them from the cell wall. Alternatively, the primary degradation of plant material can be performed by other bacteria and *X. ruminicola* and *S. bryantii* activate different PULs to degrade as much as possible of soluble polysaccharides that are released to the environment. Despite this, some results indicate clear preference for specific substrates over others. This was the case when bacteria were grown in the mixtures containing one pectin substrate or in the mixtures with beechwood xylan. Particularly while growing bacteria in the mixtures with arabinan or arabinogalactan we observed mild repression of these two PULs by several substrates as was observed before in *Bacteroides* [29].

Counterintuitively, we observed cases where growth in mixtures resulted in poorer growth compared to the growth observed when a single polysaccharide present in the mixture was used as the sole substrate at same concentration. A notable example is the growth of *S. bryantii* TF1-3 on galacto/glucomannan in a mixture with arabinogalactan substrate on which both bacteria displayed poor growth (Fig. 1). The growth curve in the mixture indicated a distinct lack of glucomannan use, as evidenced by its significant deviation from the growth pattern observed when glucomannan was the sole substrate (Additional file 10A, B). Conversely, the presence of arabinogalactan in the mixture did not repress the utilization of galactomannan despite that its PUL is the same. Similar behavior was observed while growing *X. ruminicola* KHP1 in same mixtures. The growth in mixtures was worse than on sole substrates (Additional file 10C, D).

## Conclusion

Results of our transcriptomic analysis provide findings upon which future experiments can be built, especially those focused on molecular mechanisms underlying regulation of polysaccharide utilization. Our study also serves as foundational step for investigations of *Xylanibacter* and *Segatella* behavior when grown together in mixtures of more polysaccharides, which would show us polysaccharide utilization strategies in even more complex environments. It seems that *Xylanibacter* and *Segatella* are more generalists in nature than *Bacteroides* and can degrade more polysaccharides at the same time which could explain their persistence in gut environment for a long time.

## Methods

### Bacterial strains and growth on pure glycans

Both used strains were obtained from cow rumen: *X. ruminicola* KHP1 was isolated in New Zealand during the Hungate 1000 project [32] while the *S. bryantii* TF1-3 in Sweden in 1990 [4]. The type strains of these species have been isolated several decades ago and it was felt that strains with considerably less passages would better reflect the original species nature. The strains were routinely cultivated in Hungate tubes at 37°C in the rumen fluid reinforced medium M2 [33] until reaching the stationary phase. For growth tests and isolation of RNA, they were sub-cultured into liquid modified DSMZ medium 330 [34] containing glucose or one of various hemicellulose, pectin or energy storage polysaccharide substrates at final concentration of 0.5% for growth tests on pure glycans for RNAseq analysis and 0.15% for growth test needed for analysis of substrate preferences for qRT-PCR (Additional file 6B). The *S. bryantii* TF1-3 was also grown in anaerobic defined minimal medium for *Segatella* with either glucose or β-glucan as the sole carbohydrate source [18]. Spectrophotometric measurements at 600 nm were taken at 1-hour intervals to monitor growth. In order to lengthen the linear range of growth curves for calculation of growth rates, dilutions of cultures were made and immediately measured when the OD values reached values ≥0.8. The growth rate and maximum optical density (maxOD) values for each strain on each substrate were calculated from the acquired growth curves (Additional file 6C). maxOD refers to highest OD values measured, while growth rate values were derived using the formula [*(ln(A*_*max*_*)-ln(A*_*min*_*))/T*_*max*_*-T*_*min*_] with minimum and maximum optical density values in exponential phase. We had 4 biological replicates. Growth characteristics of bacterial growth were then divided in three categories (poor, good and excellent) based on both growth rates and population densities. Growth on substrate was deemed excellent if the growth rate was ≥0.5/h and final population density was ≥3 OD units. If the growth rate was <0.5/h and population density ≤1.5 OD units the growth was poor. In other cases, the growth was defined as good. We also constructed weights for calculation of expected growth rate and population density using polysaccharide substrates based on the composition of each polysaccharide provided by the manufacturer (Additional file 6D). We than multiplied each weight with growth rate or population density on each monosaccharide and summed them.

### Isolation of DNA and genome assembly of *S. bryantii* TF1-3

Whole genomic DNA isolation of *S. bryantii* TF1-3 was done with Monarch Genomic DNA Purification Kit (New England biolabs) and the quantity of the extracted DNA was assessed using the Spark 10M multifunctional microplate reader using the QuantiFluor dsDNA System (Promega). Whole genome sequencing of *S. bryantii * TF1-3 strain was performed by Novogene with Illumina NovaSeq 6000 (2x150bp, 10M). To ensure data quality, reads underwent quality filtering and adapter removal via Trimmomatic v0.39 [35]. The genome assembly was done with SPAdes genome assembler v3.15.3 [36] and deposited in GenBank under the Bioproject PRJNA800605 and accession number JAVIXB000000000. Genome annotation for local analysis was executed using prokka 1.14.6 [37].

### Isolation of RNA for RNA-seq analysis

Strains were grown in liquid minimal or modified DSMZ medium 330 containing different substrates as explained before, until they reached OD value of 0.3-0.5. 1.5 mL of each triplicate was removed and immediately combined with 3 mL of RNAprotect bacteria reagent (Qiagen). RNA was purified using RNeasy Mini Kit (Qiagen) with the on-column DNase treatment. The quantity of the isolated RNA was determined using Spark 10M multifunctional microplate reader with Quant-iT^TM^ RNA Assay Kit (Thermo Scientific).

### Bioinformatics/RNA-seq analysis/statistical analysis

RNA of each triplicate culture grown on different substrates was sent for library preparation and sequencing, either to Microsynth or Novogene (Additional file 6E). Approximately 10 to 20 M single end reads or 10 M paired end reads per sample were obtained. Trimmomatic v0.39 [35] was used to perform quality filtering and adapter removal of the reads. The genomes of both bacteria were indexed, and the reads were aligned upon them using the BWA tool 0.7.17-r1188 [38]. We used genome of *X. ruminicola* KHP1 that is available in GenBank under Bioproject PRJEB15822 and accession number FNJZ01000001-6. The generated files were sorted using samtools v 1.11 [39], and gene counts were determined from the aligned data with featureCounts v 2.0.0 [40]. Differential gene expression analysis for each strain separately was performed with R 4.1.2, using edgeR [41] and limma packages [42]. To generate Additional file 1 the counts were normalized to transcripts per million values (TPM), while for sample normalization to calculate log_2_FC values EdgeR’s TMM method was utilized. Reads were then filtered with FiltrbyExpr in edgeR. A simple generalized linear model was generated using filtered data from all samples, and contrasts based on carbon source were used to identify differentially expressed genes.

### Transcriptional analysis of PUL genes by qPCR

Strains were grown in Hungate tubes at 37°C in the rumen fluid reinforced medium M2 until reaching the stationary phase and then sub-cultured into liquid modified DSMZ medium 330 containing mixture of two different polysaccharides at final concentration of 0.3% (each 0.15%). Cells were harvested at different time points in exponential phase, treated with RNAprotect (Qiagen), and stored at -20°C for further processing. Total RNA was extracted from cells using Total RNA Miniprep Kit (Monarch) and samples were also treated with DNase I (Thermo Scientific). The reverse transcription was performed using RevertAid Reverse Transcriptase (Thermo Scientific) according to the manufacturer’s instructions. cDNA quantification was performed with a Bio-Rad CFX96 Real-Time System using KAPA SYBR® Fast qPCR master mix (Kapa Biosystems, Inc., Wilmington, MA) for 40 cycles of 95°C for 3 s and 60°C for 30 s. Statistical analysis of qPCR data was done with Bio-Rad CFX Maestro™ Software. All transcript levels were normalized based on the abundance of 16S rRNA, with transcript levels of strains grown on glucose (OD = 0.6) serving as references. The qPCR essays were done in triplicates with two technical repetitions. The primers targeted the previously transcriptomically validated *susC* genes and are provided in “Additional file 6F”.

### Substrate preferences

The order of substrate preferences in each strain was obtained by awarding the points to each PUL on tested substrate combinations based on its dynamic. PUL was awarded 0 points if *susC-*like gene of a PUL was inactive. This was the case when induction was ≤5 on average through all the time points. PUL’s dynamic was delayed if the activation of *susC*-like gene was gradual and was thus awarded 0.5 points. PUL was awarded 1 point if its *susC*-like gene was active during all time points with exception of last time point in the case of starch where starch was presumably already depleted. The summed points of each PUL were then divided with number of assays that were made with the PUL substrate and compared.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

## Data Availability

The genomes analyzed during the current study are available in GenBank under the Bioproject PRJNA800605 and accession number JAVIXB000000000 for S. bryantii TF1-3. Raw and processed RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE262719 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262719).

## Abbreviations

PUL: Polysaccharide utilization locus
CAZyme: Carbohydrate acting enzyme
qRT-PCR: Reverse transcription quantitative polymerase chain reaction
TPM: Transcripts per million

# Supplementary material for: Transcriptomic analysis of polysaccharide utilization loci reveals substrate preferences in ruminal generalists Segatella bryantii TF1-3 and Xylanibacter ruminicola KHP1
**Source:** BMC Genomics. 2024 May 20;25:495. doi: 10.1186/s12864-024-10421-z

Additional file 3: Schematic of *S. bryantii* TF1-3 and *X. ruminicola* KHP1 PULs involved in degradation of plant polysaccharides. All genes in PULs are colored as described in the color legend written on the right side and are present above the line (contig number on the left) which represents the place of PUL in genome of each bacteria. In the arrows are written families of glycoside hydrolases (GHs), polysaccharide lyases (PLs) and carbohydrate esterases (CEs). *susC*-like genes from all PULs are aligned. Presented PULs: arabinogalactan (AG), arabinan/pectic galactan (ARA), beta-glucan (BG), galacto/glucomannan (GalM/GlcM, unk\_1), starch, rhamnogalacturonan (RG, unk, unk\_2), xyloglucan (XG).

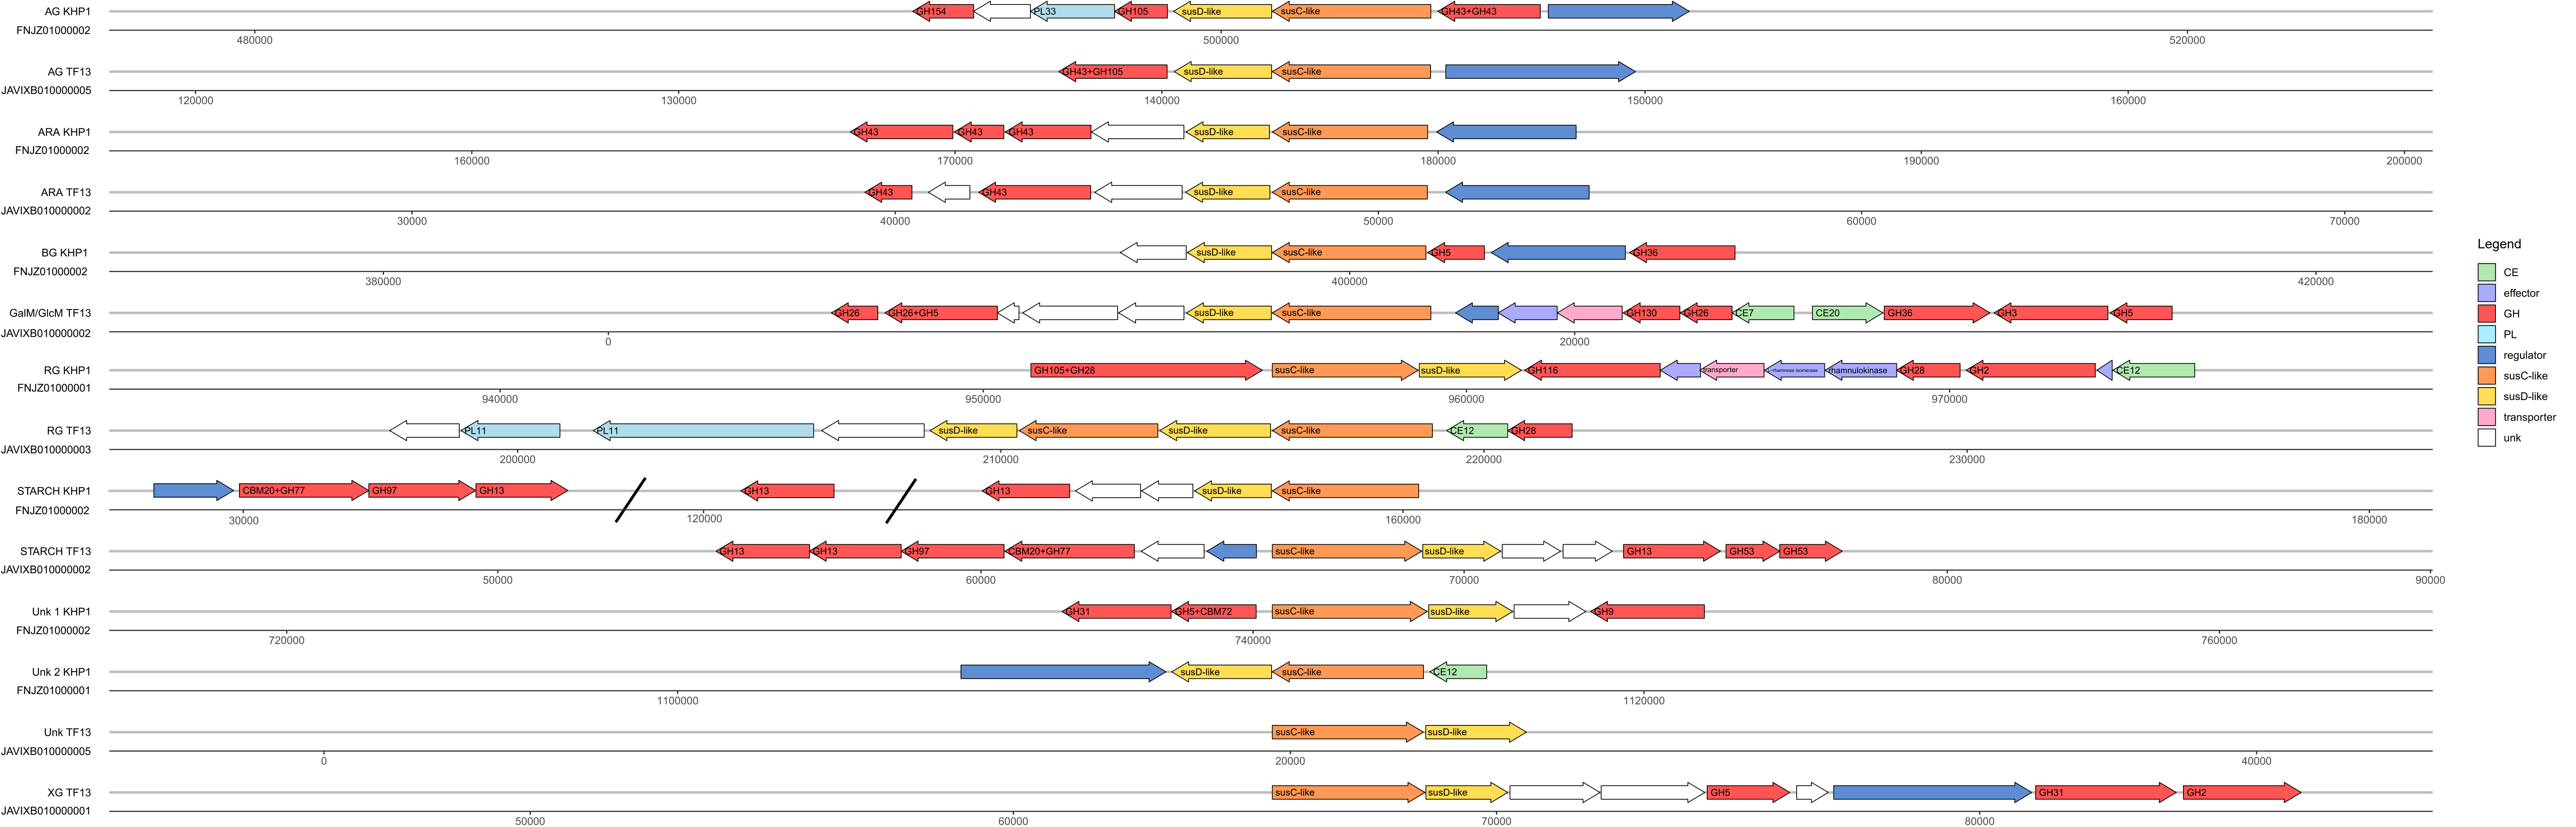

**Supplement:** Supplementary file 3 — Supplementary Material 3.

# Supplementary material for: Transcriptomic analysis of polysaccharide utilization loci reveals substrate preferences in ruminal generalists Segatella bryantii TF1-3 and Xylanibacter ruminicola KHP1
**Source:** BMC Genomics. 2024 May 20;25:495. doi: 10.1186/s12864-024-10421-z

Additional file 7: Maximum measured and predicted OD and growth rate values of *S. bryantii* TF1-3 (blue) and *X. ruminicola* KHP1 (green) grown in different hemicelluloses, energy storage polysaccharides and pectin substrates. The upper part of graph represents final population densities of bacteria, graph below represents growth rate values. Expected values for both maximal density and growth rate are represented in darker shade of blue and green for *S. bryantii* TF1-3 and *X. ruminicola* KHP1, respectively. Absorbance was measured at 600 nm. Data are averages and standard error of four replicates. On the line between two graphs are indicated polysaccharides used. The growth medium contained 0.5 % of each substrate. Substrates used are the same as in Fig. 1.

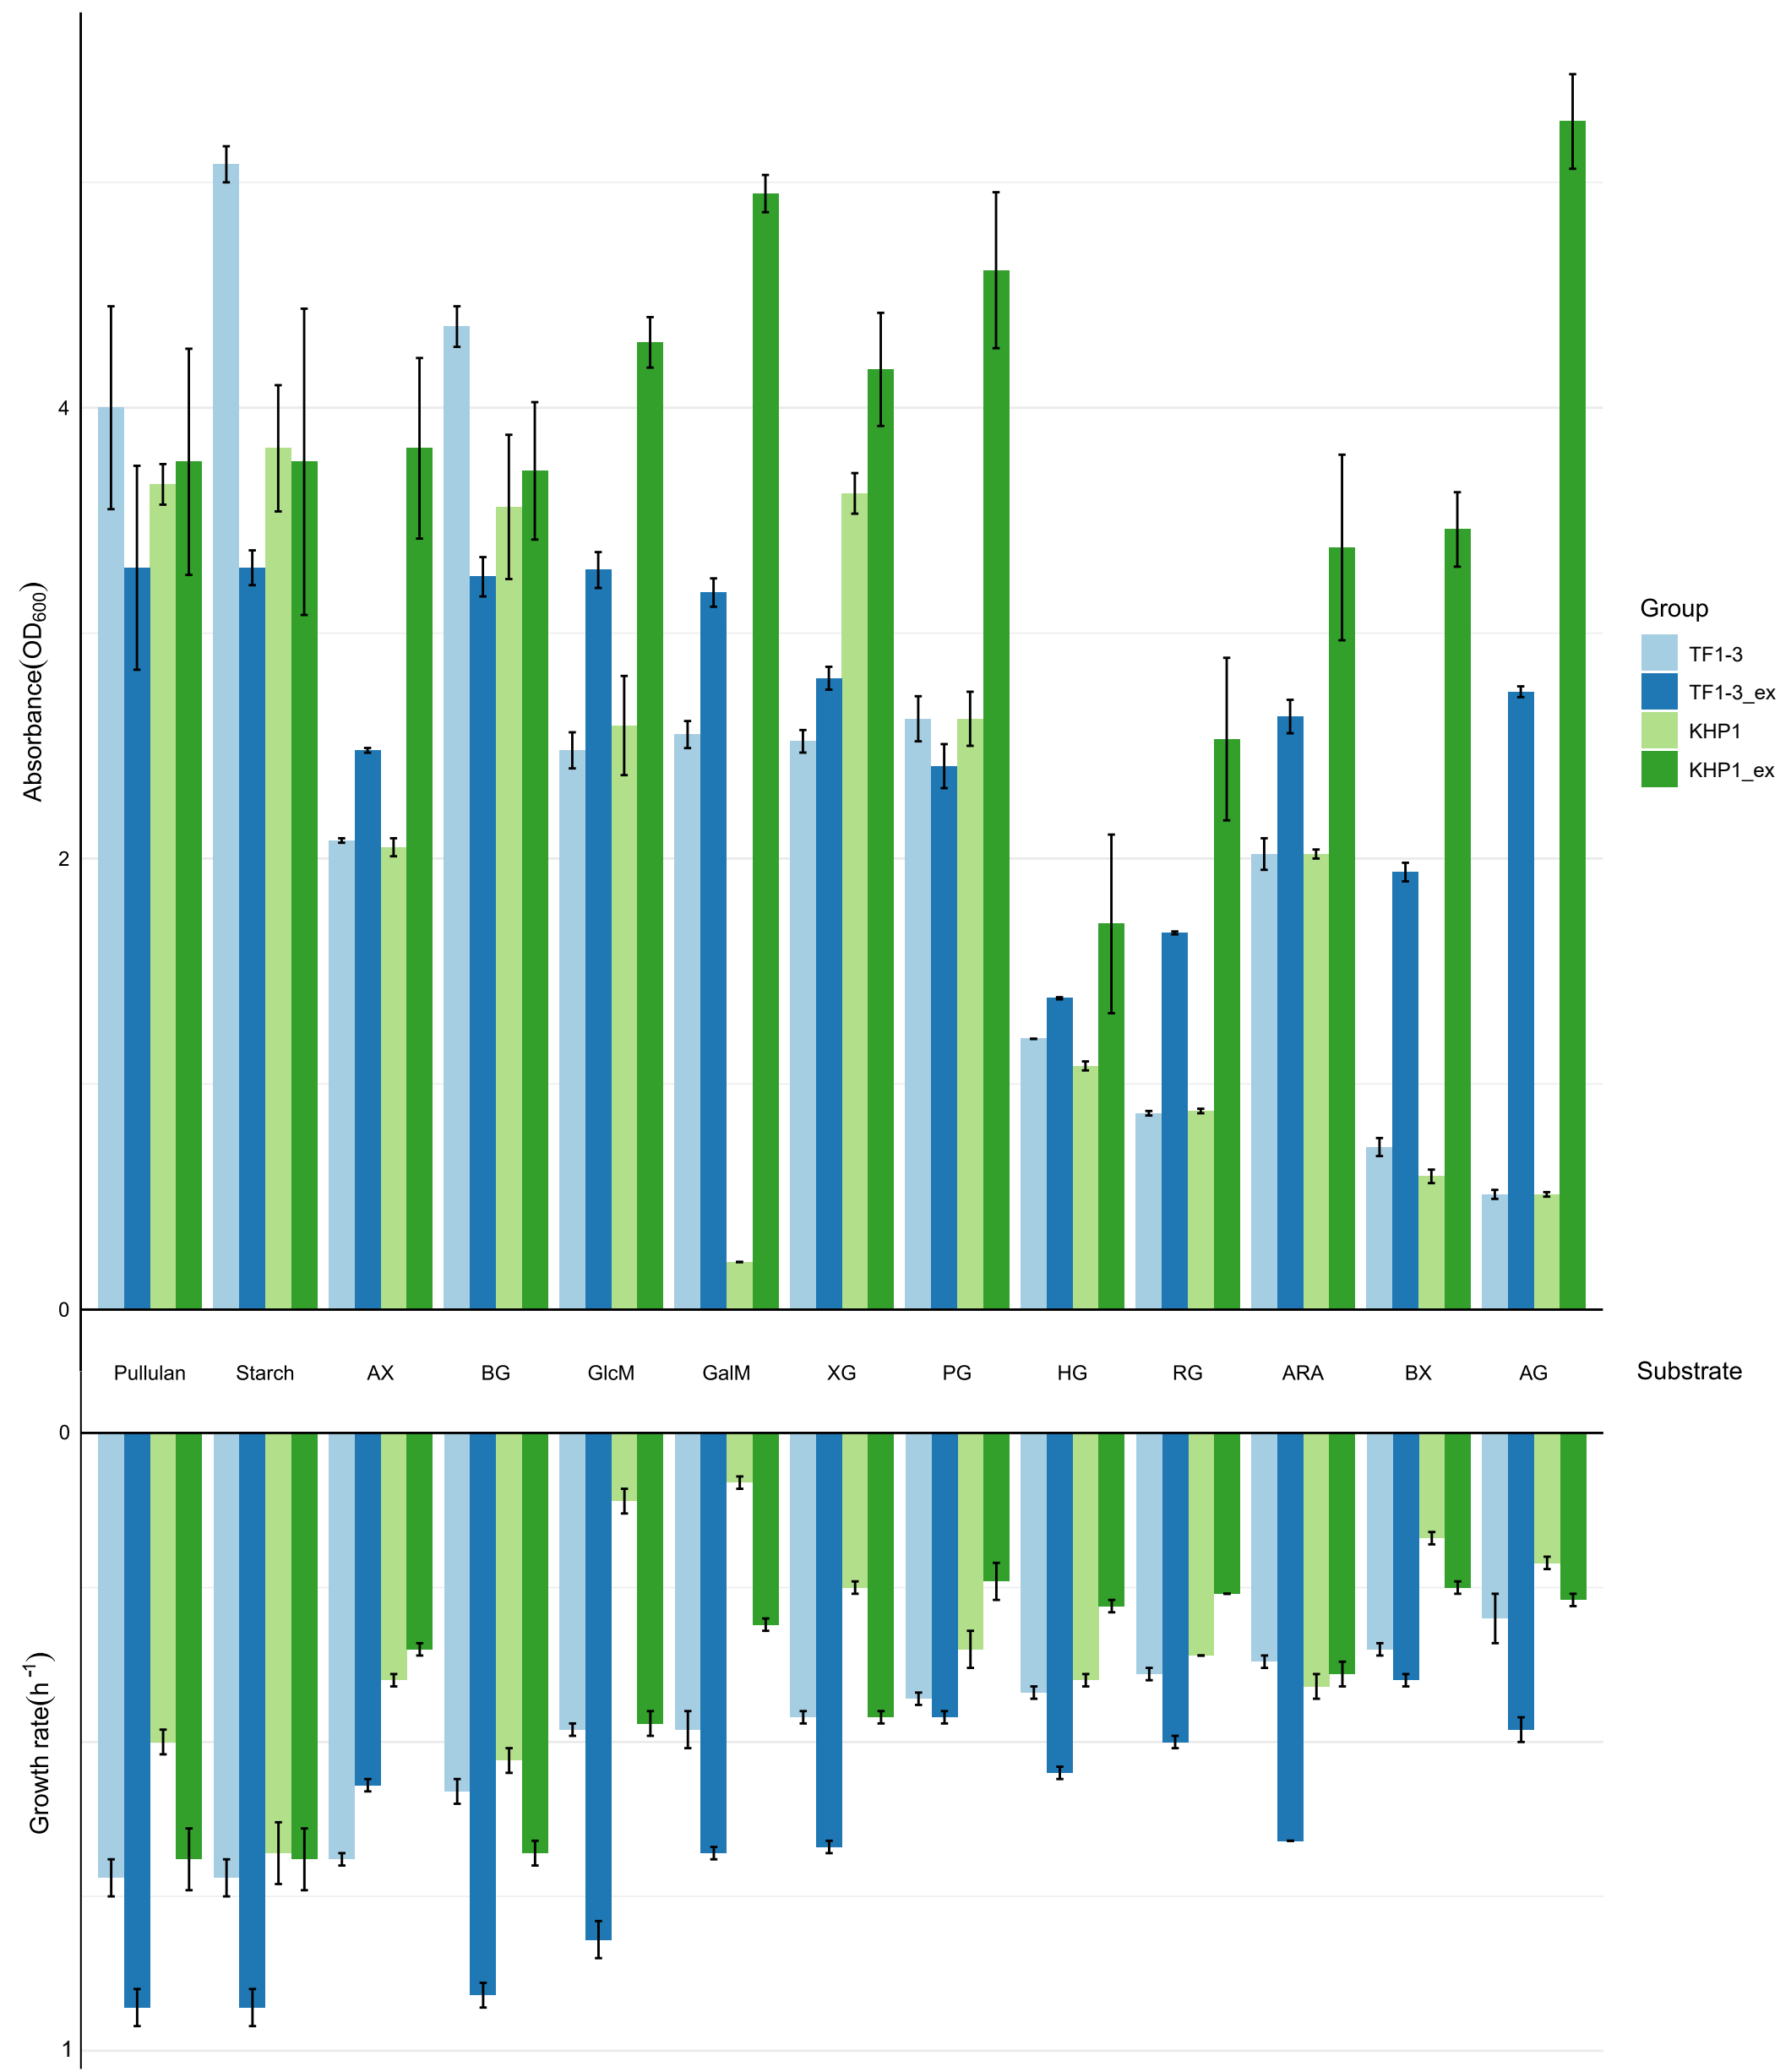

**Supplement:** Supplementary file 7 — Supplementary Material 7.

# Supplementary material for: Transcriptomic analysis of polysaccharide utilization loci reveals substrate preferences in ruminal generalists Segatella bryantii TF1-3 and Xylanibacter ruminicola KHP1
**Source:** BMC Genomics. 2024 May 20;25:495. doi: 10.1186/s12864-024-10421-z

Additional file 8: All reverse-transcription qPCR and growth tests of *S. bryantii* TF1-3 grown in mixtures of two polysaccharides that are presented in a heatmap (Fig. 4). Left graphs show relative normalized expression of *susC*-like genes of designated PULs over time relative to quantity of transcripts on glucose (time 0) in the mixture of two polysaccharides present in equal concentrations (0.15% each). Values are written at the bottom of each bar. The expression of *susC*-like genes was measured with qPCR. Right graphs show growth of *S. bryantii* TF1-3 in each of the two polysaccharides (0.15%) and in the mixture of both (0.3% - each 0.15%). Data are averages and standard errors of two biological replicates. Substrates used: starch, galactomannan (GalM), glucomannan (GlcM), xyloglucan (XG), beechwood xylan (BX), arabinoxylan (AX), arabinan (ARA).

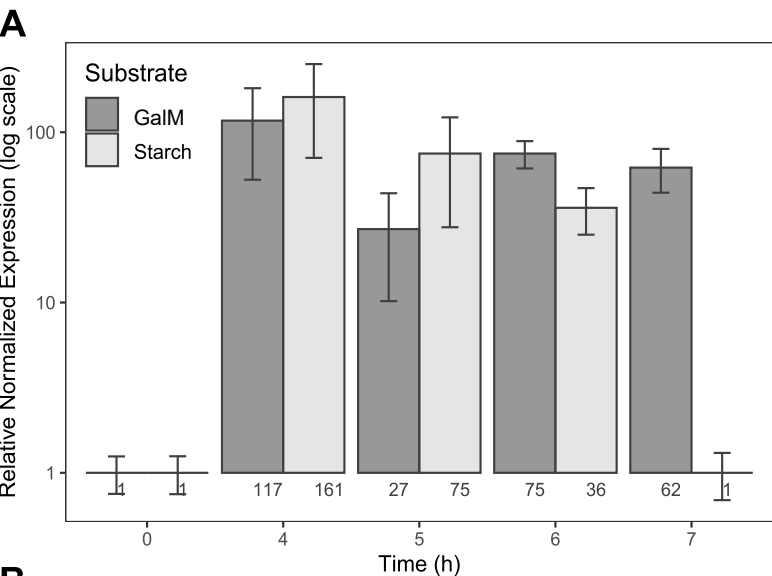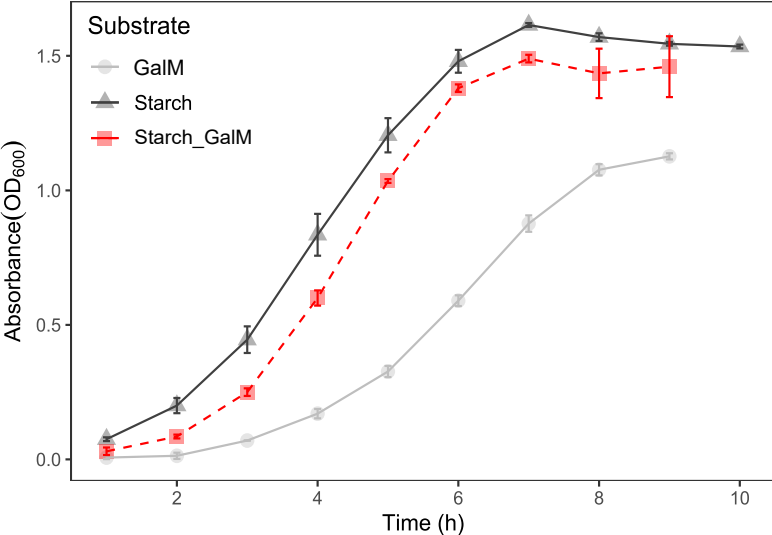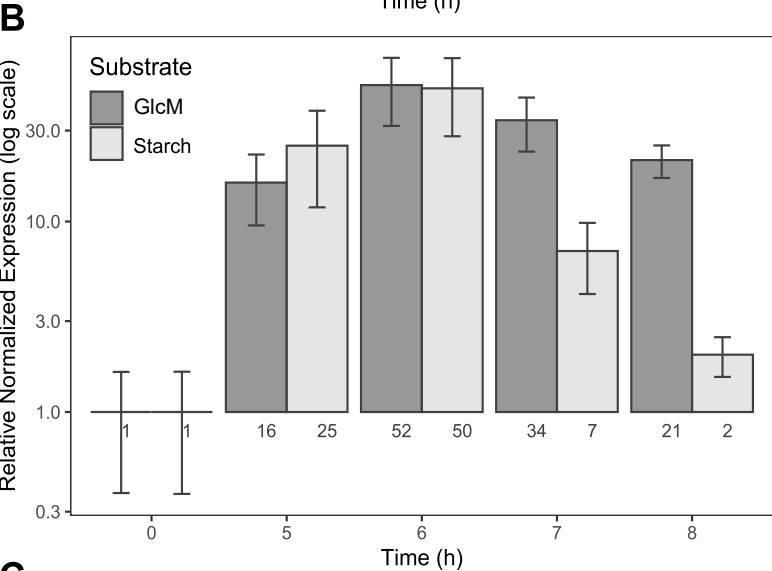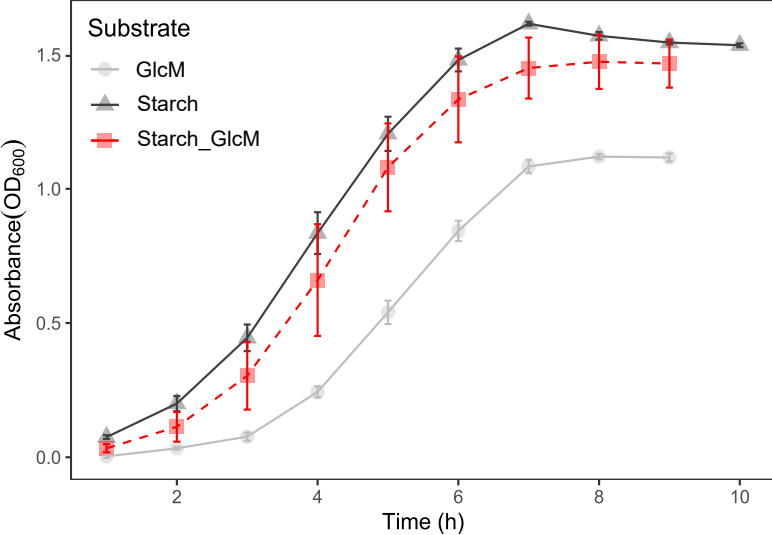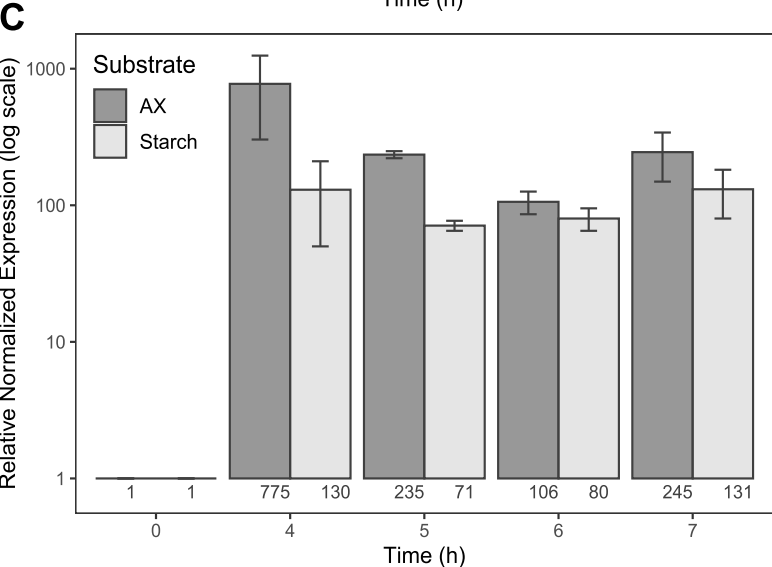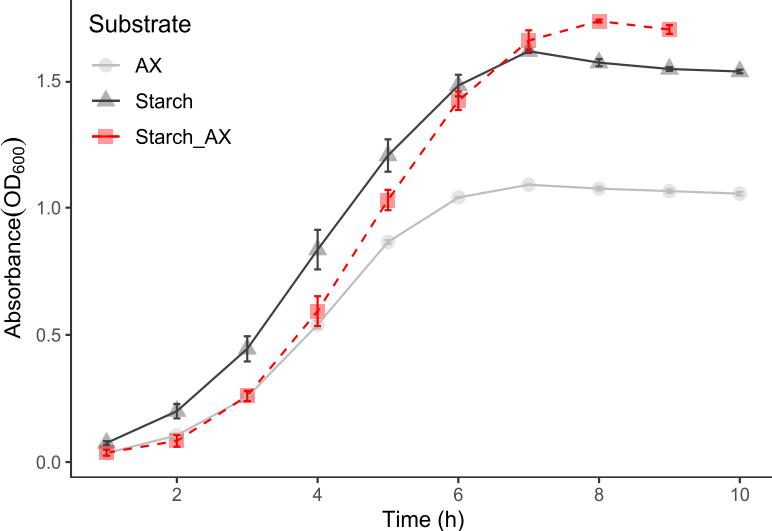

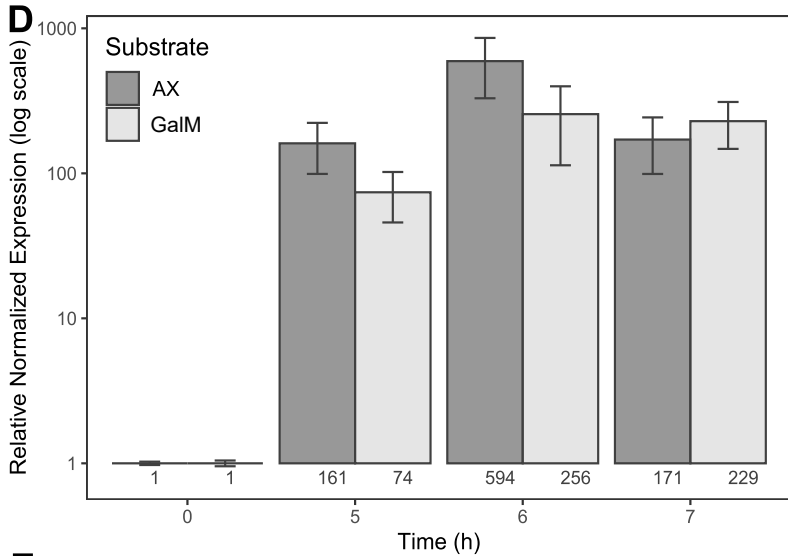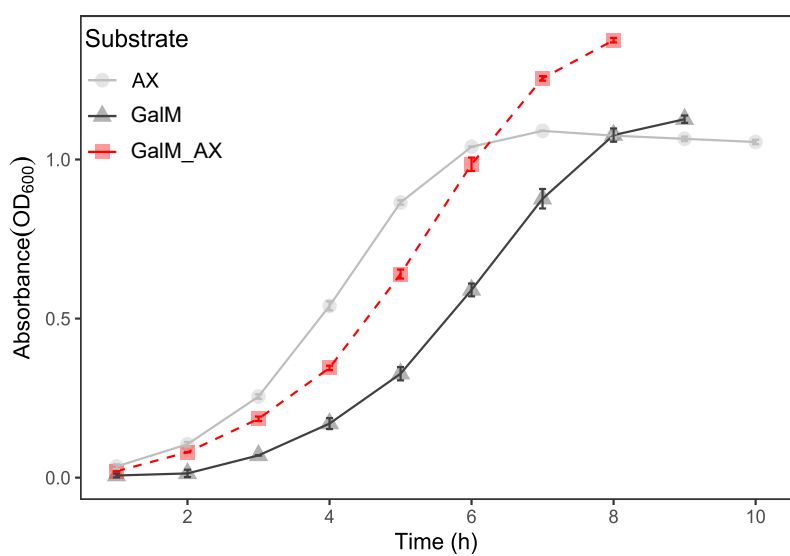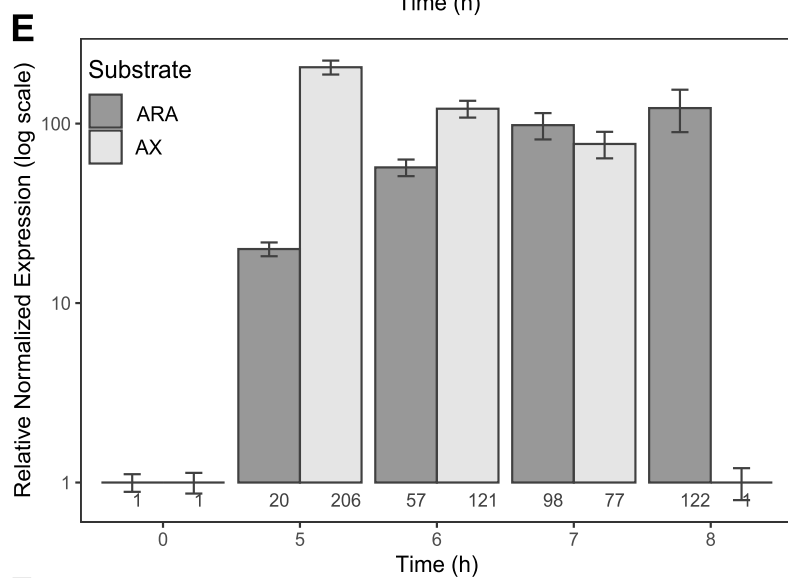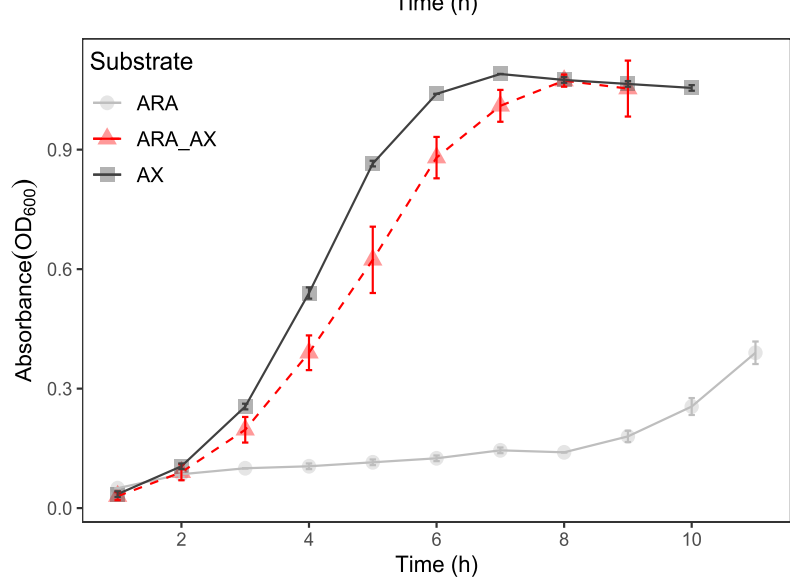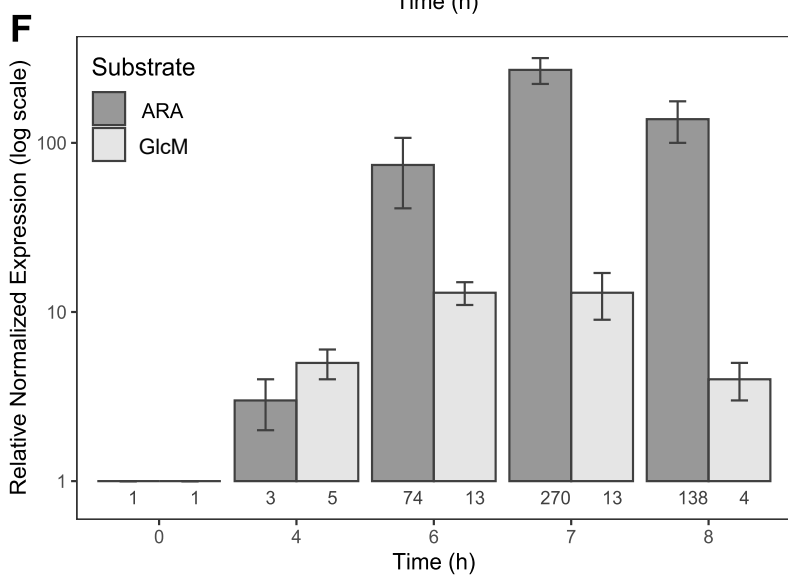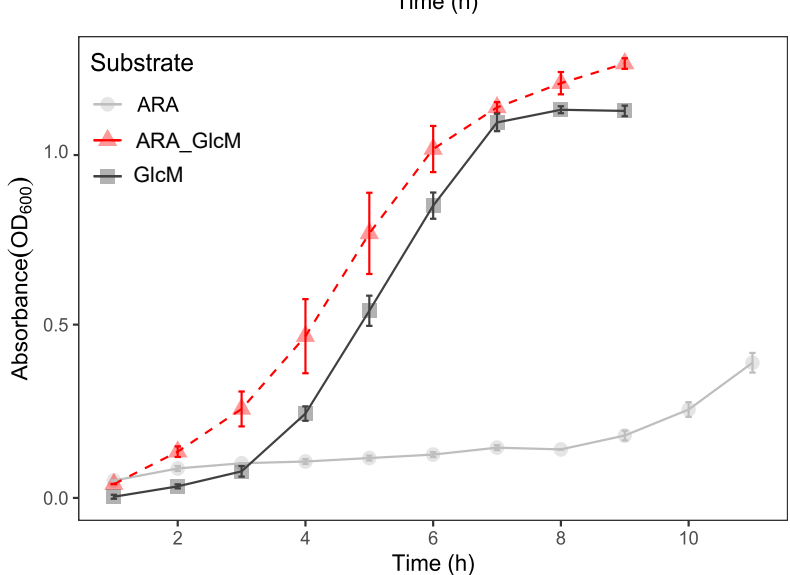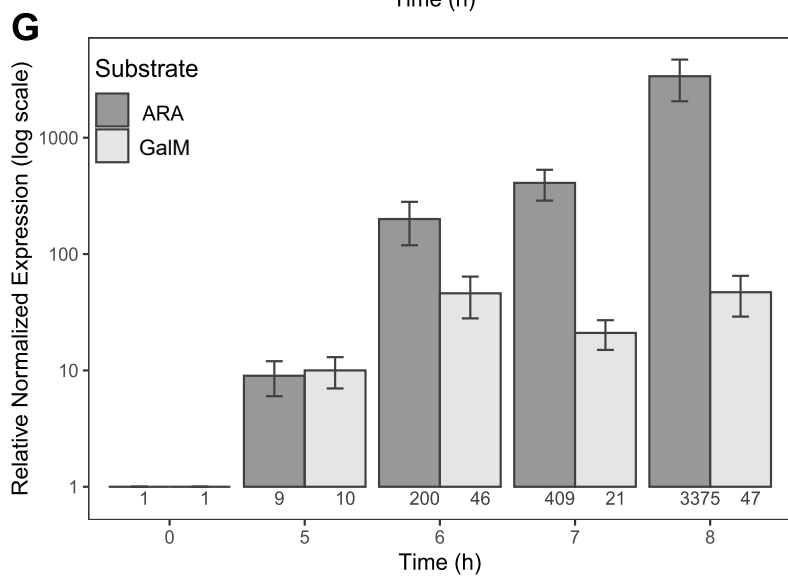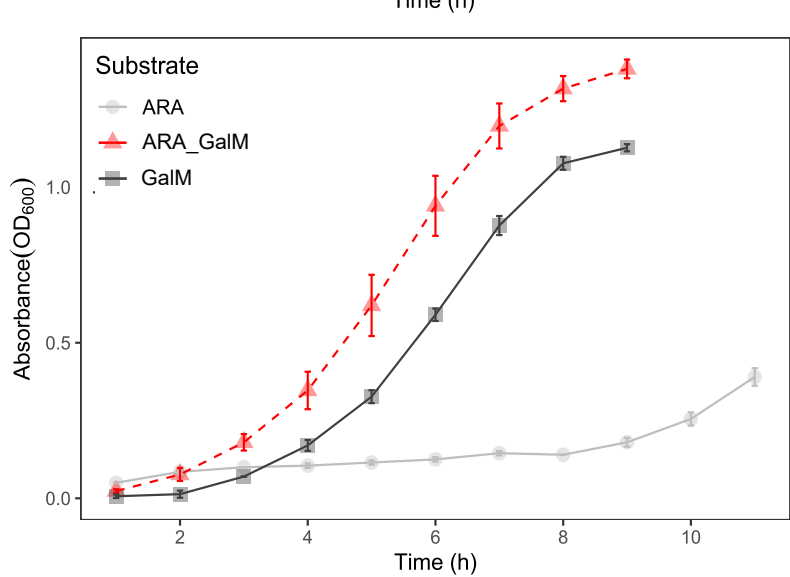

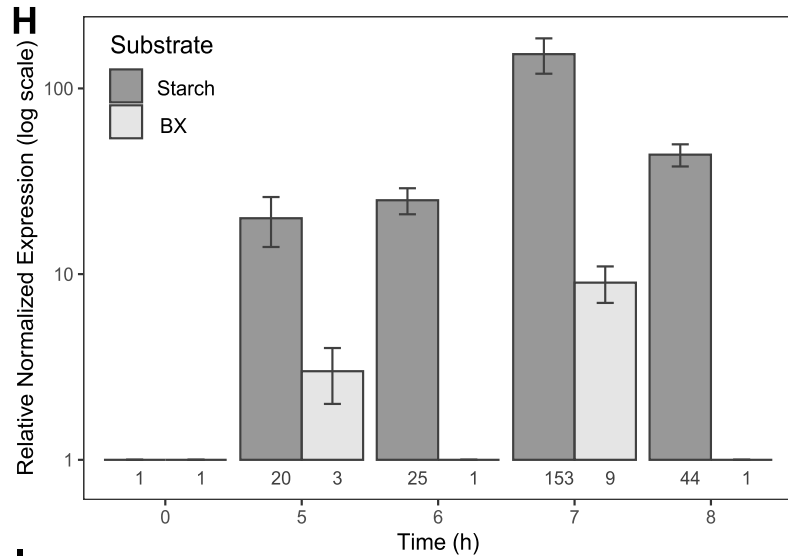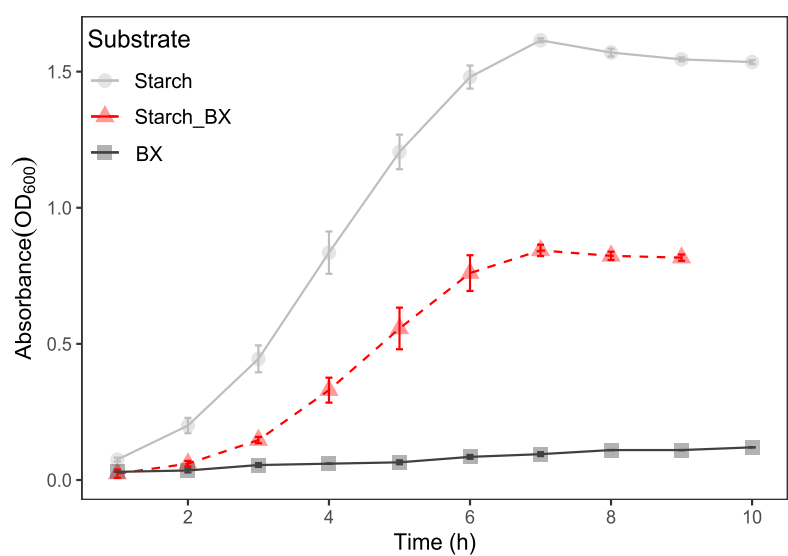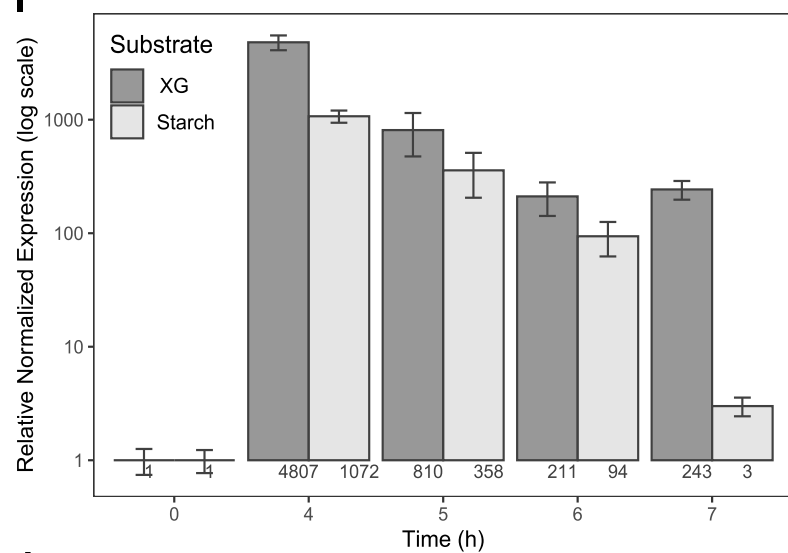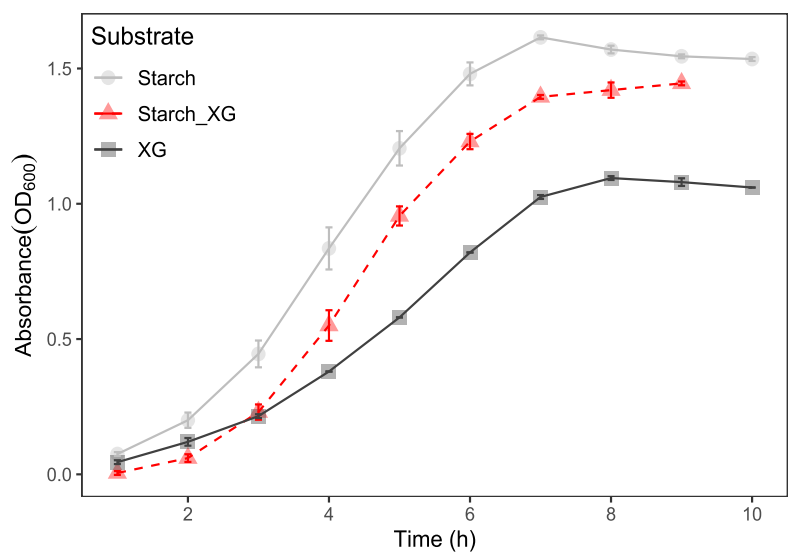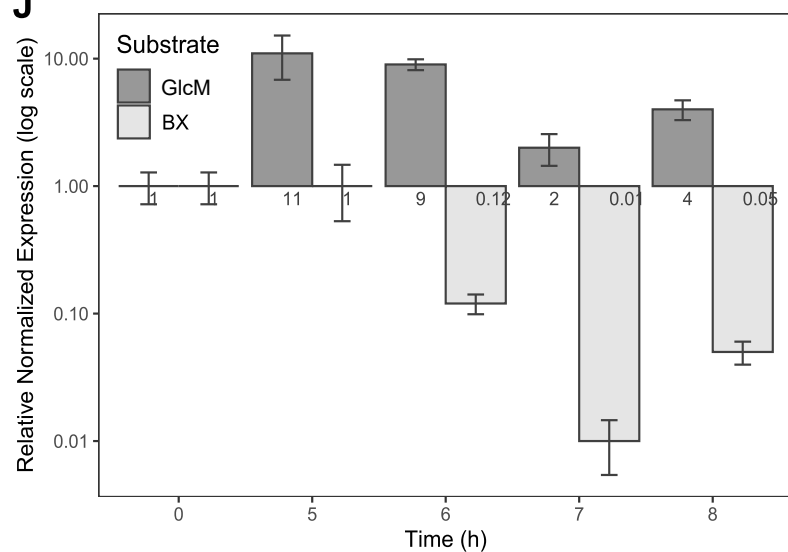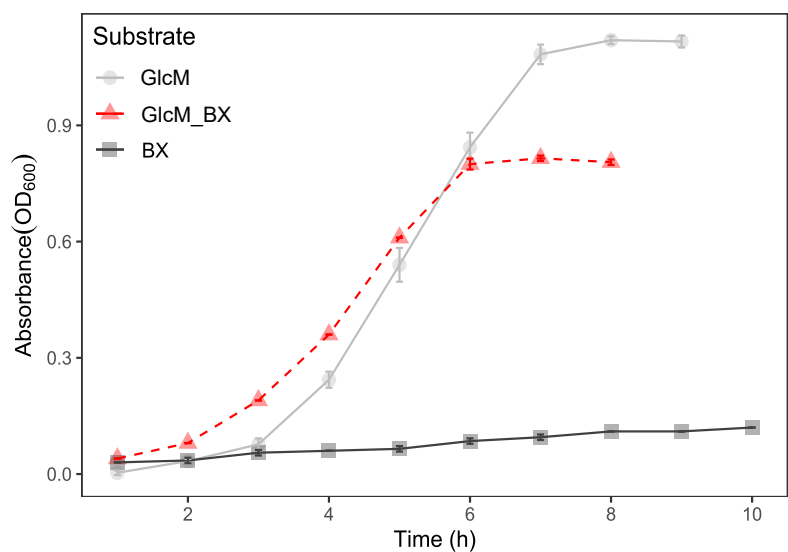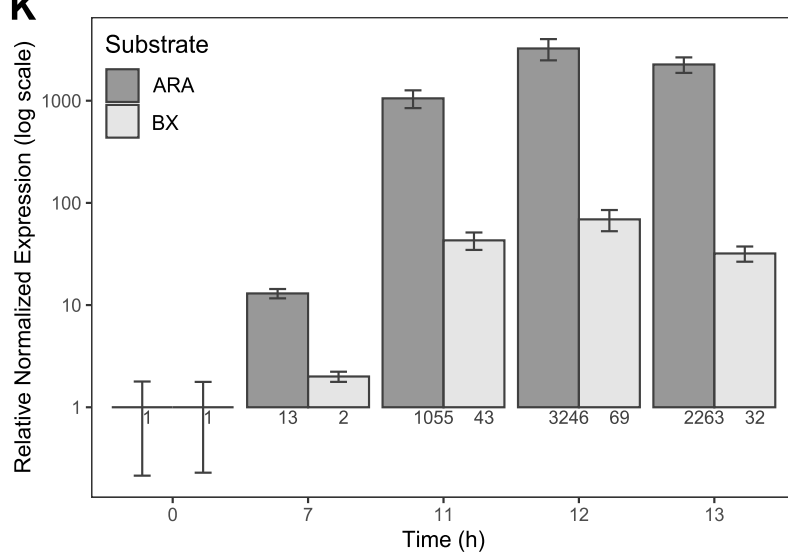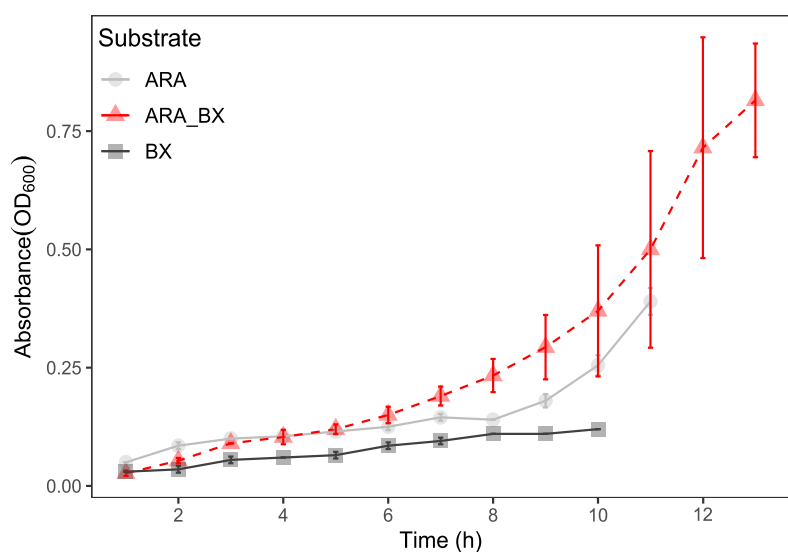

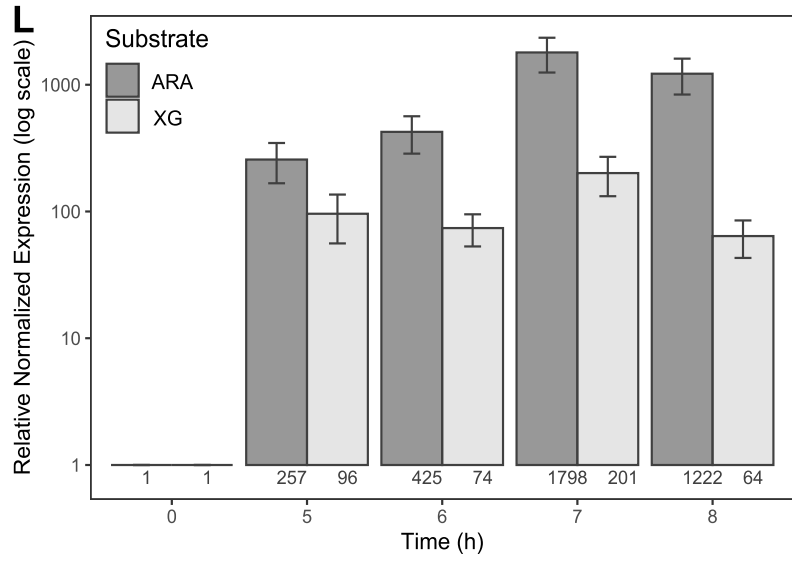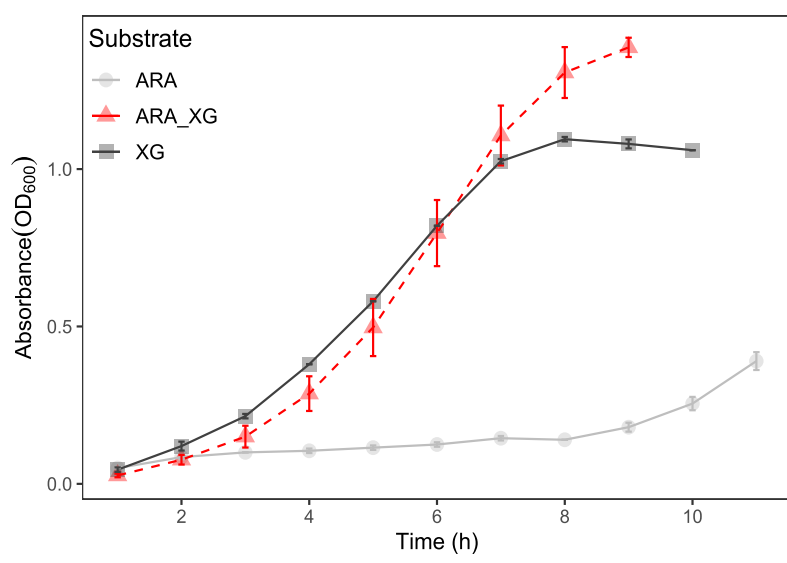

**Supplement:** Supplementary file 8 — Supplementary Material 8.

# Supplementary material for: Transcriptomic analysis of polysaccharide utilization loci reveals substrate preferences in ruminal generalists Segatella bryantii TF1-3 and Xylanibacter ruminicola KHP1
**Source:** BMC Genomics. 2024 May 20;25:495. doi: 10.1186/s12864-024-10421-z

Additional file 9: All reverse-transcription qPCR and growth test of *X. ruminicola* KHP1 grown in mixture of two polysaccharides that are presented in a heatmap (Fig. 6). Left graphs show relative normalized expression of *susC*-like genes of designated PULs over time relative to quantity of transcripts on glucose (time 0) in the mixture of two polysaccharides presented in equal concentrations (0.15% each). Values are written at the bottom of each bar. The expression of *susC*-like genes was measured with qPCR. Right graphs show growth of *X. ruminicola* KHP1 in each of the two polysaccharides (0.15%) and in the mixture of both (each 0.15%). Data are averages and standard error of two biological replicates. Substrates used: starch,  $\beta$ -glucan (BG), beechwood xylan (BX), arabinoxylan (AX), arabinogalactan (AG), arabinan (ARA), pectic galactan (PG).

**A**

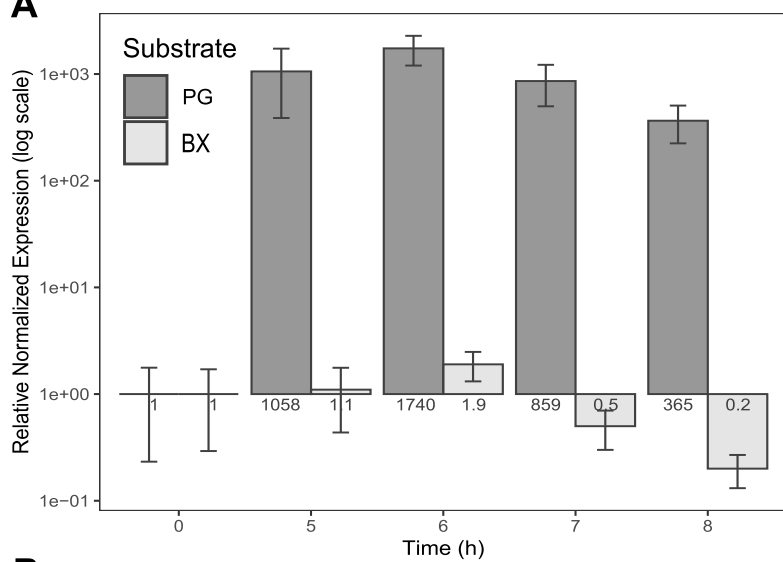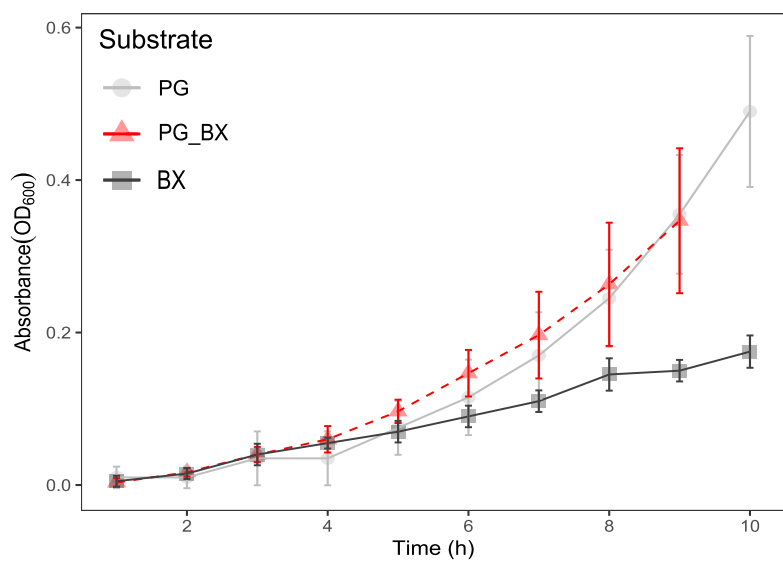

**B**

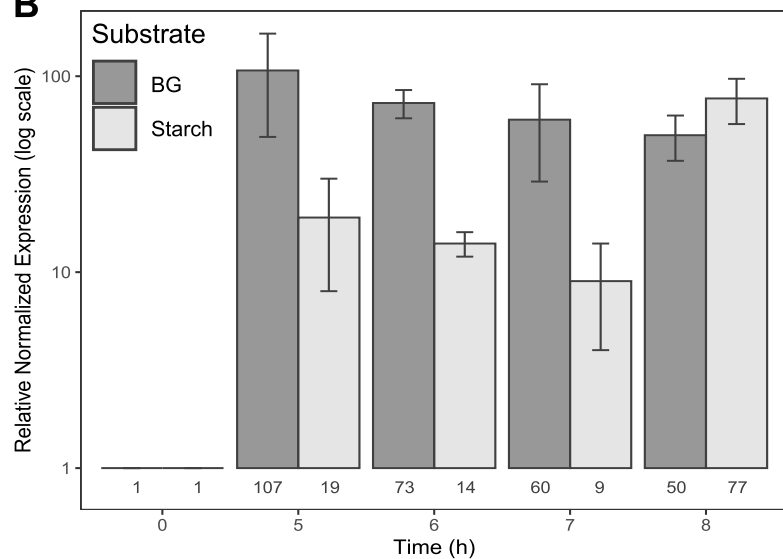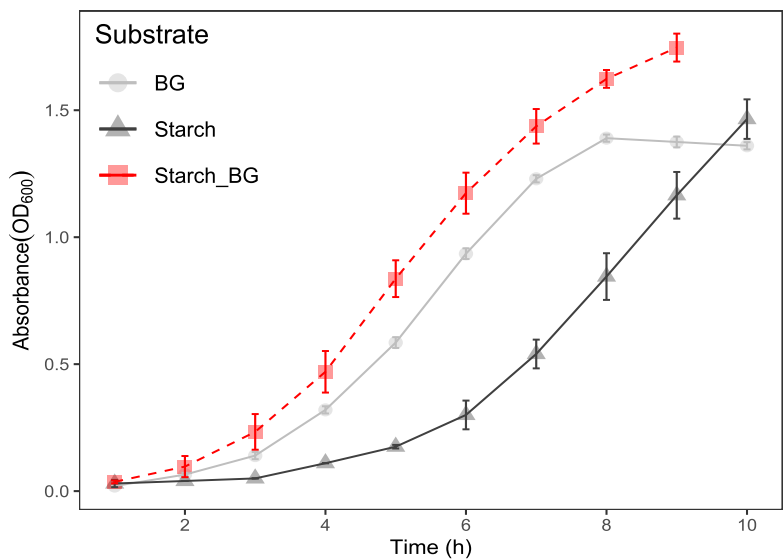

**C**

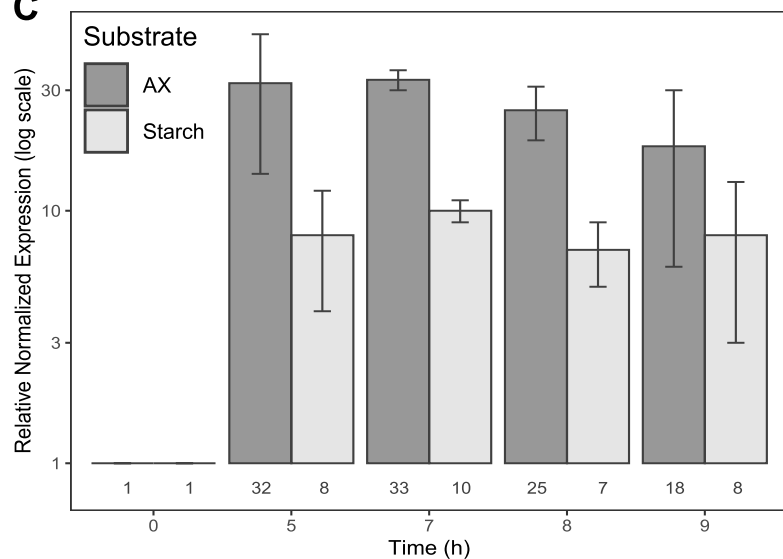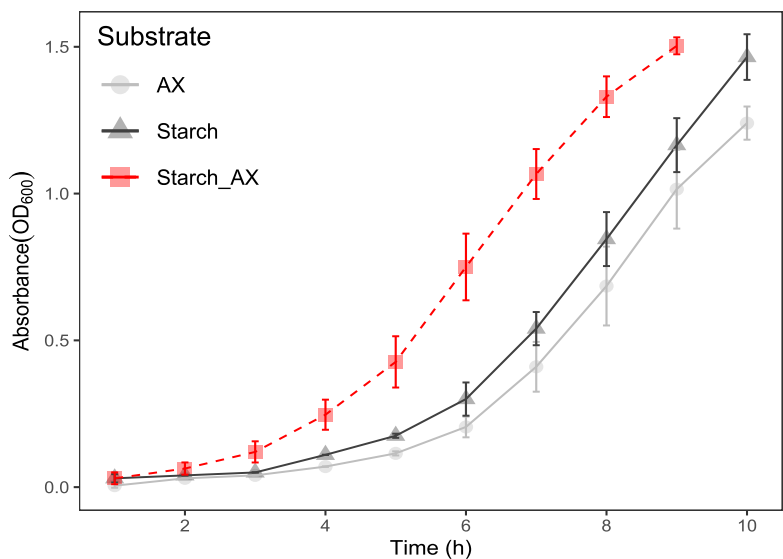

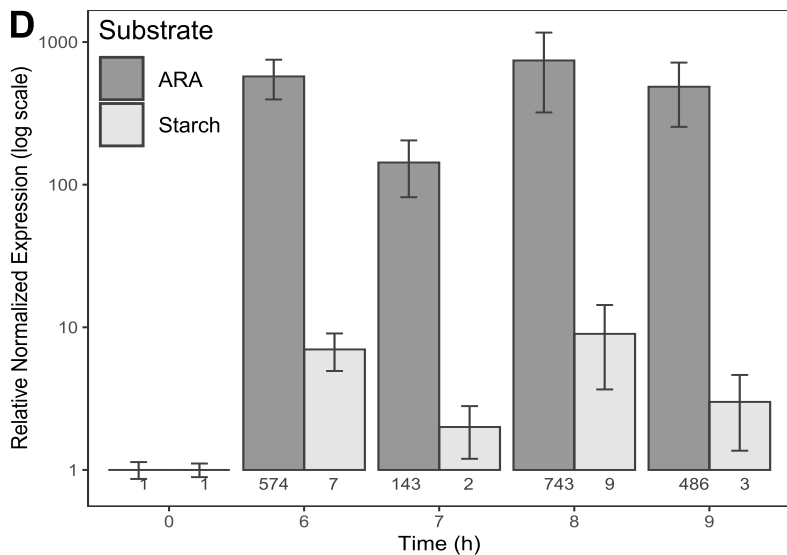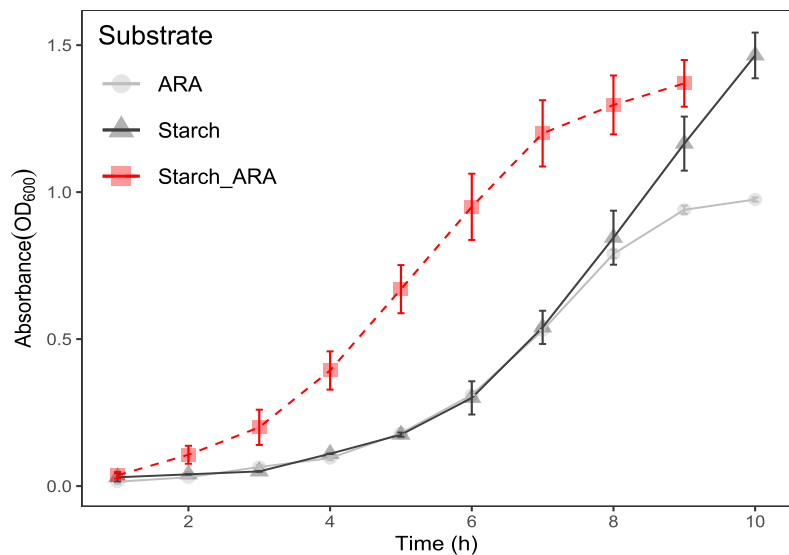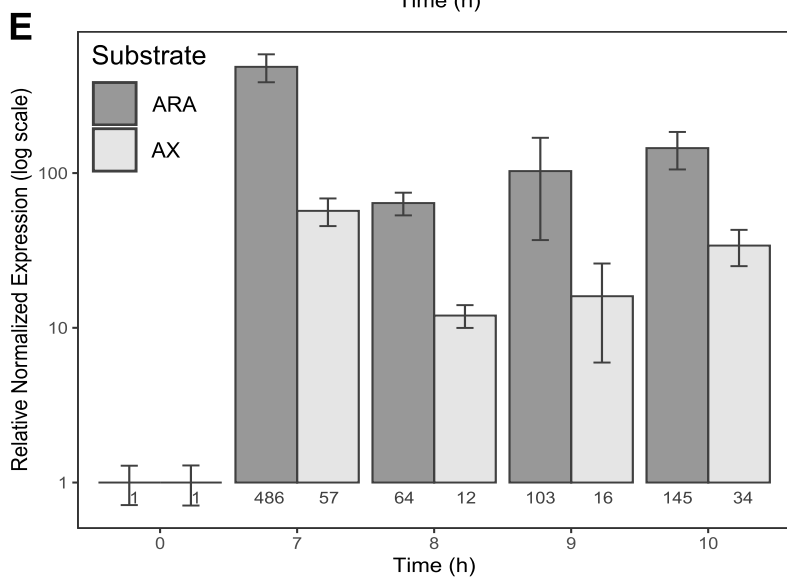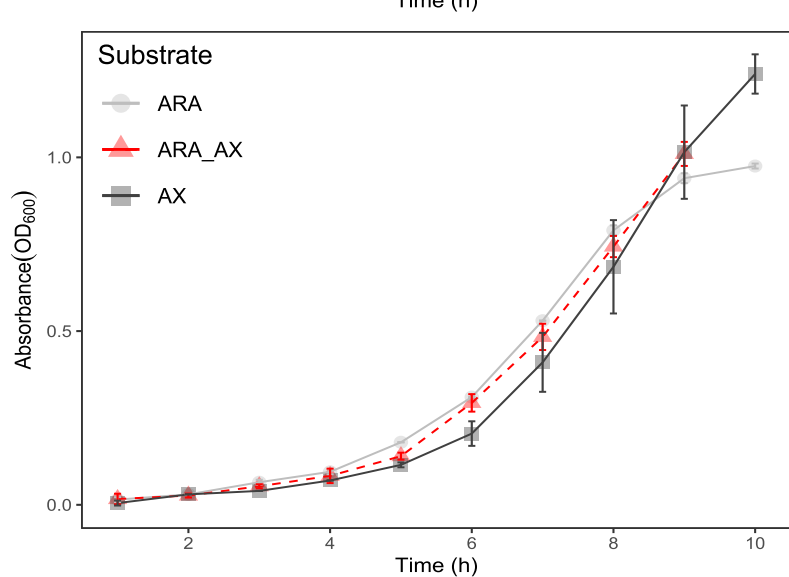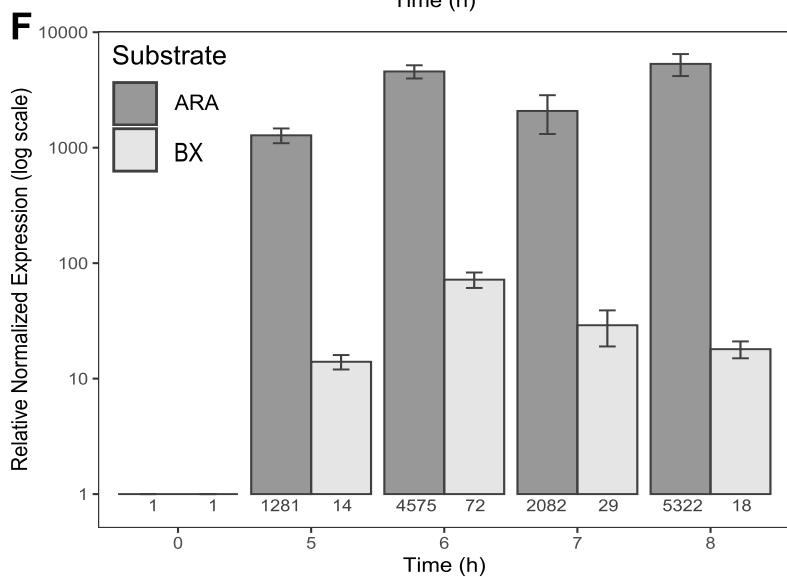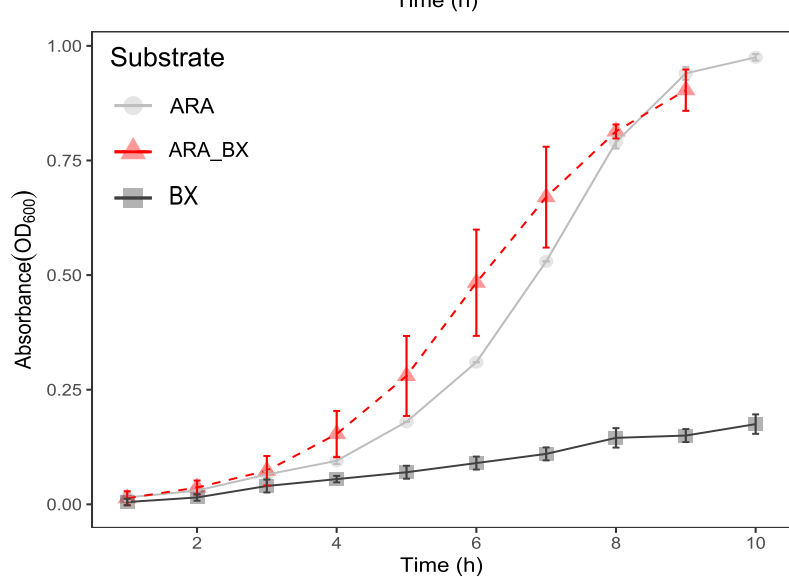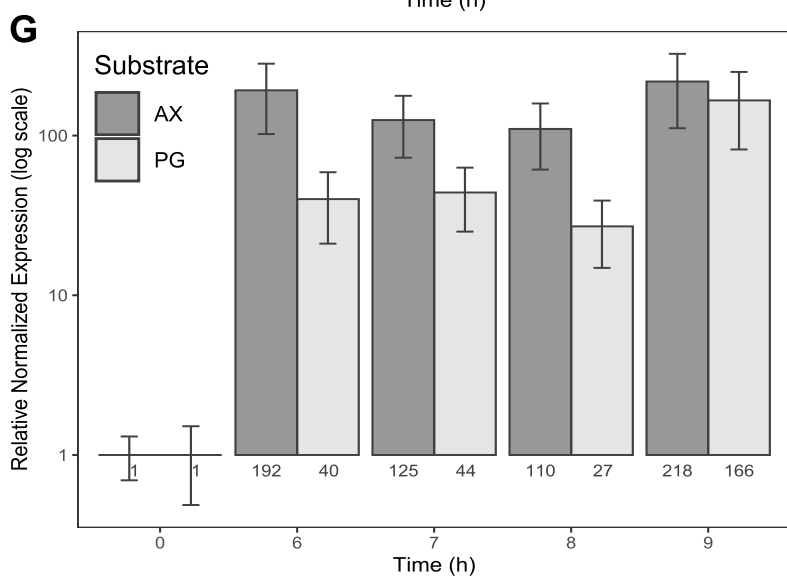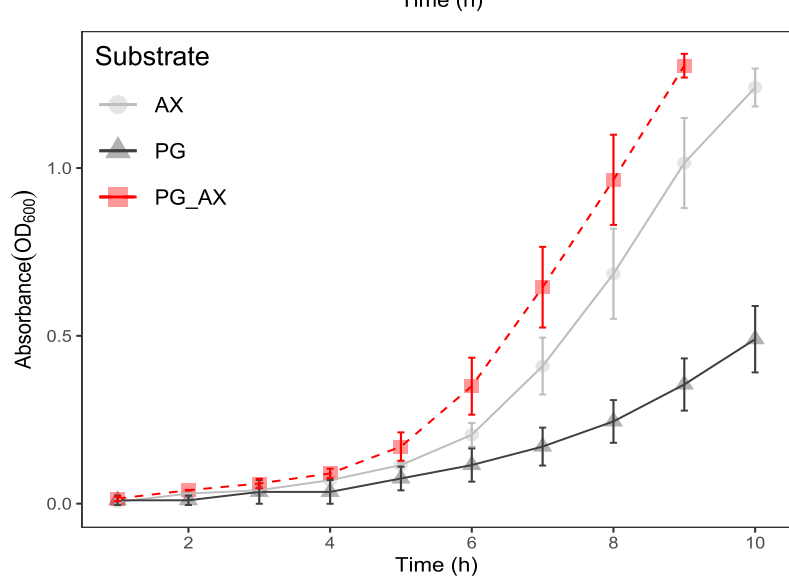

**H**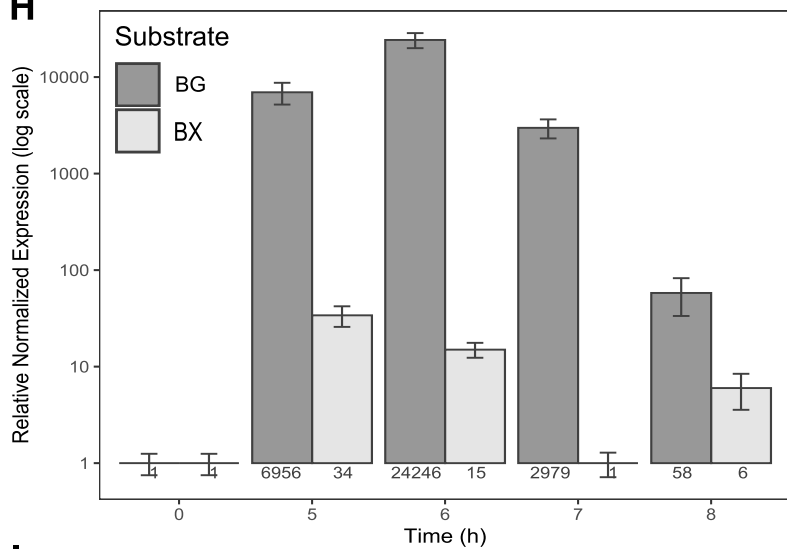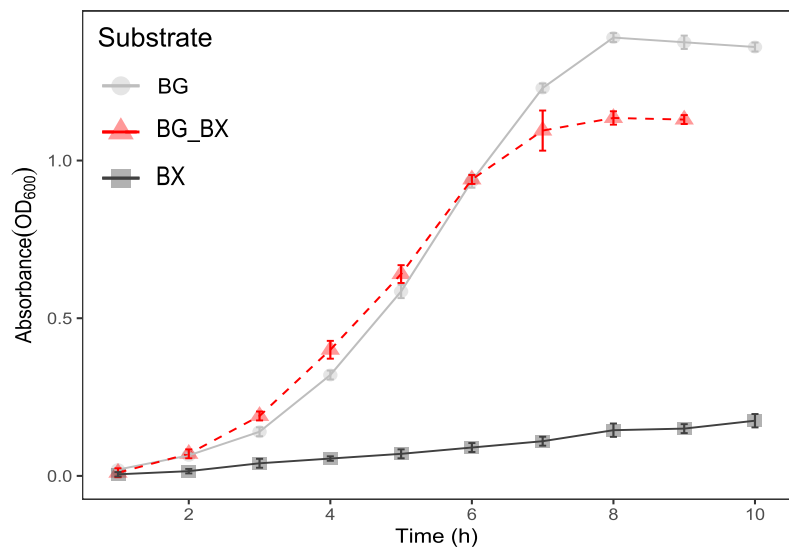**I**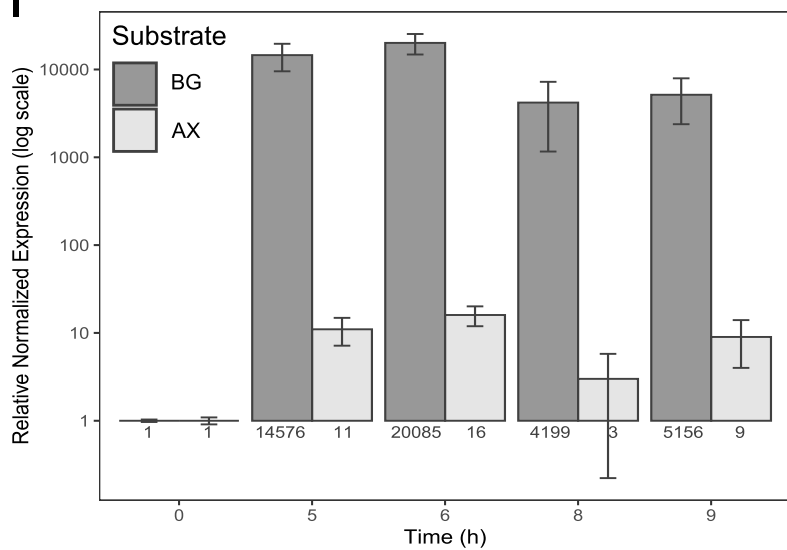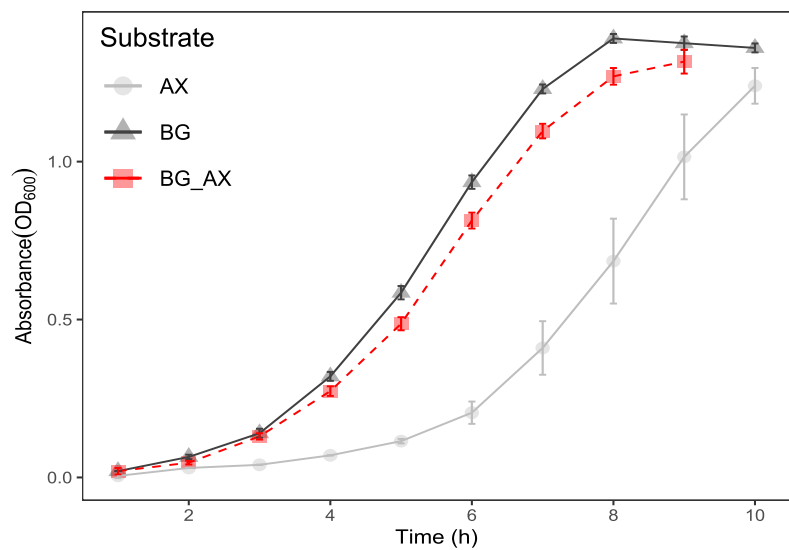**J**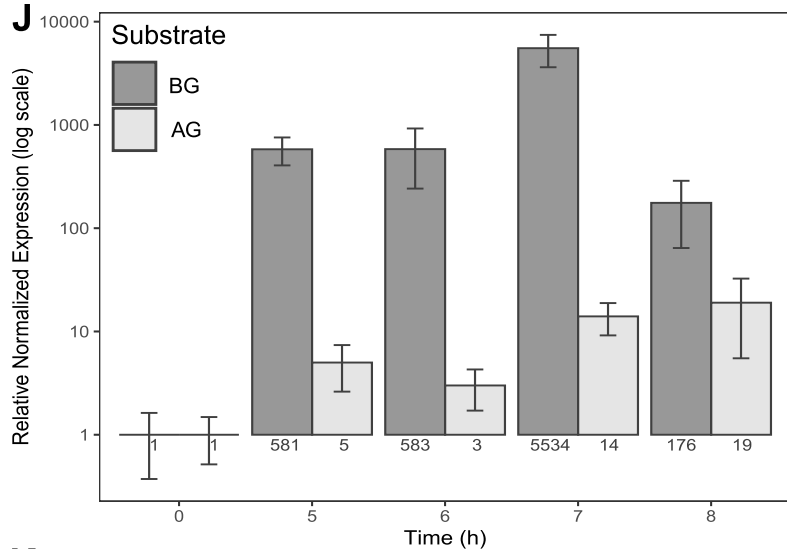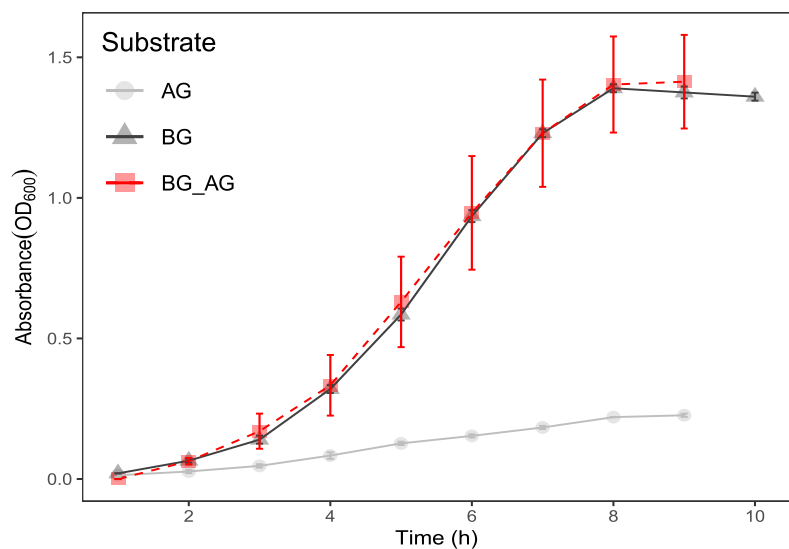**K**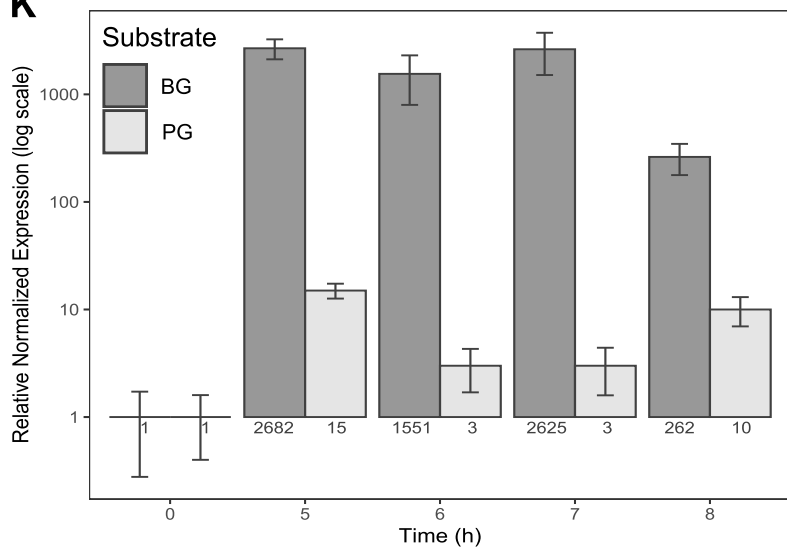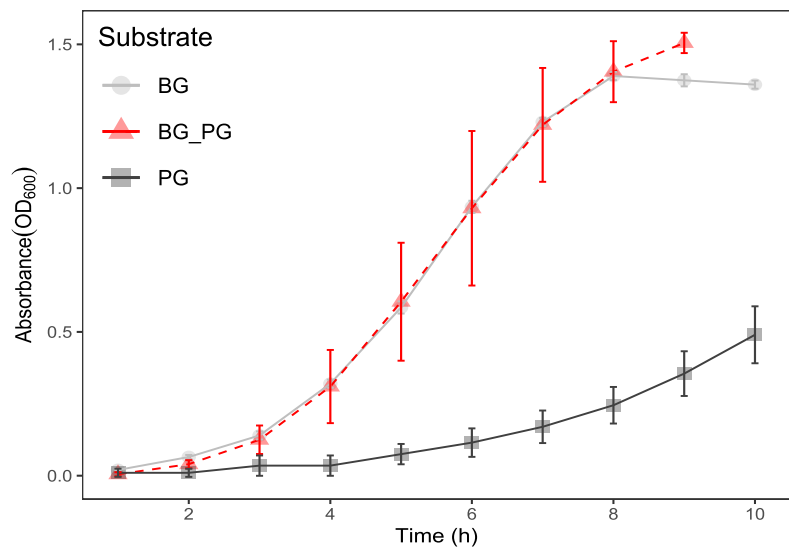

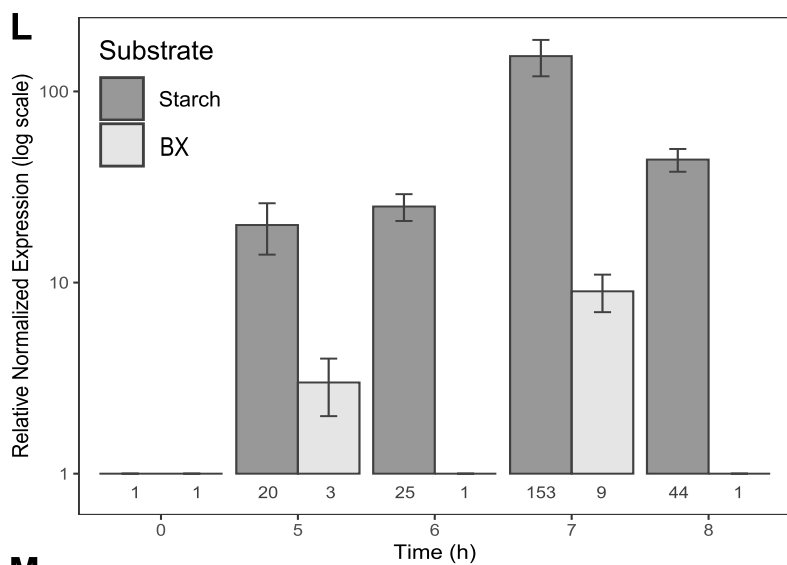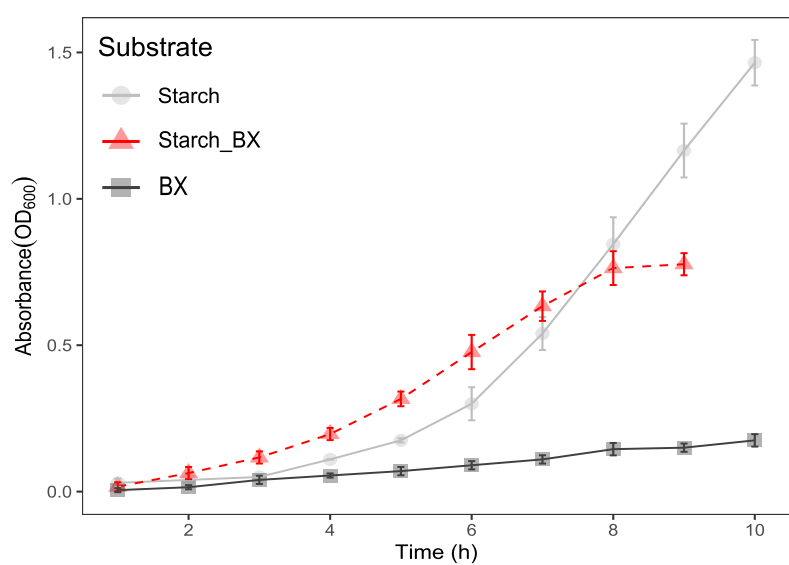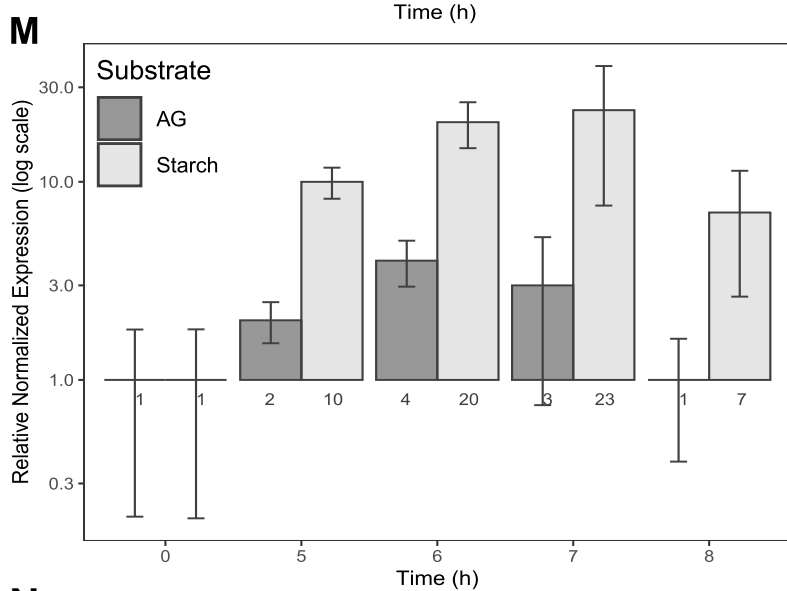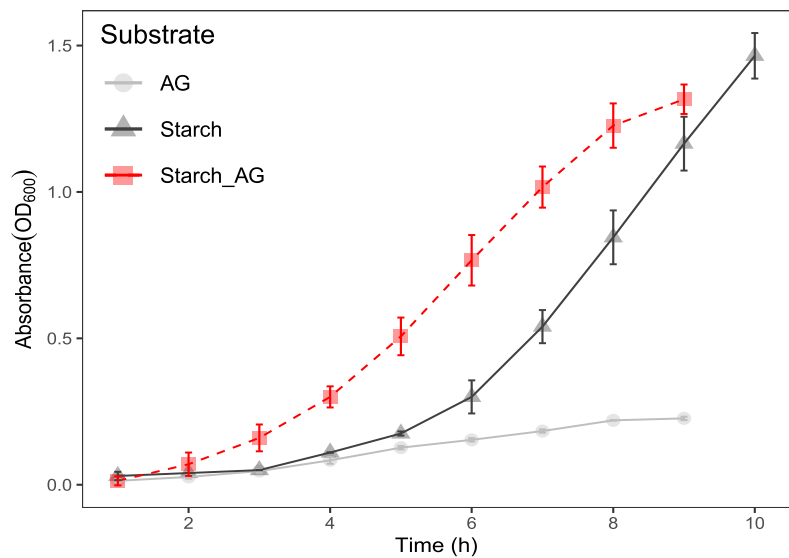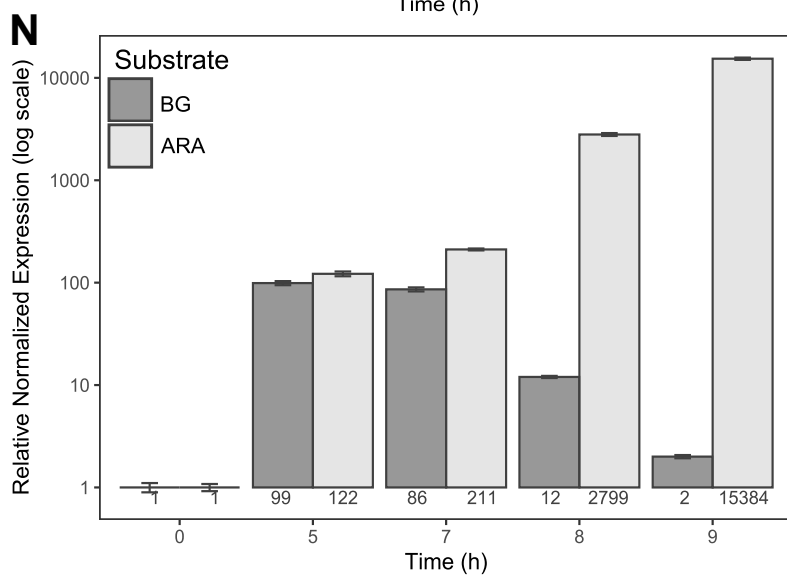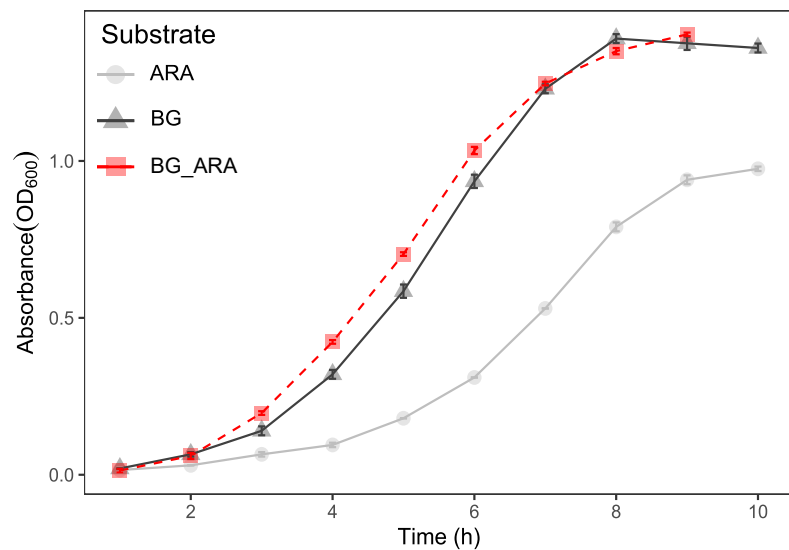

**Supplement:** Supplementary file 9 — Supplementary Material 9.

How the deposited data were processed for this re-analysis (not part of the article)

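RNA was sequenced from 78 cultures of the study, 36 of TF1-3 and 36 of KHP1 in M330 medium and 6 of TF1-3 in minimal medium, with 3 cultures per strain, medium and carbon source. The authors trimmed the reads with Trimmomatic, aligned them with BWA, sorted the alignments with samtools and counted the reads of each gene with featureCounts. The deposited values are these counts per gene, as the authors made them, without normalization. Strand, pair and multi-mapping options of the counting are not given in the paper, which states that some libraries held single and others paired reads. The condition of each library was taken from its sample record, and the sequencing provider of the M330 libraries from Additional file 6E.

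Counts summed over genes were between 3368321 and 5299945 per TF1-3 library in M330 medium, between 3648754 and 3801350 in minimal medium, and between 2438190 and 11507803 per KHP1 library. At these depths, in counts simulated from the mean level and dispersion of each gene, with 200 genes changed on xyloglucan (on β-glucan for minimal medium), the median absolute error of log2FC in edgeR was 0.0908 for TF1-3, 0.127 for KHP1 and 0.108 for minimal medium. The changes were all set well past the threshold, in genes whose mean level was not low. These errors therefore do not hold for genes of few counts.

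Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was that of edgeR, with TMM factors, filterByExpr (smallest count 10 and smallest total 15), 1 model per strain with a mean for each carbon source, and the quasi-likelihood F test of each polysaccharide against glucose and of chosen pairs of polysaccharides. P values were adjusted by the method of Benjamini and Hochberg over all genes of a comparison, and a gene was called past the threshold where log2FC was above 3 or below -3 and the adjusted p was under 0.05. The 6 libraries in minimal medium had a model of their own, and the difference of the effect of β-glucan between the media was tested in a model of 12 libraries. Standard errors were computed from log2FC and the F statistic. Values in CPM were computed by edgeR with TMM-normalized library sizes. For PULs, the log2FC of the susC- and susD-like genes was averaged and compared with the median of the other genes by an exact sign-flip test over PULs. Correlations with growth rate were tested by 1e+05 permutations of the substrates, or by all permutations within a provider. Growth rates are the paper's. Tables were read with data.table 1.17.8 and jsonlite 2.0.0, and figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

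The alternatives were DESeq2, limma-voom with TMM, edgeR with RLE factors, omission of the 10 genes of the largest share of counts, omission of the filter, a threshold on log2FC alone, a model of only the carbon sources compared, a model with all TF1-3 libraries, replicate numbers as blocks, omission of 1 library at a time, and for KHP1 a reference of the other substrates of the same provider. For PULs the median in place of the mean of susC- and susD-like genes was tried, and for growth rate all susC- and susD-like genes. Limma-voom without the filter was added because it paired the authors' tables with the files, and a subtraction of the background of the 200 genes of lowest counts on rhamnogalacturonan and pectic galactan was added after the libraries had been seen.

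The files name genes by other identifiers than the paper. Locus tags were paired with them by value, through the TPM values of Additional file 1 or the log2FC of Additional files 2 and 4, for 2061 of 2662 genes of TF1-3 and 1330 of 2828 genes of KHP1. Genes are named here by a fixed rule, which takes the susC-like gene of every PUL the study discusses, each gene the study names, each listed gene with a TIGR04183 domain, and on β-glucan the 10 genes of TF1-3 with the largest log2FC in each medium that were higher in every β-glucan than in every glucose library. The PUL lists come from the supplementary files, whose values had been seen. Genes without a pair, among them RG252_13000, SAMN04487826_1146 and SAMN04487826_1323, were left out. Supplementary tables held only in part were not used for overlap or enrichment tests, and for the same reason the share of ribosomal genes was not compared with growth. The qPCR and growth measurements of the paper were not analysed again.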

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

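The tests of the fructan PUL genes and the test of RG252_11675 were chosen after their results were seen, as was the subtraction of the background of genes of low counts.

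The effect of β-glucan on TF1-3 differed between minimal medium and M330 medium past the threshold in 52 genes, 42 of them with a higher and 10 with a lower log2FC in minimal medium. A higher difference also arises where a gene fell on β-glucan in M330 medium, so it is not always a stronger induction. Of the 37 named genes tested, 18 differed at an adjusted p under 0.05, 4 of them with a higher and 14 with a lower log2FC in minimal medium. This balance is not that of all genes, since the named genes were chosen by a rule that favours PULs and large values. Lower in minimal medium than in M330 medium were RG252_13020 (difference of log2FC -3.36), RG252_10690 (-3.35), RG252_06870 (-3.20), RG252_06440 (-2.88), RG252_05430 (-1.98), RG252_10305 (-1.54), RG252_05960 (-1.28), RG252_12245 (-1.15), RG252_06785 (-1.03), RG252_12240 (-0.93), RG252_05325 (-0.79), RG252_02440 (-0.69), RG252_00100 (-0.69) and RG252_02450 (-0.63). Higher in minimal medium were RG252_13120 (2.16), RG252_00265 (2.00), RG252_08885 (1.57) and RG252_00090 (0.82).

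Among 100 splits of the 12 libraries of both media, 10 gave as many genes past the threshold for this difference, the real one included. Of these splits, 81 regroup both media and 0 were as large, 9 regroup minimal medium only and all 9 were as large, and 9 regroup M330 medium only and 0 were as large. A split of minimal medium alone leaves the effect in M330 medium as it is, so its count reflects that effect. A split of both media mixes the carbon sources and removes both effects. None of these splits keeps an equal effect in both media, so they do not test chance for the number of 52 genes. The edgeR test compares the effects themselves. It found a difference at an adjusted p under 0.05 in 1452 of 2571 genes, whatever the size. That number argues against chance for the difference between the media over all genes.

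Several of these differences rest on single libraries or on the tool. By limma-voom the difference was -0.65 (adjusted p = 0.0981) for RG252_02440 and -1.06 (adjusted p = 0.0502) for RG252_06785. Without replicate 2 on glucose in minimal medium, that of RG252_06785 was -0.89 (adjusted p = 0.0659). The difference of RG252_13120 was 1.77 without β-glucan replicate 2 in M330 medium, 2.09, 2.19 and 2.08 without glucose replicate 1, 2 or 3 there, and 2.11 and 1.95 without glucose replicate 1 or 2 in minimal medium, with adjusted p between 0.0563 and 0.0789. Each medium had its own glucose libraries, so a factor that acts alike on both carbon sources of a medium does not enter the difference. Medium and time of sequencing were not varied apart, and the cause was not tested.

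The susC-like genes of fructan PULs were past the threshold on substrates other than fructan. In TF1-3, RG252_10280 had a log2FC of 3.43 on homogalacturonan, and RG252_10305 had 7.50 on arabinogalactan, 6.08 on homogalacturonan, 3.71 on pectic galactan, 3.65 on galactomannan, 3.37 on β-glucan, 3.14 on rhamnogalacturonan and 3.04 on arabinan. On arabinan RG252_10305 was at 2.99 without arabinan replicate 3 and at 2.97 without glucose replicate 2. In KHP1, SAMN04487826_1747 had 6.39 on galactomannan, 4.41 on glucomannan and 4.28 on arabinogalactan, and on homogalacturonan 2.92, or 3.04 without glucose replicate 3. SAMN04487826_1752 had 6.84 on both galactomannan and homogalacturonan, 5.62 on arabinan, 5.53 on glucomannan, 5.43 on arabinogalactan, 3.83 on rhamnogalacturonan and 3.69 on pectic galactan.

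Slow growth was tested as an explanation by the correlation of log2FC with growth rate over 11 substrates, among 6 correlations computed. The permutation p was 0.584 for RG252_10280 (r = -0.185), 0.0246 for RG252_10305 (r = -0.669, 0.0369 after adjustment by the method of Benjamini and Hochberg), 0.00026 for SAMN04487826_1747 (r = -0.890, adjusted 0.00087) and 0.0102 for SAMN04487826_1752 (r = -0.739, adjusted 0.0204). Without pullulan and starch the permutation p for RG252_10305 was 0.138, and without starch and galactomannan that for SAMN04487826_1752 was 0.125 and that for SAMN04487826_1747 0.004. Within the substrates sequenced by Microsynth, the exact p was 0.0028 for SAMN04487826_1747 and 0.115 for SAMN04487826_1752. The question is open for the family as a whole, since RG252_10280 showed no such relation. Homogalacturonan and rhamnogalacturonan gave growth rates of 0.42 and 0.39 in TF1-3 and 0.40 and 0.36 in KHP1. All 4 genes were nevertheless higher on homogalacturonan, of the faster growth, by log2FC of 2.69, 2.94, 2.10 and 3.01, so slow growth cannot be the whole cause there. Galactomannan, glucomannan and arabinan shared the provider of glucose, so the provider does not account for the KHP1 values on them. Fructan in the substrates was not measured.

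RG252_11675, for which the study names no substrate, had a log2FC of 5.66 on β-glucan and 5.62 on arabinogalactan. A response to β-glucan itself was tested by the direct contrast of both substrates, which gave 0.0378 (adjusted p = 0.757), so the largest value on β-glucan does not set this substrate apart.

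RG252_08190, a gene with a TIGR04183 domain, had a log2FC of 4.17 on starch and of -2.12 on pullulan. With 1 library left out its value on starch was between 3.72 and 4.49. No technical or biological explanation was tested.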

How the results depend on the processing

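The test, the threshold, the named-gene rule and the alternatives were set before the data were examined, except for limma-voom without the filter and the subtraction of the background of genes of low counts on rhamnogalacturonan and pectic galactan, and the tests of the fructan PUL genes and of RG252_11675 were chosen after their results were seen.

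The number of genes past the threshold on at least 1 substrate was between 362 and 388 in TF1-3 and between 620 and 671 in KHP1 over the alternatives set in advance, with 368 and 627 by the main test. With 1 library left out it was between 368 and 377 and between 619 and 655. With the background subtracted it was 381 and 603. The number in minimal medium was 42 to 44 over the alternatives and 41 to 45 with 1 library left out. Replicate numbers of the minimal medium libraries correlated within pairs by 0.152 to 0.319, and with replicate as a block the number was 42, as in the unpaired model. In M330 medium replicate numbers did not pair the libraries.

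The susC-like genes were past the threshold on their targets in 10 of 10 contrasts in TF1-3 and 9 of 9 in KHP1 under every alternative and with any library left out. The target exceeded the highest other substrate in 8 to 10 of 10 contrasts in TF1-3 and in 8 of 9 in KHP1, with 7 in KHP1 when the background was subtracted. The correlation of susC- and susD-like genes outside the target PULs with growth rate was between -0.690 and -0.642 in TF1-3 and between -0.919 and -0.870 in KHP1 over the alternatives, and -0.658 and -0.836 with the background subtracted. The mean advantage of susC- and susD-like genes within their PULs was between 2.16 and 2.31.

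For single genes, 2660 of 2667 values of TF1-3 and 1475 of 1476 of KHP1 kept their call under the alternatives set in advance. With 1 library left out, 2531 of 2577 and 1427 of 1440 did. Subtraction of the background gave 7 values the opposite sign. On rhamnogalacturonan RG252_13120 became -1.95, RG252_10280 -1.09, SAMN04487826_1514 -6.33, SAMN04487826_1586 -4.45 and SAMN04487826_1747 -1.71. On pectic galactan RG252_13120 became -2.13, and the contrast of rhamnogalacturonan with homogalacturonan of RG252_04890, which had shown no difference at 0.01 (adjusted p = 0.980), became -0.47. Under this setting SAMN04487826_1316 and RG252_06535 fell under the filter on low counts and had no value. The same setting gave SAMN04487826_1333 a log2FC of -3.03 on rhamnogalacturonan. It removes counts from genes of low counts by design. For a gene below the subtracted background it leaves few or no counts, so the size of such a value is not a measured decrease. Whether that background is even along the genome was tested and could not be told, so the cause of these changes is open.

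Calls in minimal medium also moved with single libraries. RG252_00100 reached 3.07 without β-glucan replicate 1 and 3.02 without glucose replicate 2, and RG252_13120 reached 3.02 and 3.01 without β-glucan replicate 2 or 3 and 3.06 without glucose replicate 3. The difference between media reached an adjusted p of 0.0222 for RG252_04800 (-0.50) without β-glucan replicate 1 in minimal medium, and of 0.0295 for RG252_03760 (0.40) without glucose replicate 2 there. For RG252_06475 it did so at 0.46 without β-glucan replicate 1 in M330 medium and at 0.41 without glucose replicate 1 in minimal medium.

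Each comparison of 3 with 3 libraries allows 10 splits, and in each of the comparisons with glucose and of starch with pullulan 1 of 10 splits, the real one, gave as many genes past the threshold. A share of 1 in 10 is the smallest that 10 splits allow, so these counts alone do not decide on chance. The other splits gave at most 6 genes by edgeR, on homogalacturonan in KHP1. For genes past the threshold on at least 1 substrate, 1 of 100 splits, the real one, gave as many in either strain, so chance can be excluded there. The comparison of the share of ribosomal genes with growth, and its form with maximal OD, were not run, since the tables that name these genes were held only in part.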

Differences from the paper's values

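The subtraction of the background of genes of low counts, cited once here, was chosen after the libraries had been seen.

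No number compared with the paper's differed by more than the limits set for it. For numbers of genes the limit was a ratio that allows far larger gaps than those found. Every KHP1 susC-like gene named except SAMN04487826_0840 was paired through the paper's log2FC, so its match there is not independent evidence. Additional file 2 of the paper, held in full, lists 349 genes of TF1-3 and 659 of KHP1 past the threshold on at least 1 substrate, against 368 and 627 here. No alternative gave 349, and those for KHP1 were between 620 and 671.

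The paper states that the xyloglucan PUL of TF1-3 was induced by its target only. Here RG252_00265 was also past the threshold on arabinogalactan (4.03), homogalacturonan (3.97), rhamnogalacturonan (3.71) and pectic galactan (3.58), and 5 of 9 genes of the PUL were so on each. For RG252_00265 all alternatives gave the same calls on these 4 substrates, and the other genes of the PUL were not run under them. The starch/pullulan PUL, named in the same sentence, had 0 genes past the threshold on β-glucan or homogalacturonan by edgeR.

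The paper describes the second homogalacturonan PUL of TF1-3 as showing low activity. Its susC-like gene RG252_05430 was past the threshold on 9 substrates, with log2FC between 3.30 and 5.31.

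The β-glucan PUL of KHP1 is described as exclusive to β-glucan. SAMN04487826_1514 and in all 3 of the 4 genes of this PUL were past the threshold on rhamnogalacturonan, at 3.65 for SAMN04487826_1514. With the background subtracted this value was -6.33. Its size is set by the subtraction, since the mean level of SAMN04487826_1514 there lay below that background.

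The paper does not report the arabinan PUL of TF1-3 as active on homogalacturonan. RG252_02555 was past the threshold there (4.27), and also on rhamnogalacturonan (3.94), pullulan (3.37), starch (3.32), galactomannan (3.31) and glucomannan (3.26).

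The arabinogalactan PUL of KHP1 is described as not induced on starch, pullulan and β-glucan. On pullulan SAMN04487826_1593 was past the threshold (3.50), as were 4 of the 7 genes of the PUL.

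The paper reports induction of homogalacturonan PULs on homogalacturonan in particular. SAMN04487826_965 of KHP1 was lower there (3.45) than on rhamnogalacturonan (4.06), with a direct contrast of -0.61 (adjusted p = 0.0025). It was higher on homogalacturonan than the mean of the other substrates of its provider, by 1.52. In TF1-3, RG252_04800 was higher on homogalacturonan than on arabinogalactan, the highest other substrate, by 0.74 (adjusted p = 2.11e-07).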

Other observations

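The subtraction of the background of genes of low counts was chosen after the libraries had been seen.

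Fewer genes were without counts in the rhamnogalacturonan libraries of both strains and in the pectic galactan libraries of TF1-3 than elsewhere. Greater depth does not account for this, since after all libraries of a strain were thinned to 1 total, 9 of 9 of these libraries still had fewer genes without counts than every other library of the strain. An even background of reads along the genome would give similar densities over the 200 lowest genes. The median absolute deviation of the log2 density over these genes was 0.566 and 0.497 on rhamnogalacturonan and pectic galactan in TF1-3 and 0.692 on rhamnogalacturonan in KHP1, against 0.926 or more for every other carbon source. Counting noise alone would leave 0.104 in the last of these 3, so whether the background is even cannot be told from it. For genes of few counts, a log2FC on these substrates may hold a part that is not transcription.

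In KHP1, 63 genes separated the libraries of the 2 providers without overlap. Of 100 partitions of the carbon sources into groups of the same sizes, 1 gave as many genes, the real one, and of all 792 partitions 3 did. In TF1-3, with a single provider, the same partition of carbon sources gave 0 genes. A provider effect may therefore add to the KHP1 log2FC on starch, homogalacturonan, rhamnogalacturonan, arabinogalactan and pectic galactan, and for these 5 substrates provider and substrate cannot be told apart.

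The median log2FC of susC- and susD-like genes outside the PULs with a target was higher on substrates of slower growth. It rests on the genes that could be paired, 34 of TF1-3 and 43 of KHP1. KHP1 genes were in part paired only through lists of changed genes, so these are not all such genes of the strain. Over 11 substrates, r with growth rate was -0.643 in TF1-3 (permutation p = 0.0313, 0.0376 after adjustment over the 6 correlations by the method of Benjamini and Hochberg) and -0.888 in KHP1 (permutation p = 0.00029, adjusted 0.00087). Without pullulan and starch the TF1-3 value was -0.646 (permutation p = 0.0561), and within the Microsynth substrates of KHP1 r was -0.945 (exact p = 0.0028). Slow growth could thus account for part of the induction outside the target PULs. Growth rate was not varied within a substrate.

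The growth table of the paper gives KHP1 a maximal OD of 0.21 on galactomannan, which is below the OD of harvest in the methods. Galactomannan was also the substrate with the most genes past the threshold in KHP1 (401).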
